# Modelling TDP-43 proteinopathy in *Drosophila* uncovers shared and neuron-specific targets across ALS and FTD relevant circuits

**DOI:** 10.1186/s40478-023-01656-0

**Published:** 2023-10-20

**Authors:** R. Keating Godfrey, Eric Alsop, Reed T. Bjork, Brijesh S. Chauhan, Hillary C. Ruvalcaba, Jerry Antone, Lauren M. Gittings, Allison F. Michael, Christi Williams, Grace Hala’ufia, Alexander D. Blythe, Megan Hall, Rita Sattler, Kendall Van Keuren-Jensen, Daniela C. Zarnescu

**Keywords:** ALS, FTD, TDP-43, Drosophila, Mushroom bodies, RNA-Seq, Glypican, Wnt signaling

## Abstract

Amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD) comprise a spectrum of neurodegenerative diseases linked to TDP-43 proteinopathy, which at the cellular level, is characterized by loss of nuclear TDP-43 and accumulation of cytoplasmic TDP-43 inclusions that ultimately cause RNA processing defects including dysregulation of splicing, mRNA transport and translation. Complementing our previous work in motor neurons, here we report a novel model of TDP-43 proteinopathy based on overexpression of TDP-43 in a subset of *Drosophila* Kenyon cells of the mushroom body (MB), a circuit with structural characteristics reminiscent of vertebrate cortical networks. This model recapitulates several aspects of dementia-relevant pathological features including age-dependent neuronal loss, nuclear depletion and cytoplasmic accumulation of TDP-43, and behavioral deficits in working memory and sleep that occur prior to axonal degeneration. RNA immunoprecipitations identify several candidate mRNA targets of TDP-43 in MBs, some of which are unique to the MB circuit and others that are shared with motor neurons. Among the latter is the glypican Dally-like-protein (Dlp), which exhibits significant TDP-43 associated reduction in expression during aging. Using genetic interactions we show that overexpression of Dlp in MBs mitigates TDP-43 dependent working memory deficits, conistent with Dlp acting as a mediator of TDP-43 toxicity. Substantiating our findings in the fly model, we find that the expression of *GPC6* mRNA, a human ortholog of *dlp,* is specifically altered in neurons exhibiting the molecular signature of TDP-43 pathology in FTD patient brains. These findings suggest that circuit-specific *Drosophila* models provide a platform for uncovering shared or disease-specific molecular mechanisms and vulnerabilities across the spectrum of TDP-43 proteinopathies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-023-01656-0.

## Introduction

Characterized by extensive overlap in cellular pathology, genetic mutations, and molecular markers, amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD) comprise a neurodegenerative disease continuum affecting multiple subsets of neurons in the spinal cord, motor cortex, cingulate cortex, and frontal and temporal lobes [1–4]. Notably, nearly 97% of ALS cases [5] and approximately 45% of FTD cases [6] exhibit neurodegeneration with ubiquitin-positive cytoplasmic inclusions that contain transactive response (TAR) DNA binding protein 43 (TDP-43). A number of point mutations in *TARDBP*, the gene encoding TDP-43, have been identified as causative of ALS [7–9] while others have been linked to FTD [10, 11]. Although mutations in at least 20 other genes have been associated with ALS/FTD, the majority of ALS/FTD cases are sporadic [12].

Substantiating its significance as a marker of pathology, TDP-43 has also been identified as a component of cytoplasmic aggregates in dementias other than FTD, including Alzheimer’s disease (AD) [13–15], AD with Lewy body dementia (AD/LBD) [16], Parkinsonism-dementia complex (PDC) [17], and hippocampal sclerosis [18]. Up to 57% of AD cases exhibit TDP-43 positive intracellular inclusions [19]; notably, AD patients with TDP-43 proteinopathy show accelerated disease progression with more severe cognitive impairment [14, 20]. In addition to the presence of TDP-43 proteinopathy, dementias such as FTD and AD share TDP-43 associated cellular pathology, including dystrophic neurites [21]. Thus, despite differences in underlying genetic risk factors and specific neural populations affected, a large proportion of dementias exhibit overlapping TDP-43 pathology, providing a common entry point for understanding shared mechanisms of neurodegeneration [22, 23].

Wild-type TDP-43 is localized primarily to the nucleus where it regulates RNA transcription [24] and splicing [25–29] necessary for nervous system development and function. TDP-43 also shuttles between the nucleus and cytoplasm and has been shown to play a role in axonal and dendritic mRNA localization [30–32], stress granule dynamics [33–35] and translation [36–38]. During severe or prolonged cellular stress and in disease, TDP-43 exits the nucleus and associates with ubiquitin-positive cytoplasmic inclusions [39]. Indeed, cellular dysfunction and subsequent degeneration associated with TDP-43 pathology have been attributed to both loss-of-function of nuclear TDP-43 [27] and cytoplasmic gain-of-function [40] whereby cytoplasmic inclusions sequester mRNAs and perturb protein homeostasis [39].

Following the identification of TDP-43 as a protein of pathological interest in numerous neurodegenerative diseases, model organisms have been critical to understanding the normal biological functions of TDP-43 and how disruption of these functions leads to disease. Despite having diverged from a common ancestor with vertebrates over 600 million years ago [41], the fruit fly (*Drosophila melanogaster*) genome contains a homolog of *TARDBP*, namely *TBPH*, which displays sequence similarity and functional overlap with human TDP-43 [42, 43].

In addition to extensive overlap in neurogenetic homology, circuit-level conservation in the central nervous system has also been demonstrated between invertebrates and vertebrates [44–46], making invertebrate models relevant for understanding diseases of cognition. Indeed, flies display several behaviors affected in human disease [47] including associative learning [48], long-term memory [49], sleep [50], social interactions [51, 52], and addiction [53] that can serve as system-level readouts of molecular- and/or cellular-level dysfunction. Models of TDP-43 proteinopathy in *Drosophila* have recapitulated the locomotor phenotypes, motor neuron dysfunction, and shortened lifespan [43, 54, 55] observed in ALS and highlighted degeneration in central brain structures [54] reminiscent of FTD. Beyond simply simulating disease states, these fly models have identified translational targets [37, 38, 56] and genetic modifiers of TDP-43 proteinopathy [57–60], and exposed systemic effects on metabolic pathways [61, 62].

While TDP-43 proteinopathy has been extensively studied in motor neurons and glia as a model of ALS, dementia modeling based on TDP-43 proteinopathy in flies has been limited. This is in part because the mushroom bodies (MBs) of the fly brain, which were originally described as essential to odor learning [63] have only recently been recognized as being required for multi-modal and context-dependent learning [64, 65] including place learning [66]. The MBs also regulate sleep [67, 68], satiety [69], social behavior [70] and gate behaviors attributed to other brain regions such as decision-making [71] and aggression [72]. Therefore, the MBs share functional overlap with regions of the vertebrate cortex [73]. Existing fly models of intellectual disability [74] and Alzheimer’s disease (AD; [75] have either focused on, or identified phenotypes in the MBs of the fly brain, suggesting that this structure is appropriate for modeling cognitive disorders.

Here we describe the development of a novel fly model of dementia based on TDP-43 proteinopathy induced by specific over-expression of wild-type or mutant human TDP-43 in a well-defined subset of MB neurons. Our model recapitulates key cellular and behavioral characteristics of human dementias with TDP-43 pathology, including age-dependent loss of nuclear TDP-43, axonal degeneration, and working memory and sleep deficits that parallel those observed in dementia patients. Using RNA immunoprecipitations we show that in MBs, TDP-43 associates with several mRNAs, a subset of which are unique to MBs while others are shared with mRNA targets previously identified in motor neurons [38]. Interestingly, among the latter, we identified *dlp* mRNA, encoding the heparan sulfate proteoglycan (HSPG) Dally-like protein (Dlp)/GPC6, which we previously found to be a target of TDP-43 in fly models of ALS and is altered in human ALS spinal cords [38]. Here we report that *dlp* mRNA is enriched in TDP-43 complexes in MBs while Dlp protein is decreased within axons during aging, consistent with TDP-43 dependent axonal transport and/or translation deficits in an age-dependent manner. Notably, Dlp overexpression in MBs rescues TDP-43 dependent deficits in working memory consistent with Dlp being a physiologically significant target of TDP-43 in the MB circuit. These findings demonstrate that TDP-43 proteinopathy in MBs causes dementia-like phenotypes that are mediated at least in part by Dlp/GPC6, a regulator of the Wg/Wnt signaling pathway. Further substantiating the link between Dlp/GPC6 and TDP-43 pathology, we found *GPC6* mRNA to be altered in FTD patient brains. Specifically, neuronal nuclei expressing *STMN2* and *KALRN* cryptic exons associated with TDP-43 nuclear depletion show an upregulation of *GPC6* mRNA when compared with nuclei that retain TDP-43 as evidenced by the presence of canonically spliced *STMN2* and *KALRN* junctions. Lastly, we report a number of candidate targets of TDP-43 that show overlap between our fly models and patient brains, suggesting these models will be useful for studying molecular pathyways underlying distinct neuronal vulnerabilities across the spectrum of TDP-43 proteinopathies.

## Materials and methods

### Drosophila genetics and maintenance

Flies were maintained at 25 °C in 12-h light–dark cycle with 25–30% humidity. Specific information on *Drosophila* lines used in this study and specific experiments where each line was employed can be found in the Key Resources table (Additional file 1). For aging and lifespan studies, newly eclosed virgin male and female flies were collected and maintained on standard fly cornmeal/molasses media refreshed weekly. Flies harboring *UAS TDP-43::YFP* and *UAS dlp* transgenes for co-overexpression of TDP-43 and Dlp were generated using standard genetic recombination techniques. The presence of *UAS TDP-43::YFP* was confimed by YFP expression when crossed with the pan-neuronal driver, elav GAL4 while Dlp overexpression was confirmed using RT-qPCR (*dlp OE* = 2.45 FC, *TDP-43*^*WT*^*::YFP*; *dlp OE* = 3.09 FC, *TDP-43*^*G298S*^*::YFP*; *dlp OE* = 1.71 FC compared to *w*^*1118*^ controls; Additional file 1: Fig. S6-supplement 1b).

### Western blotting

One to three days old flies were collected from *SS01276* crossed with (1) *w*^*1118*^*; TDP-43*^*WT*^*::YFP*, (2) *w*^*1118*^*; TDP-43*^*WT*^*::YFP; dlp OE*, (3) *w*^*1118*^*; TDP-43*^*WT*^*::YFP mCD8::RFP*, and (4) *w*^*1118*^ in triplicate. Heads (N = 15 for each genotype) were decapitated and homogenized in 100 µl 2X Laemmli Sample Buffer (BIO-RAD 1610737) containing 5% of 2-Mercaptoethanol (Sigma-Aldrich M3148). The homogenized protein samples were boiled for 5 min in the digital Heat Block (Benchmark), and spun for 1 min. Supernatants were collected and 10 µl of protein sample was loaded in each well of precast Mini-PROTEAN TGX 4–20% gradient Gel (BIO-RAD 4561096). Following SDS-PAGE, the proteins were transferred to Nitrocellulose membrane (BIO-RAD 1620215). After transfer, the membrane was blocked in 5% nonfat milk in PBST (PBS and 0.1% TWEEN20) and incubated overnight at 4 °C with primary antibodies mouse anti-GFP Living Color (Cell Signaling Technology 2955, 1:1000) to detect TDP-43 YFP and rabbit anti-Beta-Actin (Cell Signaling Technology 4967S, 1:1000) as loading control, followed by washes in TBST and incubation with secondary antibody (IRDye® 800CW, Goat anti-Mouse D21115-25, 1:10,000) and (IRDye®680RD Goat anti-Rabbit D21207-05, 1:10,000) for 1 h at RT. The blot was imaged using a LICOR scanner (Odyssey®DLx) and protein bands intensities were quantified with LICOR “Image Studio Lite” (Additional file 1: Fig. S7-supplement 2).

### Statistical analyses

Statistical analyses were conducted in R [v. 4.1.2, R Core 76] and Rstudio [v. 2021.09.0 + 351, Rstudio 77] unless specified otherwise in methods. The tidyverse [78] and ggpubr [79] packages were used for summary statistics and graphics. Other analysis-specific packages are cited in the corresponding Methods section. While data for the mutant TDP-43^G298S^ model is presented as a supplement to our main findings, statistical analyses were conducted simultaneously for both TDP-43 genotypes and p-values were corrected for multiple comparisons that included both genotypes. For any given analysis when males and females did not differ statistically or sample sizes were low (*e.g.*, histological preparations), they were pooled to increase power. Where necessary, outliers were removed prior to hypothesis testing. When data did not fit the assumptions of parametric models and non-parametric analyses were used, hypothesis testing proceeded by first using a Kruskal-Wallace to test for a difference among groups, followed by pairwise comparisons using the Wilcoxon Rank Sum Test with p-values adjusted for multiple comparisons using the false discovery rate method [80]. Specific statistical methods are described for each assay. Summary statistics for each figure can be found in the Additional file 2.

### Mushroom body morphological analyses

Mushroom body morphology was evaluated using membrane-targeted RFP (mCD8 RFP) driven by *SS01276* [81]. Adult brains were dissected in cold HL-3 saline [82], fixed for 60 min in 4% paraformaldehyde, then rinsed in phosphate buffered saline (PBS, 3X), permeabilized in PBS with 0.25% Triton X-100 (PBST), and blocked in PBST plus 5% normal goat serum (Sigma-Aldrich 566,380) 2% bovine serum albumin (Sigma-Aldrich A5611) for 45 min prior to antibody labeling. YFP was detected by incubating brains overnight at 4 °C with a mouse monoclonal anti-GFP FITC antibody (1:300, Rockland 600-302-215). mCD8 RFP was visualized using native fluorescence. All brains were mounted on slides with the ventral side containing the mushroom body lobes (MBLs) facing the coverslip. For cell body imaging, brains were additionally incubated in Hoechst (1:10,000, Invitrogen H3570) for 10 min and mounted on slides with the dorsal side containing the calyx facing the coverslip.

### Image acquisition and analysis

TDP-43 cytoplasmic localization and MBN cell loss: Images were acquired using a Zeiss 880 Laser Scanning Confocal inverted microscope with a Plan-Apochromat 63x/1.4 oil DIC M27 lens. TDP-43 YFP signal intensity was quantified per unit area in the nucleus and cell body. Hoechst was used to define the nuclear boundaries, while total cellular TDP-43 signal was measured by tracing a boundary around YFP signal in the entire cell (Additional file 1: Fig. S1-supplement 3). To quantify the total number of MBNs expressing TDP-43 YFP, all nuclei were counted from optical sections 2 μm apart to ensure nuclei were counted only once. We tested for differences in TDP-43 nuclear to cellular ratio and MBN number by age, sex, and genotype using Analysis of Variance (ANOVA) performed on a linear model (*lm* function in R; R Core Team 2017). Residuals were normally distributed (Shapiro–Wilks test for normality, *P* = 0.890 and *P* = 0.395 for ratio and MBN number, respectively) and we therefore continued with pairwise comparisons using Tukey’s Honest Significant Difference corrected for multiple comparisons.

Signal intensity: All images were acquired using a Zeiss 880 Laser Scanning Confocal inverted microscope with a Plan-Apochromat 63×/1.4 oil DIC M27 lens. For mCD8 RFP fluorescence intensity, brains were imaged using either an Alexa Fluor 568 or a DS Red filter set with pinhole adjusted to 1 AU and 3 µm optical section thickness. For measuring anti-GFP FITC fluorescence intensity, brains were imaged using the FITC filter set with the pinhole adjusted to 1 AU and 0.5 µm optical section thickness. Fluorescence intensity was measured in FIJI as the integrated density over the sample area in axons by manually tracing α/β or γ lobes and subtracting adjacent background signal. First, a polygon was traced free-hand over the visible area of each lobe (α/β or g). This polygon was then dragged to an adjacent area of the brain to obtain a mean fluorescence intensity for the background in each section. In instances where the polygon was shaped in such a way that it could not be dragged to adjacent brain area, a comparably-sized polygon was drawn in the adjacent brain region. Intensity was measured in at least three sections to obtain mean fluorescence intensity in each channel (RFP or FITC) for both α/β and γ lobes of each brain. To test for differences in signal intensity within a genotype across age time points, values of signal intensity were normalized to mean signal intensity of young (1–3 days old) brains of the same genotype and lobe. Statistical analysis of change in fluorescence intensity with age was performed by comparing middle aged (~ 30 days) or old (~ 60 days) flies and young (~ 1 day) flies from the same genotype using the Wilcoxon Rank Sum test. Summary statistics can be found in Additional file 2: Table S2a.

YFP particle size: The Analyze Particles function in FIJI was used to identify YFP puncta in MB lobes. Images were first contrast enhanced using a brightness/contrast enhancement (saturated pixels set to 0.3% and normalized) followed by thresholding using the Bernsen method in the Auto Local Threshold function with a 25–50 pixel radius depending on image quality. Particles were considered puncta when they were 0.25–3.0 µm^2^ in size and showed 0.25–1.0 circularity. To measure mean particle size in each sample, a polygon was drawn over the visible portion of each lobe in at least three sections for each lobe. From these subsamples we calculated a mean particle size for each lobe of each brain. Summary statistics can be found in Additional file 2: Table S2B.

Dally-like protein expression during aging in MBs: Brains from flies 1–3 days or 50–55 days were dissected out and the tissue fixed, permeabilized and blocked as described above. Brains were then incubated overnight at 4 °C in an anti-Dally-like protein antibody at 1:5 in block (13G8 developed by Phil Beachy, obtained from the Developmental Studies Hybridoma Bank, created by the NICHD of the NIH and maintained at The University of Iowa, Department of Biology, Iowa City, IA 52242, targets amino acids V523 to Q702), rinsed 3X in 0.1% PBST and incubated in goat anti-mouse Alexa Flour 647 antibody overnight at 4 °C (1:300, ThermoFisher A32728). Images were acquired using a Zeiss 880 Laser Scanning Confocal inverted microscope with a Plan-Apochromat 63×/1.4 oil DIC M27 lens. Signal intensity was traced from maximum intensity projections of the MBLs and normalized to background intensity. Dlp signal intensity declined with age in TDP-43 flies, so the mCD8 RFP channel was used to trace the lobes in aged brains, ensuring the correct lobe area was used for signal intensity measurements.

GAL4 dilution effect: To test whether UAS-driven expression of a second transgene reduces UAS-driven TDP-43^WT^ expression, in addition to western blots, we also measured mean pixel intensity from maximum intensity projections of the horizontal lobes (β and γ combined in maximum intensity projection) in two genotypes with *SS01276*-driven transgenes, *OR-R;TDP-43*^*WT*^*::YFP* and *w*^*1118*^*; TDP-43*^*WT*^*::YFP mCD8::RFP* (Additional file 1: Fig. S7-supplment 3).

### Behavioral assays

Y-maze: To measure changes in working memory, we employed a y-maze assay described by Lewis, Negelspach, Kaladchibachi, Cowen and Fernandez [83]. We tracked the two-dimensional movement of individual *Drosophila* placed in small symmetrical y-mazes using video recordings for 10 one-minute trials following two minutes of acclimation time in the maze. Observations took place between 08:45 and 11:00 and 14:00 to 16:00 when flies were most active. Male and female flies were run separately and the locations of genotypes in the seven by seven maze array were randomized for each set of trials. Assays were conducted in a dark room with each maze lit uniformly from below with a white LED array and capped with a clear Plexiglas coverslip. The overall movement of flies and visits to three unique arms consecutively were quantified using the Noldus Ethovision software. Spontaneous alternation behavior was measured by scoring three consecutive arm entries in a sliding window for each of ten trials. The alternation score was calculated as alternations divided by alternation attempts. Movement and alternation data were summed for each fly during each one-minute trial and then averaged over 10 trials for statistical analyses. Flies originating from three biological replicates were pooled for analysis (Additional file 2: Table S3). The large samples sizes permitted the use of parametric tests, and we assessed differences in distance moved or alternation score across genotypes using ANOVA on a linear mixed-effects model [lmer function in R; 84] that included replicate as a fixed effect. Flies that performed no alternations naturally did not have a percent alternation score and were removed from subsequent analysis. Males and females were analyzed separately. Flies were additionally assessed for the presence of bias for specific arms, calculated as a ratio of the mean number of entries into each arm over mean total entries and tested for significant variation from 0.333 using the Wilcoxon Signed Rank test. Interestingly, while females showed no arm biases, males overexpressing *TDP-43*^*WT*^ and OR-R controls showed a bias against arm B (*TDP-43*^*WT*^, $$\overline{x }$$ = 0.307 ± $$0.08$$, *P* < 0.0001; OR-R, $$\overline{x }$$ = 0.316 ± 0.13, *P* = 0.0038). *TDP-43*^*WT*^ also showed a bias for arm A ($$\overline{x }$$ = 0.352 ± 0.076, *P* = 0.0033), while OR-R controls showed a bias for arm C ($$\overline{x }$$ = 0.347 ± 0.113, *P* = 0.048). Although these analyses suggest that arm biases exist in males and are not unique to TDP-43 overexpression, a single replicate was used to test whether Dlp over-expression could rescue alternation deficits seen in TDP-43 overexpressing flies therefore hypothesis testing proceeded with non-parametric tests as described in *Statistical analyses*.

Sleep: Adult flies from the three age time points were monitored individually using *Drosophila* Activity Monitors [DAMs; Trikinetics, Waltham, MA; 85]. Flies were placed in monitoring tubes with a small amount of food the day before they reached two to three, 31–33, or 61–63 days old. Sleep and activity monitoring began at 12 AM following placement of flies in the sleep incubator, allowing flies at least six hours prior to the start of the experiment to acclimate to the tubes. Sleep and locomotor activity data were collected at one-minute intervals for three days and analyzed using ShinyR-DAM [86]. In *Drosophila,* sleep is defined at five minutes of inactivity [50] and here sleep data were processed using the ShinyR DAM program (Cichewicz and Hirsh 2018), which provided average sleep, sleep bout number and duration, and activity to sleep bout length ratio. Comparison of these variables by age and genotype were conducted separately for male and female flies. Data from two replicates were pooled (> 15 flies per genotype × replicate; sample sizes in Additional file 2: Tables S4A and S4B).

### Lifespan

Newly eclosed virgin males and females were separated and placed on fresh food, then transferred weekly into new food vials. The number of surviving flies was counted every other day for 100 days. Survival analysis and plots were generated using R packages *survival* [87] and *survivminer* [88].

### mRNA targets of TDP-43

RNA Immunoprecipitations: Equal numbers of male and female flies, aged one to three days, were pooled in Eppendorf tubes and flash frozen in liquid nitrogen. A minimum of 500 flies expressing YFP, TDP-43^WT^ YFP, or TDP-43^G298S^ YFP were collected for each of three biological replicates. Frozen flies were then transferred to 50 mL conical tubes and heads were separated from the bodies using four rounds of vortexing and flash freezing with liquid nitrogen. A sieve was used to filter out the bodies and isolated heads were collected into tubes containing lysis beads (Next Advance Green lysis beads). Heads were homogenized (Next Advance Bullet Blender) in one mL fresh lysis buffer (DEPC water, 50 mM HEPES buffer pH 7.4, 0.5% Triton X-100, 150 mM NaCl, 30 mM EDTA), protease inhibitors (cOmplete™, Mini, EDTA-free Protease Inhibitor Cocktail, Millipore Sigma 11873580001), and RNAsin Plus 400 u/mL (Fischer Scientific PRN2615), centrifuged for 10 min at 10,000 rpm, and the lysate was collected. A portion of the lysate was saved for the protein input and RNA input samples. For protein input, the lysate was mixed with 2X Laemmli buffer, boiled at 95–100 °C for 10 min, and stored at − 20 °C. For RNA input, TRIzol reagent (Thermofisher 15596026) was added to the lysate and the sample was stored at − 80 °C. High affinity GFP-Trap magnetic agarose beads (ChromoTek) were added to the remaining lysate and rotated end-over-end for 90 min at 4 °C to allow for binding of YFP. The beads were separated from the lysate with a magnet and washed three times with fresh wash buffer (DEPC water, 50 mM HEPES buffer pH 7.4, 0.5% Triton X-100, 150 mM NaCl, 30 mM EDTA). The beads were resuspended in wash buffer and split into two tubes for the protein IP and RNA IP samples. For the protein IP sample, 2X Laemmli buffer was added to the beads, samples were boiled at 95–100 °C for 10 min, and the beads were removed with a magnet. Western blots (see above) were performed to ensure that the immunoprecipitated complexes contained TDP-43 before processing the RNA IPs. For the RNA IP sample, TRIzol reagent was added to the beads, the solution was pipetted up and down for 60 s, and the beads were removed with a magnet.

RNA-Seq: RNA was quantified by nanodrop to bring it within range for ribogreen quantification. RNA was also checked using Agilent Tapestation High Sensitivitiy RNA screentape. One ng total RNA was used for SMART-Seq HT PLUS (Takara Bio USA, Inc. Cat # R400748) following manufacturer’s protocol. Determination of cDNA quality and quantity was determined via Agilent Tapestation High Sensitivity D5000 Screentape and Qubit dsDNA HS assay for input into library amplification. Libraries were quantified by Agilent Tapestation High Sensitivity D1000 Screentape and Kapa Library Quantification kit for Illumina platforms. Libraries were pooled equimolarly, pools were quantified by Agilent Tapestation High Sensitivity D1000 Screentape and Kapa Library Quantification kit and loaded on the NovaSeq 6000 S4 flowcell and sequenced to 101 × 11 × 11 × 101 cycles. Trimmed fastqs were aligned to the Dmel genome with STAR v2.6.1d [89]. Aligned reads were counted with featureCounts v1.6.3 [90] using the genome annotation. Files produced for individual samples were aggregated into a single.txt file using python. Differential expression was quantified using Deseq2 [91]. We included over-expression of cytoplasmic YFP in MBNs as a control for IPs, however the expression levels of YFP alone were far greater than cytoplasmic TDP-43 YFP (data not shown), making it difficult to assess the role of cytoplasmic YFP alone. To ensure that candidate mRNA targets showing the greatest enrichment were indeed specific in their association with TDP-43, we subtracted YFP control Log2FC values from the Log2FC values of targets recovered in each of our models. Indeed, in this YFP-subtracted analysis *futsch* was recovered as enriched with TDP-43 in both variants (Fig. 6a, Additional file 1: Fig. S6-supplment 1a) and the majority of mRNAs that showed high enrichment in the original analysis were retained in the YFP-subtracted analyses (Fig. 6a vs 6d, Additional file 1: Fig. S6A vs S6C).

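In the fit of the counts from the IP and input libraries of 3 lysates per genotype, candidates were the mRNAs with a log2FC of IP over input above 1 and an adjusted *p* value below 0.05. Subtracting the log2FC of YFP alone left 267 of the TDP-43 WT candidates (19.7%) and 104 of the TDP-43 G298S candidates (10.9%) with a subtracted log2FC above 1. With the unbound fraction as the reference, 935 (47.6%) and 551 (31.0%) were kept, and with library sizes alone 1372 (34.7%) with TDP-43 G298S, where the median difference from YFP over all genes rose by 0.68. In the fit named first the subtracted value was above 0 for 875 of the TDP-43 WT and 557 of the TDP-43 G298S candidates, with medians of 0.24 and 0.16. Among the 50 candidates with the largest log2FC before the subtraction, 43 were kept for TDP-43 WT and 30 for TDP-43 G298S, and among the top 100, 73 and 46. Both the TDP-43 and the YFP IPs enriched 834 of the TDP-43 WT candidates (61.6%) and 621 of the TDP-43 G298S candidates (65.0%). Without lysate WT-502 the first number was 501, and without lysate G298S-503 the second was 404. The subtraction takes point estimates. A test of the same difference, as an interaction in edgeR's quasi-likelihood model, gave a larger enrichment than in YFP at an adjusted *p* value below 0.05 and a log2 difference above 1 for 163 mRNAs with TDP-43 WT and 45 with TDP-43 G298S. Of these, 142 and 36 were candidates. The TDP-43 G298S result was 1444 with library sizes alone. It was 3 without lysate G298S-506 and between 3 and 11 in the 6 fits that each left out one lysate. The TDP-43 WT result was 71 without lysate YFP-902 and 81 without lysate WT-505. After subtraction, *futsch* (FBgn0259108) had a log2 difference from YFP of 0.80 (SE 0.42, adjusted *p* = 0.475, edgeR) with TDP-43 WT and -0.05 (SE 0.42, adjusted *p* = 0.989, edgeR) with TDP-43 G298S. The value for TDP-43 WT was 0.32 without lysate WT-502. With library sizes alone the value for TDP-43 G298S was 0.63 and without mitochondrially encoded and rRNA genes 0.10, below the 0.68 and 0.16 by which the median of all genes rose. It was above 0 with all 27 libraries in the fit (0.12), with the unbound fraction as the reference (1.02) and without lysates G298S-506 (0.03), YFP-901 (0.08) or YFP-201 (0.06). Lysates WT-502 and G298S-203 were also exchanged between the TDP-43 groups, a regrouping tried after the values were seen. The difference of *futsch* from YFP was then 0.24 with TDP-43 WT and 0.54 with TDP-43 G298S. Of the 11 mRNAs named in Fig. 6a, 9 had a larger enrichment than in YFP with TDP-43 WT and 9 with TDP-43 G298S, and adjusted over the list alone 10 and 10. The study chose these mRNAs on the same libraries, so the second count is not independent evidence.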

Functional annotation: The Database for Annotation, Visualization, and Integrated Discovery (DAVID) was used to functionally annotated genes enriched with TDP-43 [92, 93]. To assess genes over-represented in our disease model data sets, we used lists of genes significantly enriched with each of our TDP-43 models (differential gene expression lists available in source data).

RNA Extraction for Validation: RNA input and RNA IP samples, stored in TRIzol reagent (Thermofisher 15596026) at − 80 °C, were allowed to thaw completely on ice and chloroform was added to each sample. Samples were shaken briefly to mix, left to incubate for three minutes at room temperature, and then centrifuged at 12,000 rpm for 15 minutes at 4 °C to allow for separation of the aqueous and organic phases. The RNA-containing aqueous phase was collected and molecular grade isopropyl alcohol was added to each sample. Samples were incubated for 10 min at room temperature for RNA precipitation and then centrifuged at 12,000 rpm for 10 minutes. The pelleted RNA was washed with 75% ethanol (200 proof ethanol & HyPure water) and left to dry in a fume hood. RNA was resuspended in HyPure water and the concentration and 260/280 absorbance ratio were measured using Nanodrop.

RT-qPCR: RNA extracted from input and IP samples was used as template RNA for cDNA synthesis by reverse transcription. Total RNA used in the cDNA synthesis reactions was normalized across samples. cDNA was synthesized using the Fisher First Strand cDNA synthesis kit (Thermofisher Scientific K1641). qPCR reactions were prepared in a 96-well qPCR plate, in triplicates, using Taqman Fast Advanced Master Mix (Thermofisher Scientific 4444556) and Taqman probes for Dally-like protein (dlp) (Thermofisher Scientific Dm01798597_m1) and Gpdh1 (Thermofisher Scientific Dm01841185_m1). qPCR was conducted on the qTOWER (Analytik Jena 844-00504-4) qPCR machine. Delta Ct was calculated as the difference in Ct values (dlp—gpdh1). To determine enrichment of dlp mRNA in the IPs, ΔΔCt was calculated as the difference in Delta Ct values (IP—Input). Fold change was calculated as 2^(− ΔΔCt).

Dally-like protein target validation: Brains from flies one to three days or 50–55 days were dissected out and the tissue fixed, permeabilized and blocked as described above. Brains were then incubated overnight at 4 °C in an anti-Dally-like protein antibody at 1:5 in block (13G8 developed by Phil Beachy, obtained from the Developmental Studies Hybridoma Bank, created by the NICHD of the NIH and maintained at The University of Iowa, Department of Biology, Iowa City, IA 52242, targets amino acids V523 to Q702), rinsed 3X in 0.1% PBST and incubated in goat anti-mouse Alexa Flour 647 antibody overnight at 4 °C (1:300, ThermoFisher A32728). Images were acquired using a Zeiss 880 Laser Scanning Confocal inverted microscope with a Plan-Apochromat 63×/1.4 oil DIC M27 lens. Signal intensity was traced from maximum intensity projections of the MBLs and normalized to background intensity. Dlp signal intensity declined with age in TDP-43 flies, so the mCD8 RFP channel was used to trace the lobes in aged brains, ensuring the correct lobe area was used for signal intensity measurements.

snRNA seq analyses from FTD patient brains: Log normalized gene counts tables from [94] were filtered to neuronal nuclei containing either a *STMN2* or *KALRN* cryptic exon or a *STMN2* or *KALRN* canonical junction, as defined in [94]. Human orthologs of Drosophila genes were identified using the DIOPT tool [95]. *GPC6* gene expression was compared between neuronal nuclei containing *STMN2* and *KALRN* cryptic exons and neuronal nuclei containing *STMN2* and *KALRN* canonical splice junctions using the independent t-test function (ttest_ind) in python. Violin plots were generated between neuronal nuclei containing a cryptic exon and neuronal nuclei containing a canonical exon using the scanpy violin function.

## Results

### Overexpression of TDP-43 in Kenyon cells results in age-dependent cell loss and nuclear to cytoplasmic mislocalization

The insect MBs are comprised of large, complex neurons called Kenyon cells, referred herein as MB neurons (MBNs), which form a layered network with reticular feedback [96], structural characteristics reminiscent of vertebrate cortical neurons and networks. There are three subtypes of MBNs based on developmental origin, cell morphology, and wiring. Axons of these three types form five layered lobes, the α/β, α′/β′, and γ lobes, which are further compartmentalized into columnar-like regions based on neuromodulatory inputs and excitatory or inhibitory post synaptic partners [97]. To model FTD-like TDP-43 proteinopathy we used a highly specific split GAL4 driver line *SS01276* available from the Janelia FlyLight Split-GAL4 Driver Collection [81] to express human TDP-43 [98] in a subset of MBNs that form the α/β and γ lobes of the adult *Drosophila* MBs. Previous studies have shown that neurons forming the γ and α′/β′ lobes are embryonic and larval in origin, respectively [99], and persist through metamorphosis, whereas those comprising the α/β lobes are born after puparium formation [100].

We characterized expression driven by *SS01276* in the 3rd instar larva (L3) and found that cytoplasmic YFP, YFP tagged TDP-43 (*TDP-43::YFP*) and membrane targeted RFP (*mCD8:: RFP*) are limited to MBNs (Additional file 1: Fig. S1-supplement 1). Signal is detected in approximately 50 larval MBNs in both TDP-43^WT^ overexpression (OE) and TDP-43^G298S^ OE brains (Fig. 1a, f *TDP-43*^*WT*^*::YFP mCD8::RFP*; Additional file 1: Fig. S1-supplement 2, *TDP-43*^*G298S*^*::YFP mCD8::RFP*). In L3, the MBs comprise approximately 60 γ lobe MBNs and 40 α′/β′ lobe MBNs [100] thus at this stage it is formally possible that *SS01276* drives expression in some combination of γ lobe or α′/β′ lobe MBNs. However, since adult expression of *SS01276* was determined to be limited to γ and α/β lobe MBNs [81], and given that both γ and α′/β′ lobe MBNs persist through metamorphosis, it is likely that the expression we observed during L3 for *SS01276* corresponds to γ lobe MBNs only.

**Fig. 1:**
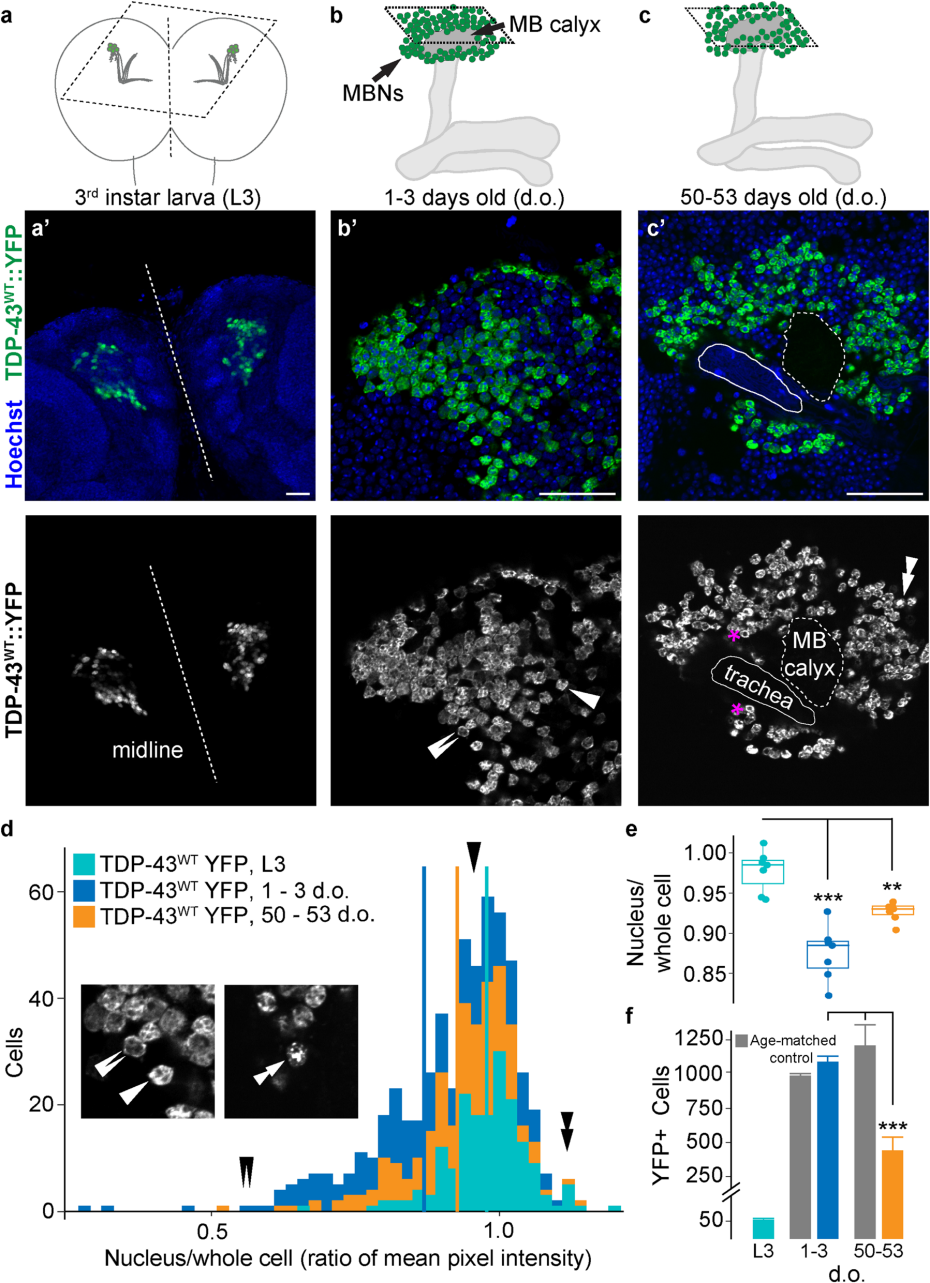
*TDP-43*^*WT*^ overexpression in Kenyon cells results in cytoplasmic mis-localization and age-dependent cell loss. Illustrations in **a**, **b**, and **c** correspond to approximate plane of imaging for Kenyon cells (MBNs) in **a’** larval, **b’** young adult, and **c’** old adult brain. **a’** Nuclear localization of human TDP-43^WT^ YFP in the larval MBNs. **b’** Young adult flies (1–3 days) contain cells with TDP-43^WT^ YFP in the cell body and cells showing nuclear loss of TDP-43^WT^ YFP (adjacent, double arrows as compared with single arrow). **c’** Old adults (50–55 days) have fewer cells with nuclear depletion but concurrent loss in total number of TDP-43^WT^ positive neurons (quantified in **e** and **f**). Stacked, double arrows indicate a cell that has a signal intensity ratio > 1.0 due to punctate TDP-43 signal in the nucleus. Magenta asterisks indicate cells where nuclear depletion can be detected visually. **d** Histograms showing distribution of TDP-43^WT^ YFP signal intensity ratios (cell nuclei to whole cell) shift with age. Arrows correspond to measurements taken from cells shown in figure inset taken from **b’**, **c’**. **e** Age-specific TDP-43^WT^ YFP signal intensity ratios. **f** Decrease in TDP-43^WT^ YFP positive cells from young to old adults. *SS01276* > *YFP* used as age-matched controls. Larval cell numbers provided for reference, but not used in statistical comparisons. Data for TDP-43^G298S^ YFP presented in Fig. 1-supplement 2. Scale bars = 50 µm. ** = *P* < 0.01; *** = *P* < 0.001

Visual inspection of larval MBNs indicated that TDP-43 YFP was largely confined to the nucleus in L3 brains (Fig. 1a) but became mislocalized outside the nucleus in young adults (Fig. 1b). The nucleus comprises nearly all of the cell body in MBNs, making it challenging to accurately assess cytoplasmic mislocalization or nuclear depletion. Therefore, to determine age-dependent changes in TDP-43 localization, we measured mean signal intensity of TDP-43 YFP in the nucleus by tracing the nucleus in the Hoechst channel, then measured mean signal intensity of TDP-43 YFP in the entire cell by tracing the YFP signal of the entire cell boundary (see Materials and Methods and Additional file 1: Fig. S1-supplement 3) and calculated the ratio of nucleus to total cell signal mean intensity (Fig. 1d, e). Since the MBN cytoplasms are extremely thin, this ratio should be nearly 1.0 when TDP-43 is localized to both the nucleus and the cytoplasm (single arrow, Figs. 1b, d), less than 1.0 when TDP-43 YFP is depleted from the nucleus and mislocalized to the cytoplasm (see double arrows, Fig. 1b, d) and slightly above 1.0 when TDP-43 is contained largely in the nucleus (see stacked arrows, Fig. 1c, d).

Using this measure of nuclear depletion, we found a significant decrease in the mean signal intensity ratio across the population of MBNs from juvenile to young adults in the context of both TDP-43 OE variants (Fig. 1e, *TDP-43*^*WT*^*::YFP mCD8::RFP* 0.978 $$\pm$$ 0.005 in L3 vs. 0.869 $$\pm$$ 0.009 in young adults, *P* < 0.0001; Additional file 1: Fig. S1-supplement 2, *TDP-43*^*G298S*^*:: YFP mCD8::RFP* 0.967 $$\pm$$ 0.002 in L3 vs 0.906 $$\pm$$ 0.012 in young adults, *P* = 0.0004; Additional file 2: Table S1E). Surprisingly, the ratio of nucleus to total cell signal mean intensity increased in old adult brains compared to young adults, however, it was still significantly lower than at the juvenile age time point (L3) in our TDP-43^WT^ OE model (Fig. 1e, 0.978 $$\pm$$ 0.005 in L3 vs. 0.927 $$\pm$$ 0.009 in old adults, *P* = 0.0041; Additional file 2: Table S1E). A plausible explanation for this result is provided by our findings that there are significantly fewer TDP-43 YFP positive MBNs in old compared to younger TDP-43 OE brains or to old YFP controls (*TDP-43*^*WT*^*:: YFP mCD8::RFP,* 445 $$\pm$$ 96 cells in old adults vs 1089 $$\pm$$ 40 cells in young adults vs. 1206 $$\pm$$ 150 cells in YFP old adults, *P* < 0.001; Fig. 1f). Similar results were obtained for TDP^G298S^ YFP expressing brains (*TDP-43*^*G298S*^*:: YFP mCD8::RFP* 473 $$\pm$$ 79 cells in old adults vs 1097 $$\pm$$ 55 cells in young adults vs 1206 $$\pm$$ 150 cells in old adults expressing YFP only, *P* < 0.001; Additional file 1: Fig. S1-supplemnt 2; Additional file 2: Table S1f). Although more work is needed to show that neurons with reduced nuclear TDP-43 are selectively dying, these results show that TDP-43 OE causing age-dependent cell loss and are consistent with a scenario in which MBNs exhibiting increased levels of cytoplasmic TDP-43 are more vulnerable and lost during aging, likely through increased cell death.

### Mushroom body axons exhibit age-dependent TDP-43 puncta accumulation and progressive degeneration

To determine the effect of TDP-43 proteinopathy on axonal integrity and overall lobe morphology, we co-expressed TDP-43 and the membrane marker mCD8 RFP. Signal intensity of mCD8 RFP showed progressive decrease in the γ lobe over time (young, 1.01 $$\pm$$ 0.04, middle-aged, 0.87 $$\pm$$ 0.25, and old, 0.40 $$\pm$$ 0.10 fluorescence intensity ratio to age matched controls; Fig. 2a, b, insets b, e, h; quantified in c; Additional file 2: Table S2a), suggesting that axonal thinning occurred in an age-dependent manner. Simultaneously, TDP-43 formed increasingly larger axonal puncta in the γ lobe with age (young, 1.00 $$\pm$$ 0.04, middle-aged, 1.19 $$\pm$$ 0.05, and old, 1.35 $$\pm$$ 0.05 area normalized to age matched controls Fig. 2b, insets iii, vi, ix; quantified in d; Additional file 2: Table S2B). These findings are consistent with the formation of dystrophic axons, membrane fragmentation and cytoplasmic aggregation of TDP-43. A similar pattern of axonal loss and fragmentation in the γ lobe, coincident with increased TDP-43 puncta size, was observed in TDP-43^G298S^ OE flies (Additional file 1: Fig. S1-supplement 1a, b insets iii, vi, ix, quantified in c and d; Additional file 2: Tables S2a and b). We could not detect statistically significant changes in mCD8 RFP signal intensity nor TDP-43 cytoplasmic puncta in the α/β lobes of TDP-43^WT^ OE flies, however these lobes showed dramatic, age-dependent thinning not observed in controls (Fig. 2b inset i). In TDP-43^G298S^ OE brains, we observed both an increase in the size of TDP-43 YFP cytoplasmic puncta within α/β lobes between young and middle-aged adults, and a thinning of these lobes (Additional file 1: Fig. S2-supplement 1b inset i). Interestingly, these phenotypes are reminiscent of the age-dependent pathophysiology observed in human patients. Given that γ lobe neurons are born earlier than those within the α/β lobes, the more severe phenotypes observed in this neuronal subpopulation highlight the potential contribution of aging to TDP-43 proteinopathy.

**Fig. 2:**
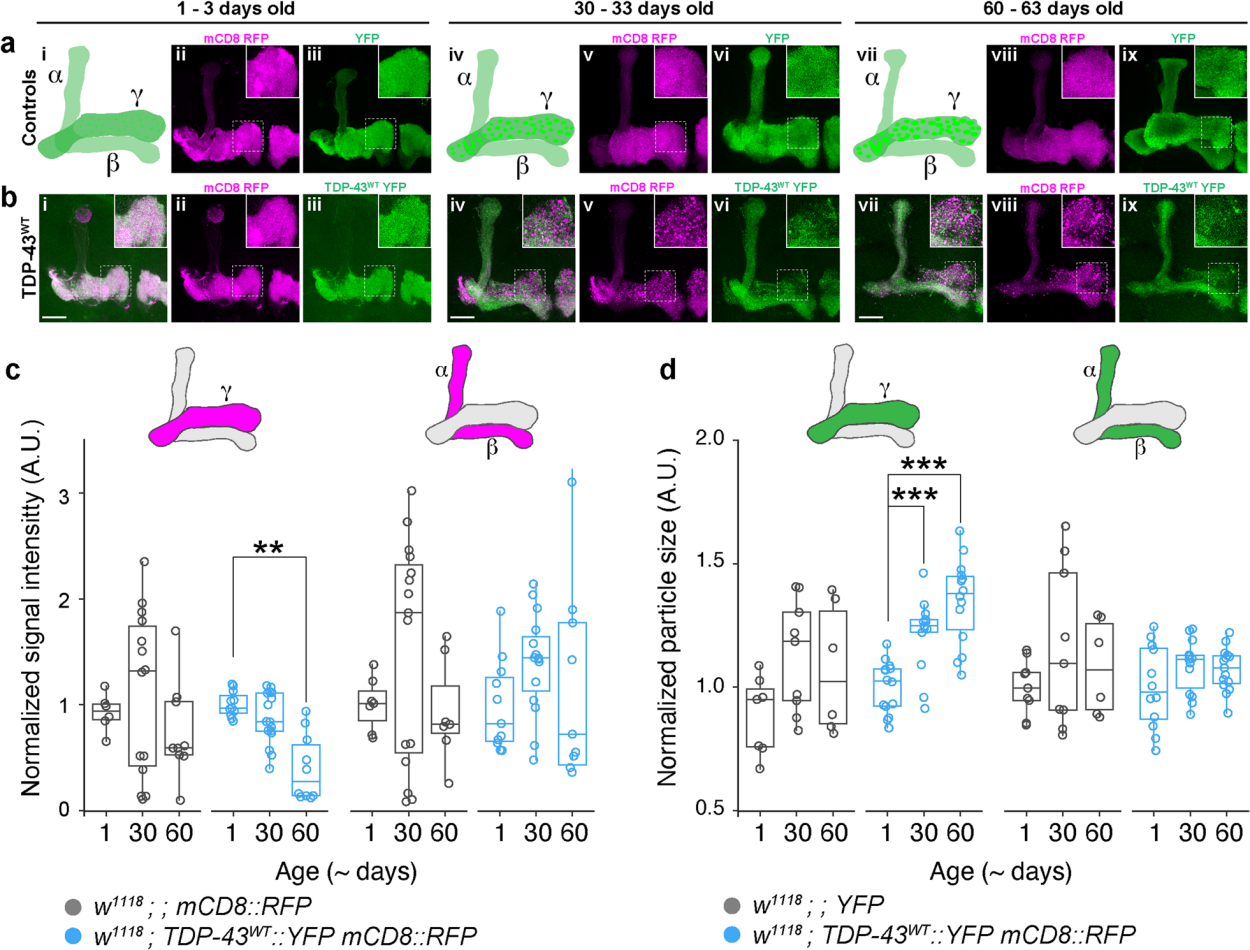
Mushroom body lobes (MBLs) show age-related, region-specific *TDP-43*^*WT*^ accumulation and axonal fragmentation. **a** Illustrations of MBLs targeted by *TDP-43*^*WT*^ OE and observed changes with age (i, intact in young flies; iv, increasingly punctate TDP-43 YFP by middle-age; vii, axonal thinning and evidence of degeneration specifically in the γ lobe). These are presented alongside morphology of young (ii, iii,) middle-aged (v, vi) and old (viii, ix) control flies expressing membrane-bound RFP (mCD8 RFP) or cytoplasmic YFP. **b** Over expression of TDP-43^WT^ YFP in MBNs results in axonal localization of TDP-43 in young adult flies (iii) and dystrophic neurites in middle-aged (v) and old (viii) flies. **c** Signal intensity of mCD8 RFP with age in γ (left) and α/β (right) lobes. **d** Changes in TDP-43^WT^ YFP particle size with age in γ (left) and α/β (right) lobes. Data for TDP-43^G298S^ presented in Fig. 2-supplement 1. Scale bar = 25 µm * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001

### TDP-43 proteinopathy causes working memory deficits

In humans, working memory is disrupted in FTD and other TDP-43 associated dementias [101, 102]. To test whether flies overexpressing TDP-43 exhibit working memory deficits, we used miniature Y-mazes to measure spontaneous alternation behavior by scoring the number of three consecutive arm entries over a period of ten minutes [see Materials and Methods, Fig. 3A, 83]. These experiments showed that although TDP-43 OE results in increased overall movement (males: *TDP-43*^*WT*^*::YFP* in an *Oregon-R background*, 146.00 $$\pm$$ 7.51 mm vs. *Oregon-R*, 106.19 $$\pm$$ 8.18 mm, *P* = 0.018; females: *TDP-43*^*WT*^*::YFP* in an *Oregon-R background*, 110.53 $$\pm$$ 7.51 mm vs. *Oregon-R*, 81.12 $$\pm$$ 5.24 mm; Fig. 3b; for means of individual replicates see Additional file 2: Table S3), percent alternation is significantly decreased in young adult males (*TDP-43*^*WT*^*::YFP* in an *Oregon-R background*, 0.57 $$\pm$$ 0.01 vs. *Oregon-R*, 0.61 $$\pm$$ 0.01, *P* = 0.012) and females (*TDP-43*^*WT*^*::YFP* in an *Oregon-R background*, 0.60 $$\pm$$ 0.02 vs. *Oregon-R*, 0.65 $$\pm$$ 0.01, *P* = 0.006; Fig. 3c), consistent with TDP-43 proteinopathy causing working memory deficits in the MB circuit.

**Fig. 3:**
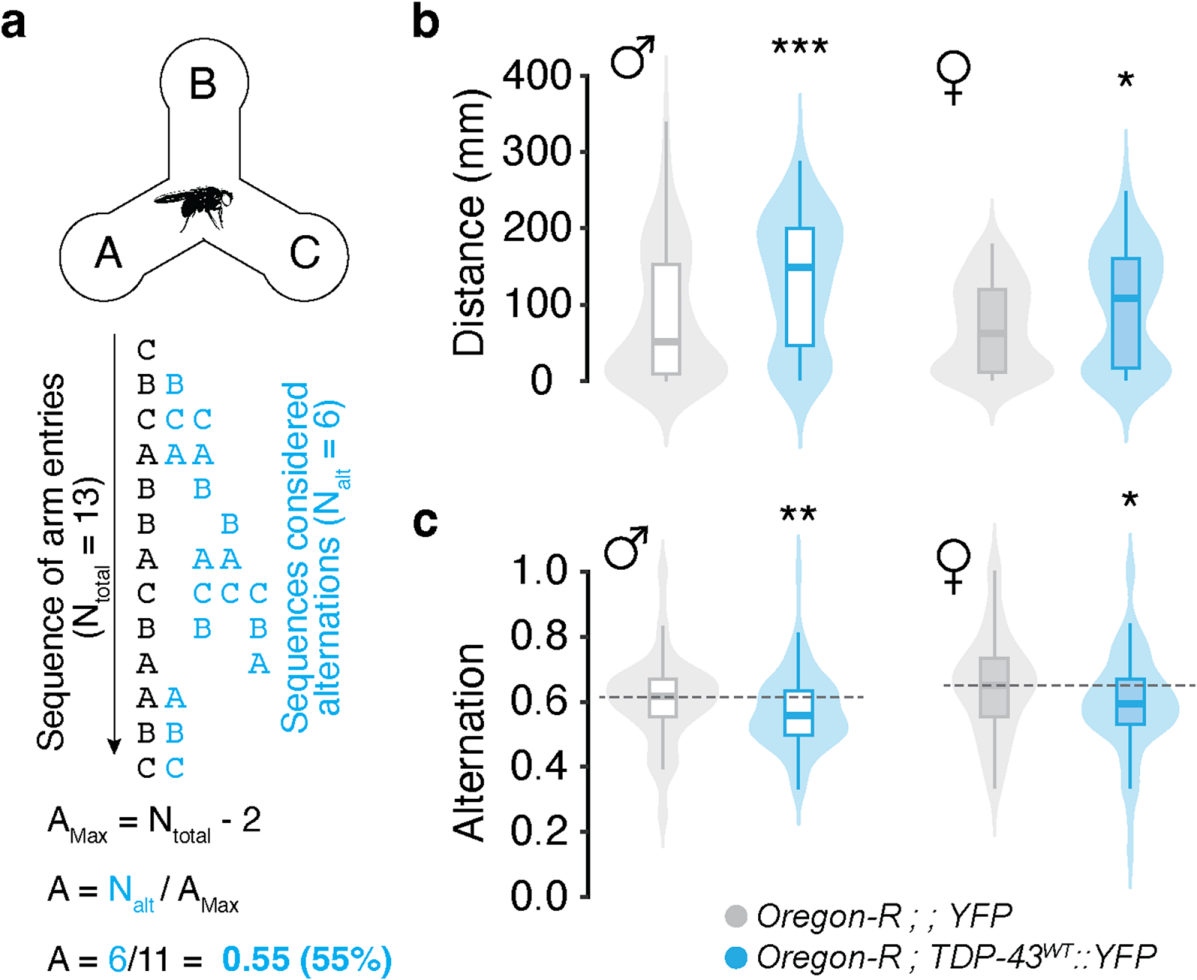
Overexpression of TDP-43 in MBNs results in spatial working memory deficits. **a** Schematic of the spatial working memory assay showing the sequence of decisions made by a fly (black text) and those coded as alternations (blue text). Alternation scores were calculated as the number of alternations (N_alt_) divided by alternation attempts (A_max_). **b** Young (1–3 days old) flies with TDP-43^WT^ YFP OE show significant increases in movement. **c** Despite moving more, these flies show reduced alternation percent when compared with controls. Grey dotted line = control group median. A% = alternation percent. * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001

### TDP-43 expression in the MB circuit causes sleep alterations

In humans, frontal and temporal lobe degeneration is associated with increased daytime somnolence [103], but overall sleep disturbances are highly variable in FTD and may be detectable in earlier stages than in AD [104]. To determine whether TDP-43 proteinopathy in the MB circuit alters sleep, we used *Drosophila* Activity Monitors (DAMs, see Materials and Methods) to measure total daytime and nighttime sleep. Our experiments show that on average, both male and female TDP-43 OE flies appear to be lethargic; they spent a greater proportion of their time sleeping during both the day and night compared to controls (approximately 11% more for TDP-43^WT^ OE and approximately 8% more for TDP-43^G298S^ OE). However, there are subtle differences in how TDP-43 OE affects sleep patterns based on age and sex. While males consistently sleep more during the day, this effect is weaker in females where we found trends towards increased daytime sleep at some but not all age time points in each genotype (Fig. 4a; Additional file 2: Table S4a). At night, males and females also exhibited a general tendency towards increased sleep with the exception of young TDP-43 OE adult males which, when compared to *w*^*1118*^ controls, showed signs of sleep fragmentation as evidenced by more frequent, shorter sleep bouts (Figs. 4b, c for TDP-43^WT^ OE and Additional file 1: Fig. S1-supplement 1b, c for TDP-43^G298S^ OE*;* Additional file 2: Table S4c sleep bout length and S4c sleep bout number).

**Fig. 4:**
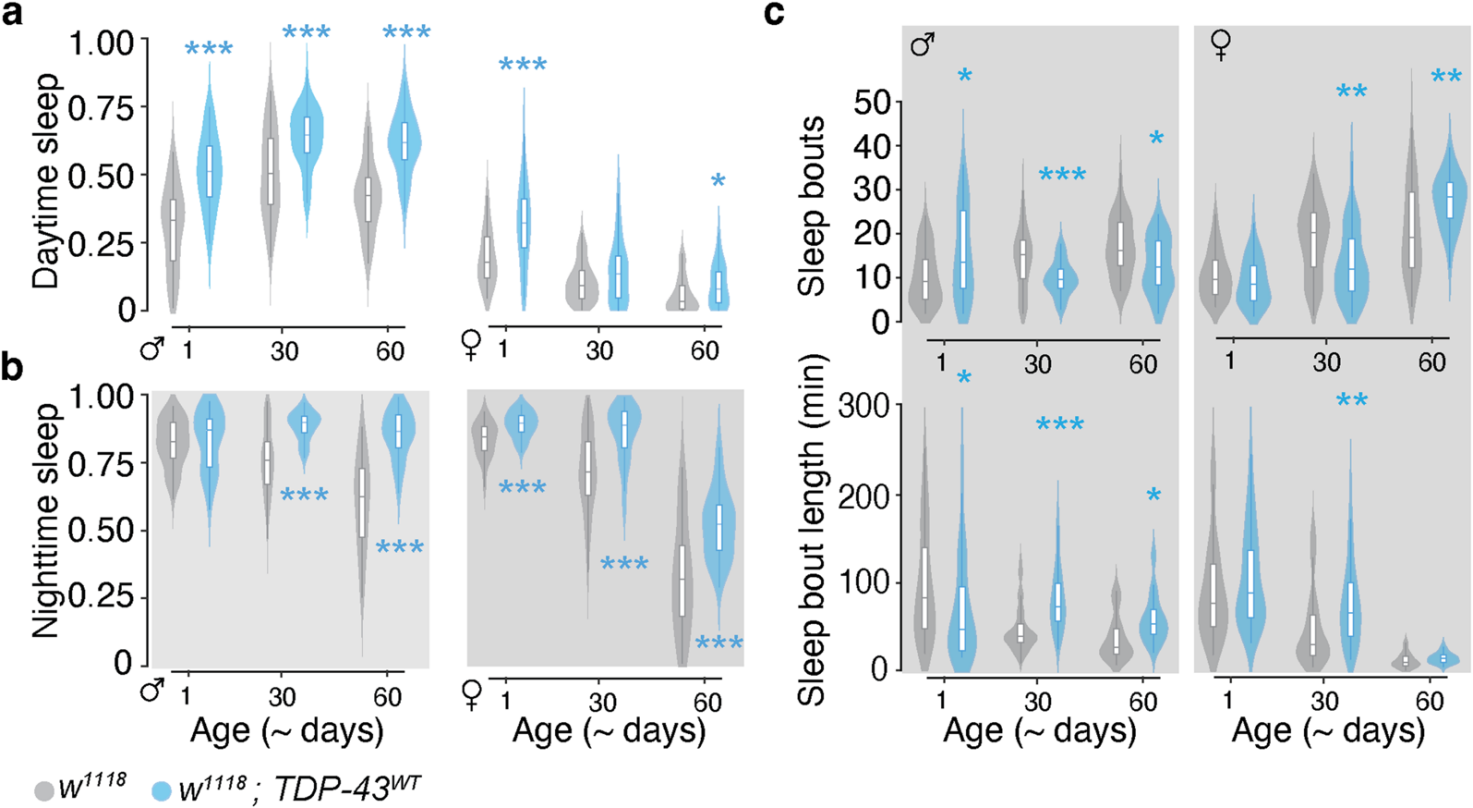
TDP-43^WT^ overexpression in MBNs reduces arousal, increasing day and night sleep. **a** Proportion of time flies spent sleeping during the day and **b** at night. **c** Sleep fragmentation assessed by number of sleep bouts (top panel) and mean bout length (bottom panel) during the night. Male data on the left and female data on the right in each panel. Data for TDP-43^G298S^ presented in Fig. 4-supplement 1. * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001

Interestingly, both humans and flies show decreased nighttime sleep with age [105]; in line with this, *w*^*1118*^ flies of both sexes showed age-related declines in nighttime sleep, whereas TDP-43 OE males showed no such declines (all pairwise comparisons *P* > 0.05) and female declines appear less steep (TDP-43^WT^ OE, Fig. 4b; TDP-43^G298S^ OE, Additional file 1: Fig. S4-supplement 1; Additional file 2: Table S4a), consistent with our findings that TDP-43 proteinopathy causes lethargy. By middle age, TDP-43^WT^ OE males showed a pattern of longer, less frequent nighttime sleep bouts as compared with *w*^*1118*^ (Fig. 4c). Within each genotype, female w^1118^ and TDP-43^WT^ OE flies exhibited age-related sleep fragmentation as evidenced by a greater number of shorter bouts at 60–63 days compared with 1–3 days. TDP-43 OE flies still spent a greater proportion of their time sleeping than controls (Fig. 4b; Additional file 2: Table S4a), an effect driven by longer sleep bouts at this aged time point (Fig. 4c; Additional file 2: Table S4c). Taken together, these results indicate that TDP-43 OE in the MB circuit causes sleep deficits resembling those reported in FTD patients, including increased sleep during the day and sleep fragmentation at night, albeit the latter was detected in young males only. Notably, the sleep fragmentation phenotype occurs concomitant with the nuclear depletion of TDP-43 and before axonal degeneration suggesting that this may be a direct consequence of TDP-43 mislocalization while lethargy is likely an indirect consequence of large-scale neuronal degeneration.

### TDP-43 overexpression in Kenyon cells is sufficient to reduce lifespan in Drosophila

Life expectancy for FTD patients after diagnosis is approximately 8–12 years and, while patients do not often die from the disease itself, there is a measurable, if subtle, effect on life expectancy [106, 107]. We therefore tested whether TDP-43 proteinopathy affects lifespan in our fly model and found that overexpression of TDP-43 in MBNs significantly reduces median survival time (TDP-43^W^ OE, 84 days, 95% CI [38, 38]; TDP-43^G298S^ OE, 89 days, 95% CI [27, 108]) when compared with *YFP* controls (94 days, 95% CI [107, 109]; *P* < 0.0001 and *P* = 0.028, respectively; Fig. 5 and Additional file 1: Fig. S5-supplement 1). These results indicate that overexpression of TDP-43 in a subset of MBNs in flies is sufficient to produce a nearly 10% reduction in median lifespan.

**Fig. 5:**
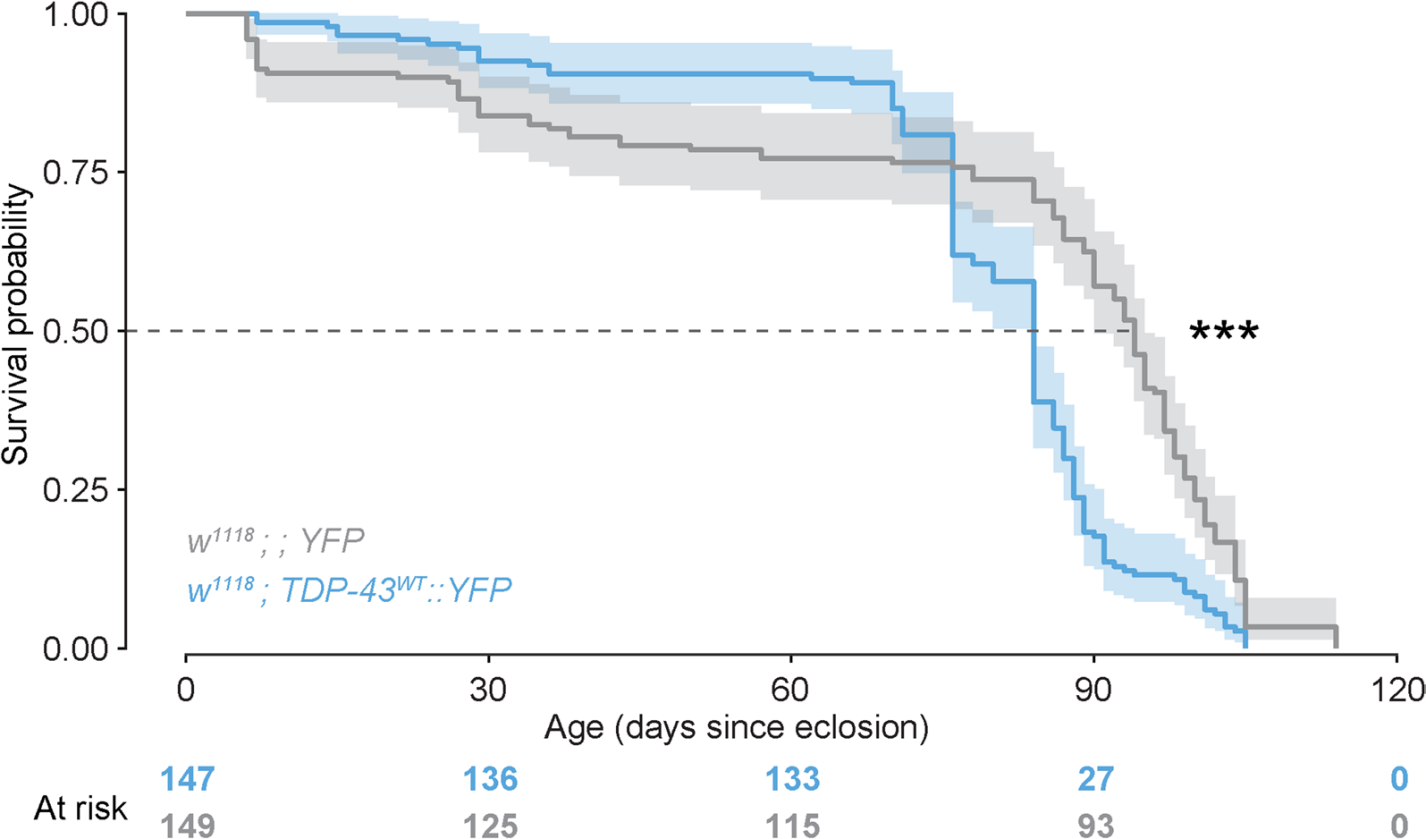
TDP-43 overexpression in MBs is sufficient to reduce lifespan. Data from male and female flies pooled for analysis. Number of flies N = 149 for YFP controls and 147 for TDP-43^WT^ YFP expressing flies). Data for TDP-43^G298S^ presented in Fig. 5-supplement 1. *** *P* < 0.001

### mRNAs enriched with TDP-43 in mushroom body neurons show partial overlap with those previosuly identified in motor neurons and include components of the Wnt/Wg signaling pathway

To understand how TDP-43 overexpression influences the MBN proteome, we immunoprecipitated YFP-tagged TDP-43^WT^ or TDP-43^G298S^ from *Drosophila* heads overexpressing TDP-43 YFP in MBNs using the *SS01276* split GAL4 driver. 

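RNA was recovered from lysates of heads of flies aged 1 to 3 days with GFP-Trap beads, which bind YFP. The flies expressed TDP-43 WT YFP, TDP-43 G298S YFP or, as the control for the IPs, YFP alone in MBNs. Each of the 3 genotypes had 3 lysates, and from each lysate RNA was sequenced from the input, from the beads (IP) and from the unbound fraction, which gives 27 libraries. The labels number the TDP-43 WT lysates WT-502, WT-505 and WT-202, the TDP-43 G298S lysates G298S-503, G298S-506 and G298S-203, and the YFP lysates YFP-901, YFP-902 and YFP-201. A first prefix in the labels is shared by lysates WT-502, WT-505, G298S-503 and G298S-506, a second by YFP-901 and YFP-902 and the third by WT-202, G298S-203 and YFP-201, so that the first prefix holds no YFP lysate and the second holds only YFP. The authors aligned the reads with STAR, counted them per gene with featureCounts and deposited the counts of all libraries in one table without normalization. The table lists fly genes only, so the transgenes cannot be read from it. Total counts per library ranged from 8210348 to 10353143 (median 8761223) in the TDP-43 WT IPs, from 1848426 to 16763149 (median 11428241) in the TDP-43 G298S IPs and from 8500688 to 15027004 (median 8912489) in the YFP IPs. In the inputs they ranged from 18692447 to 102115249 (median 40736732) for TDP-43 WT, from 36171288 to 157035496 (median 45540297) for TDP-43 G298S and from 16845284 to 24557729 (median 20463623) for YFP. In the unbound fractions they ranged from 19299897 to 31662841 (median 19695798), from 11759327 to 36537731 (median 20646617) and from 12456732 to 58157031 (median 23742467) for the same genotypes. A single gene, the mitochondrial large ribosomal RNA *mt:lrRNA*, took between 43.4% and 45.1% of the counts of the TDP-43 G298S inputs, between 25.7% and 33.9% of those of the TDP-43 WT inputs and between 24.5% and 26.9% of those of the YFP inputs. The counts were scaled with the TMM method of edgeR. Of the 16432 genes with at least 1 count in an IP or input library, the 12921 that passed edgeR's filter on low counts were tested. One quasi-likelihood model was fitted to the 18 IP and input libraries with a group for each genotype and fraction, and *p* values were adjusted by the Benjamini-Hochberg method over all genes tested.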

Next, we used DESeq2 [91] to assess differential expression of mRNAs enriched in TDP-43 complexes compared to the whole brain transcriptome. We chose to identify TDP-43-enriched candidate mRNA targets using young adult flies (1–3 days post-eclosion), before age-dependent axonal neurodegeneration is detected in the MB lobes, to avoid detection of gene expression alterations that could be an indirect consequence of neurodegeneration. Of the 13,302 transcripts detected in the fly brain, we identified 1055 and 1393 candidate mRNA targets based on their enrichment in TDP-43^WT^ YFP and TDP-43^G298S^ YFP complexes, respectively (Log2FC > 1 compared to the brain transcriptome, *P*_adj_ < 0.05) (Fig. 1a, 6a). 

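Relative to the input, 1354 mRNAs were enriched in the TDP-43 WT IPs and 955 in the TDP-43 G298S IPs at a log2FC above 1 and an adjusted *p* value below 0.05 in edgeR's quasi-likelihood test. A log2FC below -1 at the same adjusted *p* value was found for 392 and 315 mRNAs. At least 1 count was found for 11685 genes in every input. The IPs of YFP alone enriched 1330 mRNAs by the same criteria. The difference in enrichment between TDP-43 WT and TDP-43 G298S had an adjusted *p* value below 0.05 for 34 mRNAs, 33 of them more enriched with TDP-43 WT. Tested against a log2FC of 1 with glmTreat, the counts fell to 398 with TDP-43 WT and 177 with TDP-43 G298S, and with library sizes alone in place of TMM, which raised the median log2FC of all genes by 0.37 and 0.88, they rose to 2214 and 3958. Lysate WT-502 carried much of the TDP-43 WT count, which was 889 without it and 1345 and 1358 without lysates WT-505 and WT-202. In the fit without WT-502 the TDP-43 G298S count was 950, above that of TDP-43 WT. For TDP-43 G298S the count lay between 650 and 788 with each TDP-43 G298S lysate left out. With lysates WT-502 and G298S-203 exchanged between the TDP-43 groups, a regrouping tried after the values were seen, the same model gave 962 and 1274. Across genes, which are not independent replicates, Spearman's rho between log2FC and the summed length of a gene's exons was 0.07 for TDP-43 WT, 0.18 for TDP-43 G298S and 0.28 for YFP. In single lysates rho ranged from -0.11 to 0.22, from 0.08 to 0.27 and from -0.00058 to 0.41, so the genotypes overlapped. With a trend on this length removed from each library, 1035 and 1113 mRNAs were enriched with TDP-43 WT and TDP-43 G298S. From their enrichment over the brain transcriptome at these thresholds, the paper identifies such mRNAs as candidate targets of each TDP-43 variant.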

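Of the mRNAs enriched with TDP-43, 779 passed the thresholds with TDP-43 WT and with TDP-43 G298S, which is 57.5% of the TDP-43 WT candidates and 81.6% of the TDP-43 G298S candidates. The union held 1530 mRNAs. The thresholds were passed with TDP-43 WT alone by 575 mRNAs, and 556 of these had a log2FC above 0 with TDP-43 G298S as well. A test of the difference between the variants gave an adjusted *p* value below 0.05 for 20 of the 575 (edgeR's quasi-likelihood test). Another 176 mRNAs passed with TDP-43 G298S alone, of which 173 had a log2FC above 0 with TDP-43 WT. Of the 176, 0 differed between the variants at an adjusted *p* value below 0.05 and 38 at an unadjusted *p* value below 0.05. Across the 12921 genes, which are not independent replicates, the log2FC values of the 2 variants had a Pearson correlation of 0.762, and those of TDP-43 WT and TDP-43 G298S had correlations of 0.556 and 0.536 with the values of YFP alone. The overlap was 2046 mRNAs with library sizes alone, 92.4% of the TDP-43 WT candidates and 51.7% of the TDP-43 G298S candidates. Without lysate WT-502 it was 609 mRNAs, 68.5% and 64.1% of the candidates. In that fit 280 mRNAs passed with TDP-43 WT alone and 341 with TDP-43 G298S alone.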

A total of 876 candidate mRNAs were shared by both variants (83% of targets in TDP-43^WT^ OE and 63% of targets in TDP-43^G298S^ OE), for a total of 1572 mRNAs enriched across both models (with 179 unique to TDP-43^WT^ OE and 517 to TDP-43^G298S^ OE, respectively). Notably, differential expression analyses also recovered previously identified TDP-43 target mRNAs including *futsch* (TDP-43^WT^ OE Log2FC = 1.81, *P*_adj_ = 2.66E−07; TDP-43^G298S^ OE Log2FC = 2.14, *P*_adj_ = 9.57E−10) [56] and *dscam2* (TDP-43^WT^ OE Log2FC = 1.29, *P*_adj_ = 6.01E−04; TDP-43^G298S^ OE Log2FC = 1.81, *P*_adj_ = 2.42E−3) [110].

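The level of *futsch* (FBgn0259108) was 132 ± 40.7 CPM (counts relative to the TMM-scaled library size, SD, n = 3 lysates) in the TDP-43 WT inputs and 687 ± 339 in the TDP-43 WT IPs. Its log2FC was 2.38 (SE 0.31, adjusted *p* = 5.03e-05, edgeR's quasi-likelihood test), with values between 1.84 and 3.08 in the 3 lysates, and 1.90 without lysate WT-502. For TDP-43 G298S the level was 155 ± 19.2 CPM in the inputs and 444 ± 12.2 in the IPs (SD, n = 3). The log2FC was 1.52 (SE 0.31, adjusted *p* = 0.00208 in the edgeR test), between 1.37 and 1.64 in the lysates. With YFP alone *futsch* was also enriched, from 119 ± 20.8 CPM in the inputs to 356 ± 90.8 in the IPs (SD, n = 3). Its enrichment did not differ between the variants beyond the error (log2 difference 0.86, SE 0.42, adjusted *p* = 0.684, edgeR). *Dscam2* (FBgn0265296) rose from 30.8 ± 8.67 to 98.2 ± 25.0 CPM with TDP-43 WT and from 35.8 ± 3.52 to 57.7 ± 3.14 CPM with TDP-43 G298S (SD, n = 3). Its log2FC was 1.67 (SE 0.22, adjusted *p* = 4.65e-05, edgeR) with TDP-43 WT. With TDP-43 G298S it was 0.69 (SE 0.22, adjusted *p* = 0.0293, edgeR), which is below the threshold of 1, and the call at an adjusted *p* value of 0.05 was lost in each of the 3 fits that left out a TDP-43 G298S lysate. With library sizes alone, where the median of all genes rose by 0.88, this value was 1.58, and with the unbound fraction as the reference it was 1.91. With YFP alone *Dscam2* had a log2FC of 0.79 (SE 0.22, adjusted *p* = 0.0136, edgeR). Under the exchange of lysates WT-502 and G298S-203 the log2FC of *futsch* was 1.82 with TDP-43 WT and 2.12 with TDP-43 G298S, and that of *Dscam2* was 1.30 and 1.16.

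**Figure D1:**
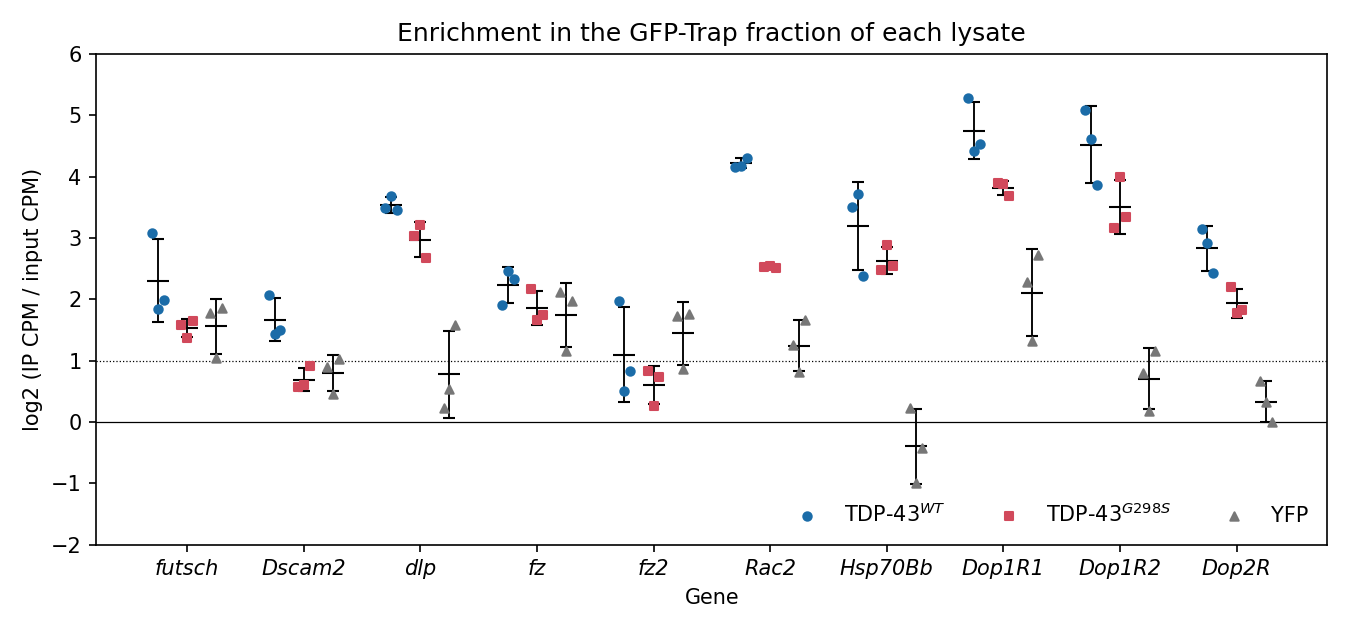
Enrichment of 10 named mRNAs as log2 of CPM in the IP over CPM in the input of the same lysate, with 1 point for each of the 3 lysates of TDP-43 WT (circles), TDP-43 G298S (squares) and YFP (triangles), the mean as a horizontal mark and the SD as bars. The dotted line marks a log2 ratio of 1, and the YFP lysates lie between 1.05 and 1.86 for *futsch* and between 0.23 and 1.58 for *dlp*.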

**Fig. 6:**
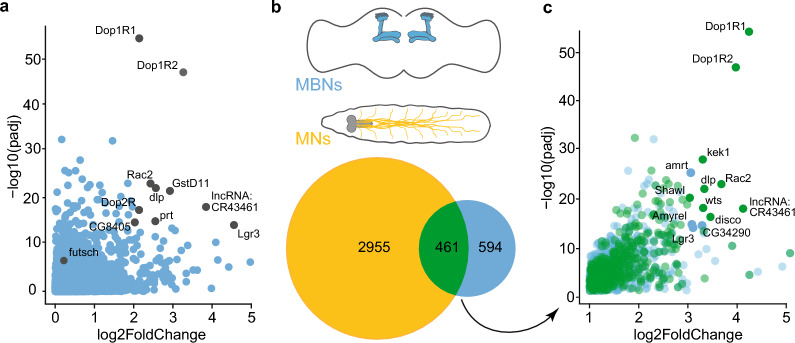
mRNAs enriched with TDP-43 in *Drosophila* models of proteinopathy in FTD and ALS. **a** Volcano plot displaying mRNAs enriched with TDP-43. Y-axis depicts Log2 Fold Change after subtraction of YFP control values (see Materials and Methods). A small number of targets showing greatest enrichment with high confidence are highlighted with blue circles (log2 Fold Change > 2 and *P* < 1 × 10^–14^). **b** Schematic showing subsets of neurons in fly models of FTD (MBs, above) and ALS (MNs, below), and Venn diagram depicting enriched mRNAs unique to MB and MN circuits, and overlapping between models. **c** Volcano plot displaying mRNAs enriched in TDP-43 complexes that are MB-specific (blue) or shared between MB and MN models (green); saturated green circles indicate shared targets that show log2 Fold Change > 3 and *P* < 1 × 10^–14^; blue circles indicate MB targets with log2 Fold Change > 2 and *P* < 1 × 10^–14^. Data for TDP-43^G298S^ presented in Fig. 6-supplement 1

While TDP-43 has been found to regulate mRNA processing in a cell type specific manner, there is also overlap among TDP-43 splicing targets in neuronal and muscle cell lines [111]. Consistent with these findings, we found that nearly 44% of TDP-43^WT^ OE and 42% of TDP-43^G298S^ OE highly associated mRNAs in MBNs overlapped with those we identified previously in motor neurons (MNs) when modeling ALS by overexpressing TDP-43 with the D42 GAL4 driver (Fig. 6b, Additional file 1: Fig. S6-supplement 1c).

Functional annotation of the mRNA candidate targets in the MBs identified “neuron-specific” as well as “neuromuscular junction” molecular pathways in both the TDP-43^WT^ OE and TDP-43^G298S^ OE models (Additional file 1: Fig. S6-supplement 2a). Components of the Wingless (Wg/Wnt) signaling pathway including the *frizzled* (*fz*) and *frizzled 2* (*fz2*) [112] receptors, and *dally-like protein* (*dlp*), a heparan sulfate proteoglycan (HSPG) that interacts with multiple Wnt ligands [113] were overrepresented in these analyses (Additional file 1: Fig. S6-supplement 2B). 

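The mRNA of *dlp* (FBgn0041604) rose from 17.1 ± 2.94 CPM in the inputs to 202.9 ± 54.4 in the IPs with TDP-43 WT and from 19.8 ± 2.49 to 160 ± 46.6 with TDP-43 G298S (SD, n = 3 lysates). The log2FC was 3.56 (SE 0.28, adjusted *p* = 5.48e-07, edgeR's quasi-likelihood test) with TDP-43 WT and 3.01 (SE 0.28, adjusted *p* = 3.13e-06, edgeR) with TDP-43 G298S. With YFP alone it was 0.76 (SE 0.26, adjusted *p* = 0.0433, edgeR), a call that changed under 8 of 15 alternatives, and 0.39 without lysate YFP-201. The log2 difference from YFP was 2.80 (SE 0.37, adjusted *p* = 6.78e-04, edgeR) for TDP-43 WT and stayed between 2.56 and 4.04 over the alternatives. For TDP-43 G298S it was 2.25 (SE 0.37, adjusted *p* = 0.0163, edgeR), and the adjusted *p* value rose above 0.05 under 5 of the 18 alternatives. The *fz* mRNA (FBgn0001085) was enriched with each genotype, at a log2FC of 2.25 (SE 0.29) with TDP-43 WT, 1.86 (SE 0.28) with TDP-43 G298S and 1.82 (SE 0.29) with YFP. Its log2 difference from YFP was 0.43 (SE 0.39, adjusted *p* = 0.741, edgeR) and 0.03 (SE 0.40, adjusted *p* = 0.995, edgeR), and the first was 1.83 with the unbound fraction as the reference, the only one of 18 alternatives in which it passed an adjusted *p* value of 0.05. The second was -0.12 without lysate G298S-503 and -0.18 without lysate YFP-902. The log2FC of *fz2* (FBgn0016797) was 1.16 (SE 0.29, adjusted *p* = 0.00615, edgeR) with TDP-43 WT, 0.62 (SE 0.29, adjusted *p* = 0.138, edgeR) with TDP-43 G298S and 1.47 (SE 0.29, adjusted *p* = 0.00174, edgeR) with YFP. Without lysate WT-502 the value with TDP-43 WT was 0.66 and its call at an adjusted *p* value of 0.05 was lost. Its difference from YFP, -0.31 for TDP-43 WT and -0.85 for TDP-43 G298S, changed sign with the unbound fraction as the reference (1.26 and 1.05), and the TDP-43 WT value was 0.0046 without lysate WT-505. Table S6 lists 10 genes under Wnt terms (*wntD*, *Wnt5*, *wg*, *pan*, *fz*, *fz2*, *fz3*, *fz4*, *drl* and *otk*), of which 9 were tested. Enriched were 8 with TDP-43 WT, 8 with TDP-43 G298S and 7 with YFP. With the input as the reference, none was more enriched than in YFP at an adjusted *p* value below 0.05, over all genes or adjusted over the list alone, and at an unadjusted *p* value below 0.05 there were 2 for TDP-43 WT, both less enriched than in YFP, and 0 for TDP-43 G298S.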

Interestingly, *dlp* mRNA was also found to be enriched with TDP-43 in fly MNs, where TDP-43 proteinopathy causes depletion of Dlp from the neuromuscular junction and simultaneous accumulation of Dlp puncta in cell bodies [38]. To validate that *dlp* mRNA is a target of TDP-43 in MBNs as predicted by RNA seq, we used RNA IPs followed by RT-qPCR and confirmed that *dlp* mRNA is enriched in immunoprecipitated TDP-43^WT^ and TDP-43^G298S^ complexes compared to input (Additional file 1: Fig. S6-supplement 1).

To gain insights into circuit specific aspects of TDP-43 proteinopathy, we also analyzed the pool of mRNAs significantly enriched with TDP-43 in MBNs only and not shared with MNs. For TDP-43^WT^ OE we found 461 enriched mRNAs that are shared in both MB and MN, and 594 mRNAs uniquely enriched in MBs (Fig. 6). DAVID analyses of the unique candidate targets for TDP-43^WT^ OE in MBs only uncovered several kegg pathways including “Basal transcription factors”, “RNA polymerase”, “Ribosome biogenesis” and “Spliceosome” (Additional file 2: Table S6A). For TDP-43^G298S^ we found 592 enriched mRNAs that are shared in both MB and MN, and 802 mRNAs uniquely enriched in MBs (Additional file 1: Fig. S6-supplement 1). DAVID analyses of TDP-43^G298S^ specific targets in the MB circuit revealed several significantly represented pathways including “mTOR signaling pathway”, “Other types of O-glycan biosynthesis”, “TGF-beta signaling pathway”, “Nicotinate and nicotinamide signaling pathway”, “Autophagy”, “Nucleotide metabolism” and “Spliceosome” (Additional file 2: Table S6B).

Taken together, these results identify shared candidate targets among MBNs and MNs including the Wg/Wnt signaling pathway and highlight novel, MB specific candidate mRNA targets of TDP-43 proteinopathy across ALS/FTD relevant neuronal circuits.

### TDP-43 proteinopathy causes severe age-related loss of Dally-like protein in MBNs

Given *dlp* mRNA’s enrichment with TDP-43, we hypothesized that the expression of Dlp protein, a Wg/Wnt regulator, may be affected in MBNs, as we previously found in MNs [38]. While Dlp has been shown to be highly expressed in developing MBN axons, where it is thought to be involved in axon guidance [114], its expression and function in adult MBNs has not been characterized. We found that, despite *dlp* mRNA being enriched in TDP-43 complexes in young adult brains, the levels and distribution of Dlp protein in MB axons of TDP-43 OE flies are comparable with controls at that age (Figs. 7a, b). Interestingly, Dlp levels in MB axons decline with age in both controls and TDP-43 OE flies, however while Dlp is still visible in control fly brains at 50 days, Dlp is nearly undetectable in the MB axons of TDP-43 OE flies (Figs. 7a, b, P < 0.05). A similar age dependent reduction in Dlp expression was also detected in the context of TDP-43^G298S^ OE in MBNs (Additional file 1: Fig. S7-supplement 1). These findings are consistent with *dlp* mRNA being a target of TDP-43 in MBNs and suggest mRNA localization and/or translation as possible mechanisms for the observed reduction in Dlp protein expression.

**Fig. 7:**
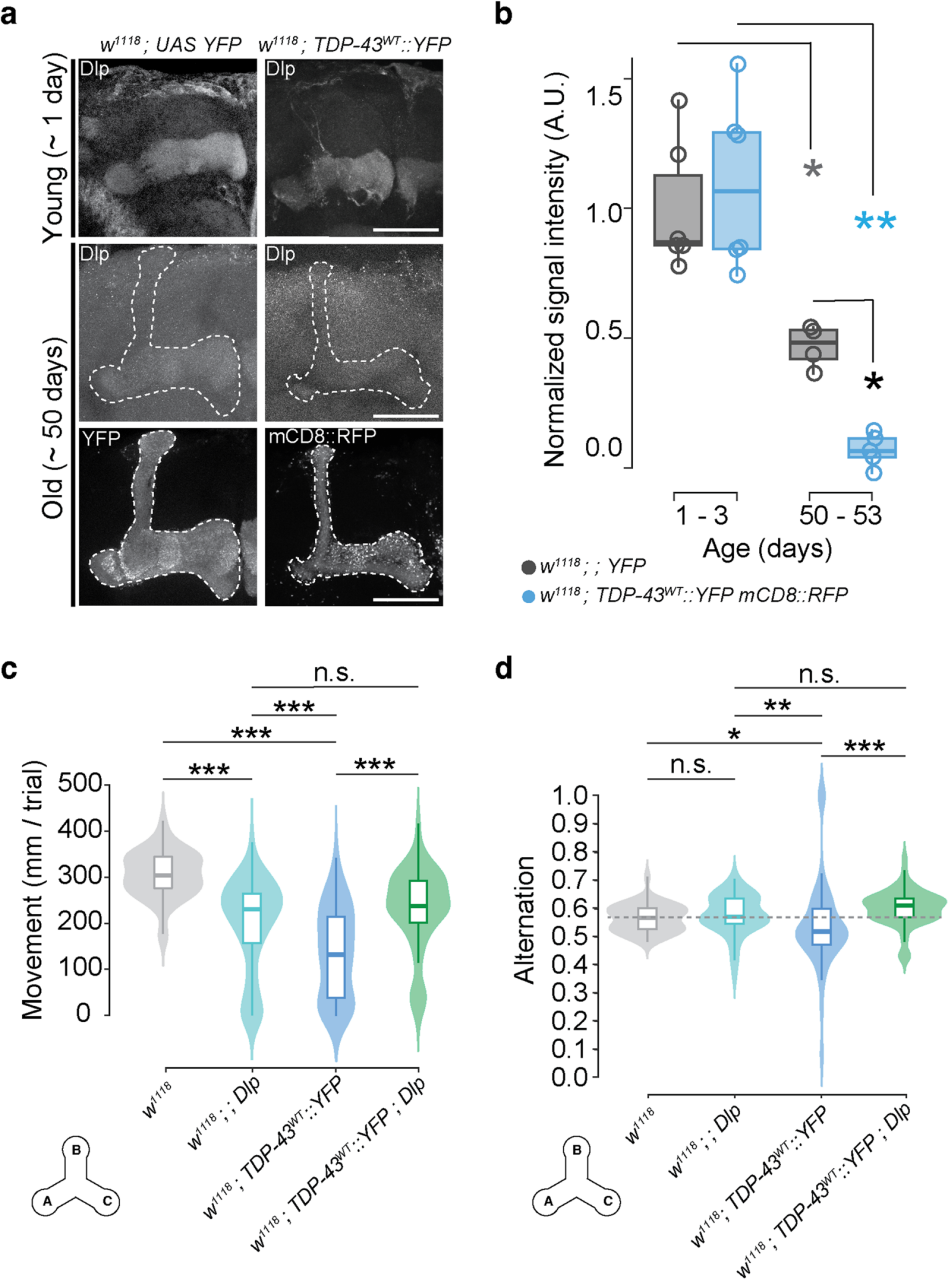
Dally-like protein is a target of TDP-43^WT^ in MBNs where it mediates TDP-43 dependent working memory deficits. **a** Dlp antibody labelling in mushroom bodies shows age and TDP-43 dependent reduction. Genotypes (*w*^*1118*^*; YFP* and *w*^*1118*^*; TDP-43*^*WT*^*::YFP mCD8::RFP*), stainings (Dlp, YFP, RFP) and ages (1 and ~ 50 days old), as indicated. **b** Quantification of age and TDP-43 dependent changes in Dlp signal intensity within MBLs. **c** Mean distance moved and **d** alternation per trial in males overexpressing Dlp (*w*^*1118*^*;; dlp OE),* TDP-43^WT^ (*w*^*1118*^*; TDP-43*^*WT*^*::YFP)* or both *(w*^*1118*^*; TDP-43*^*WT*^*::YFP; dlp OE*) compared to *w*^*1118*^ genetic background controls. Grey dotted line represents control group median. Scale bar = 50 mm. Data for TDP-43^G298S^ presented in Fig. 7-supplement 1. * = *P* < 0.05, ** = *P* < 0.01

### Dlp over expression rescues TDP-43 dependent working memory deficits

We next evaluated the physiological significance of *dlp* mRNA as a target of TDP-43 in MBs. To address this, we tested whether overexpression of *dlp* mRNA (dlp OE) in the context of TDP-43 proteinopathy could mitigate TDP-43 dependent working memory deficits. Using the Y-maze working memory assay we found that the percent alternation deficits displayed by TDP-43^WT^ OE flies could indeed be mitigated by dlp OE in MBNs (Fig. 7d). To account for altered movement caused by TDP-43 OE (*TDP-43*^*WT*^*::YFP* $$,$$ 147.52 $$\pm$$ 13.52 mm, *w*^*1118*^ $$,$$ 229.89 $$\pm$$ 7.43 mm, P < 0.0001, see Fig. 7c), we also compared distance-scaled alternations across genotypes and found that TDP-43 dependent alternation deficits were still mitigated by dlp OE* (TDP-43*^*WT*^*::YFP*, 0.0221 $$\pm$$ 0.0028 alternation/mm, *TDP-43*^*WT*^*::YFP dlp OE*, 0.0286 $$\pm$$ 0.0036 alternation/mm, P < 0.0001) while no significant difference were detected between co-overexpression of TDP-43 and Dlp, and dlp OE alone (*TDP-43*^*WT*^*::YFP dlp OE* $$,$$ 0.0286 $$\pm$$ 0.0036 alternation/mm, *dlp OE* $$,$$ 0.0252 $$\pm$$ 0.0032 alternation/mm, P > 0.05, not shown). We note that although total movement in the Y-maze assay is influenced by the genetic background (*w*^*1118*^ versus *OR-R*, compare Figs. 3b and 7c), the significant reduction in spontaneous alternation is consistent for TDP-43 OE flies in both cases (Figs. 3c and 7d). These experiments show that *dlp* OE in the MB circuit rescues the reduced alternation behavior caused by TDP-43^WT^ OE in the Y-maze assay and suggest that Dlp dysregulation mediates TDP-43 dependent working memory deficits in MBNs. Notably, this rescue effect is not due to reduced TDP-43 expression or to diluted GAL4 activity by the presence of an additional UAS promoter, as evidenced by similar TDP-43 levels with or without dlp OE (Additional file 1: Fig. S7-supplement 2, supplement 3). Surprisingly, OE of TDP-43^G298S^ in MBNs did not cause a significant spontaneous alternation phenotype (see raw data in Additional file 2: Table S7). Taken together, these findings support the notion that *dlp* mRNA is a functional target of TDP-43 in vivo and mediates, at least in part, TDP-43 dependent, dementia relevant phenotypes in *Drosophila*.

### Several mRNA candidate targets of TDP-43 in MBNs including GPC6, a human ortholog of dlp, exhibit altered expression in FTD patient brains

To validate our findings from *Drosophila* models in patients, we compared the list of mRNAs enriched with TDP-43 in fly MBNs with existing, whole transcriptome, bulk RNA seq data sets [115] and found several orthologs of human genes exhibiting altered expression in the frontal cortices of FTD patients. These include the Ras family member RHOQ (*Rac2*, *TDP-43*^*WT*^ Log2FC = 3.68, Padj = 9.66E−24), the glypican GPC4 (*dlp*, *TDP-43*^*WT*^ Log2FC = 3.33, Padj = 9.14E−23), heat shock 70 kDa protein 2, HSPA2 (*Hsp70Bb*, *TDP-43*^*WT*^ Log2FC = 2.77, Padj = 1.59E−7), and the frizzled family receptor protein FZD7 (*fz*, *TDP-43*^*WT*^ Log2FC = 2.18. Padj = 4.25E−12).

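On the side of the fly, *Rac2* (FBgn0014011) rose from 39.7 ± 7.38 CPM in the TDP-43 WT inputs to 739 ± 122 in the TDP-43 WT IPs (SD, n = 3 lysates). Its log2FC was 4.22 (SE 0.20, adjusted *p* = 4.50e-09, edgeR's quasi-likelihood test), against 2.53 (SE 0.19) with TDP-43 G298S and 1.24 (SE 0.18) with YFP. The difference from YFP was 2.97 (SE 0.26, adjusted *p* = 1.10e-05, edgeR), and that from TDP-43 G298S was 1.69 (SE 0.25, adjusted *p* = 0.00479, edgeR). The latter lost its call under 4 of 18 alternatives. For *Hsp70Bb* (FBgn0013278) the level was 8.13 ± 7.84 CPM in the TDP-43 WT inputs and 60.8 ± 29.6 in the IPs (SD, n = 3). The log2FC was 2.94 (SE 0.60, adjusted *p* = 0.00152, edgeR), and with YFP it was -0.33 (SE 0.59, adjusted *p* = 0.739, edgeR). The difference of 3.27 from YFP (SE 0.82) had an adjusted *p* of 0.0660 in the same test, and 11 of the 18 alternatives changed that call, with adjusted *p* values from 1.26e-04 with the lysate as a replicate block to 0.317. *Hsp70Bb* has near-identical copies whose reads the counting could have split, so its own value is uncertain. The summed count of 6 *Hsp70* genes had a log2 ratio of IP over input between 0.93 and 2.82 in the TDP-43 WT lysates and between 0.37 and 0.85 in the YFP lysates. For *fz* the 3 TDP-43 WT lysates lay between 1.91 and 2.46 on the log2 scale, and over the alternatives its log2FC with TDP-43 WT stayed between 2.0997 and 2.89. The corresponding range was 3.47 to 4.52 for *dlp*, 4.17 to 4.60 for *Rac2* and 2.64 to 3.68 for *Hsp70Bb*. With lysates WT-502 and G298S-203 exchanged, the log2FC with TDP-43 WT was 3.68 for *Rac2*, 3.34 for *dlp*, 2.77 for *Hsp70Bb* and 2.17 for *fz*. The expression of the human orthologs was not analysed here.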

In addition to these bulk RNA seq data sets, we also utilized a recent, single nuclei RNA seq (snRNAseq) study of FTD patients with TDP-43 pathology and harboring mutations in C9orf72, the most common form of inherited ALS/FTD [94]. When comparing our mRNA candidate targets identified in *Drosophila* with transcripts altered in single neuronal nuclei containing TDP-43 associated cryptic exons (*e.g.*, *STMN2*, *KALRN*, N = 87) versus neurons in which canonical splice junctions were present (N = 377), we found several human orthologs to be altered including *dlp*’s ortholog, *GPC6* mRNA, which was found to be significantly upregulated (log normalized mean expression of 1.65 in cryptic exon containing nuclei, 1.35 in nuclei containing canonical splice junctions, *P* = 0.015, Fig. 8, Table 1 and Additional file 2: Table S8). Interestingly, several candidate mRNA targets of TDP-43, both shared between MBNs and MNs, or unique to MBNs in flies have human orthologs that are differentially expressed in neuronal nuclei containing TDP-43 associated cryptic exons in FTD patient brains (Tables 1 and 2). These data suggest that nuclear depletion of TDP-43, as evidenced by the presence of TDP-43 associated cryptic exons, causes gene expression alterations in several TDP-43 candidate mRNA targets including *GPC6*, linking this candidate target identified and functionally validated in *Drosophila* to TDP-43 pathology in FTD patient brains.

**Fig. 8:**
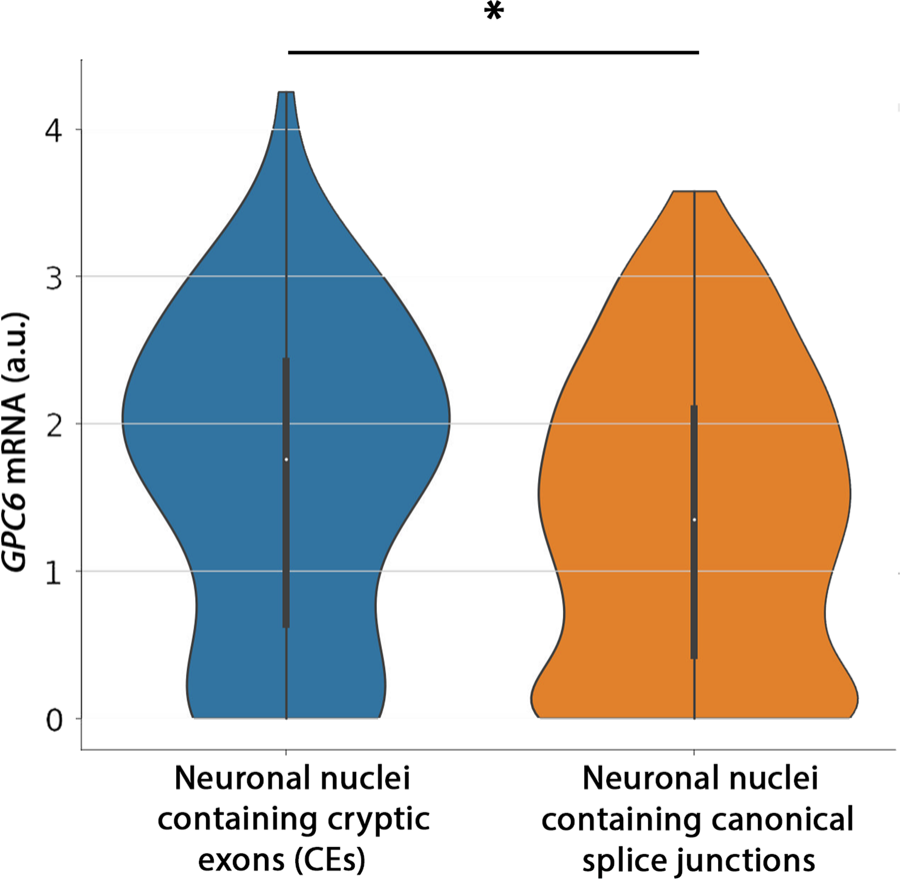
*GPC6* mRNA is significantly increased in neuronal nuclei containing TDP-43 associated cryptic exons compared to normal nuclei within FTD patient brains. *GPC6* mRNA levels as shown, in nuclei in which TDP-43 associated cryptic exons (*e.g., STMN2*, *KALRN*) have been identified (N = 87 neurons) compared to nuclei containing canonical splice junctions (N = 377 neurons). *P* = 0.015. *a.u.* arbitrary units

**Table 1:** Shared TDP-43 candidate mRNA targets, between mushroom body and motor neurons, identified in *Drosophila* and found to be transcriptionally altered in single neuronal nuclei from FTD patient brains

Human gene	Fly gene	HGNC ID	DIOPT score	Log2FC	FDR	Gene function	Association with neurodegenerative disease
GPC6	dlp	HGNC:4454	11	0.411254	0.000270	GPI anchored heparan sulfate proteoglycan	AD risk factor in two GWAS studies [116, 117]
ENC1	CG9426	HGNC:3345	4	0.354832	0.000002	Actin cytoskeleton associated	Candidate risk factor in progression from asymptomatic to symptomatic AD [108]
FRAS1	cv-2	HGNC:19185	3	0.350035	0.000000	Binds BMP receptor and HSPG	Component of extracellular matrix altered in AD brains [118]
GRIA4	Ir68a	HGNC:4574	3	0.319357	0.000075	Glutamate ionotropic receptor AMPA type subunit 1	De novo variants associated with ID [119]; upregulated in CSF fluid of ALS patients and negatively correlated with severity [120]
OPCML	DIP-alpha	HGNC:8143	8	− 0.307174	0.000000	Synaptic cell adhesion molecule	This class of proteins associated with AD [121]; LSAMP was identified in this paper as well
LSAMP	DIP-alpha	HGNC:6705	8	− 0.327900	0.000089	Adhesion molecule involved in neuronal growth and axonal targeting	Altered expression in FTD and AD [122, 121]
KCNH5	eag	HGNC:6254	12	− 0.329006	0.000181	Potassium channel	Mutations assocaited with seizure disorders [123]; Upregulated in chronic acive lesion of Multiple Sclerosis [124]
GABRG3	Rdl	HGNC:4088	3	− 0.475203	0.000000	GABA gated chloride channel	Downregulated in AD mouse model [125]; Linked to neurodegeneration via role as transcriptional target of the retinoic acid receptor RARβ [126]

DIOPT score—ortholog identifier tool [95]. Log2FC and FDR—differential expression data for human orthologs, identified in neuronal nuclei from FTD patient brains exhibiting the molecular signature of TDP-43 pathology [see Materials and Methods, and 94. Gene function and association with neurodegenerative disease, as shown

**Table 2:** Candidate mRNA targets of TDP-43 in mushroom body neurons, identified in *Drosophila* and found to be transcriptionally altered in single neuronal nuclei from FTD patient brains

Human gene	Fly gene	HGNC ID	DIOPT score	Log2FC	FDR	Gene function	Association with neurodegenerative disease
NFIB	NfI	HGNC:7785	11	0.374332	0.005697	DNA-binding transcription factor activity	Altered expression in AD [127]
PLPPR4	wun	HGNC:23496	3	0.370091	0.000000	Lipid phosphate phosphatase	Altered expression in AD patient cortices [128]
ENC1	dbo	HGNC:3345	4	0.354832	0.000447	Substrate-specific adapter of an E3 ubiquitin-protein ligase complex	Altered expression in AD [108]
TMTC1	Tmtc4	HGNC:24099	3	0.338313	0.006021	Transmembrane O-mannosyltransferase targeting cadherins 4	Altered expression in mouse models of AD [129]
GRIA4	GluRIIE	HGNC:4574	7	0.319357	0.008298	Glutamate receptor	Protein levels reduced across different dementias [130]; altered expression in AD [127]
NCALD	CG5890	HGNC:7655	3	− 0.421750	0.000044	Neuronal calcium sensor	Decreased in AD [131]
FOXP2	FoxP	HGNC:13875	8	− 0.434982	0.002966	Forkhead box transcription factor	Linked to speech and language disorders; downstream targets include motor proteins [132]

DIOPT score—ortholog identifier tool [95]. Log2FC and FDR—differential expression data for human orthologs, identified in neuronal nuclei from FTD patient brains exhibiting the molecular signature of TDP-43 pathology [see Materials and Methods, and 56]. Gene function and association with neurodegenerative disease, as shown. Note: ENC1 and GRIA4 are present on both MB-MN shared and MB unique lists due to homology to distinct genes identified in *Drosophila*

## Discussion

Neurodegenerative diseases have historically been classified by shared symptomology and post-mortem pathology. More recently, the integration of molecular markers and genetic testing has uncovered evidence that cell-type susceptibility and dysregulation of specific molecular pathways can interact to produce similar clinical presentations across different disease etiologies [133]. These findings highlight convergent pathomechanisms during the degeneration process [3, 22] and suggest inroads for better understanding of these complex diseases.

A common pathological feature of several neurodegenerative diseases including ALS, FTD, and other dementias is the nuclear depletion of the RNA binding protein TDP-43 accompanied by the accumulation of cytoplasmic, ubiquitinated foci [13–16, 18, 134]. Since dementia is often confirmed post-mortem by the presence of TDP-43 pathology, animal models play an important role in elucidating the molecular mechanisms underlying TDP-43 proteinopathy and its role in neurodegeneration. Among these, fly models have proven their utility in this research landscape in part because the availability of powerful molecular and genetic tools allowing multiple hypotheses to be pursued in parallel on a large scale. Indeed, fly models of TDP-43 proteinopathy based on loss of function or overexpression in the entire nervous system [55, 135, 136], or in subsets of neurons including associative regions of the central brain [54], motoneurons [43] or the retina [137] have revealed a broad repertoire of altered pathways that have subsequently been confirmed in patient tissues [37, 38, 56].

It has been previously shown that overexpression of TDP-43 in all MBNs using the driver line OK107 GAL4 (RRID:BDSC_854) caused age-dependent cell loss and axonal degeneration in MBs, however degeneration severity varied widely across nearly isogenic individuals [54]. This variability could be in part attributed to driver line “leakiness” as OK107 GAL4 drives expression beyond MBs, in optic lobe neuropils [138, 139] and neurosecretory cells [140, 141]. To develop a robust, MB specific model of TDP-43 driven dementia in *Drosophila melanogaster*, we leveraged a split GAL4 driver line with limited expression to a subset of Kenyon cells (γ, α/β MBNs). Notably, this model exhibits nuclear depletion and cytoplasmic accumulation of TDP-43, accompanied by age-dependent axonal degeneration and cell loss, all of which recapitulate key aspects of disease pathology. Importantly, the onset of FTD relevant behavioral symptoms is detectable prior to widespread degeneration, as observed in human disease. Additionally, this model identifies both novel, MB specific, and motor neuron-shared mRNA candidate targets that have previously been associated with TDP-43 pathology. Of the latter, here we chose to focus on the glypican Dlp, a Wg/Wnt signaling regulator. We show that Dlp is a functional target of TDP-43 in the MB circuit that mediates, in part, TDP-43 dependent working memory deficits in the fly model.

Neurodegeneration in ALS/FTD is thought to be driven by both loss of nuclear function, as some nuclei become devoid of TDP-43, and cytoplasmic gain of toxic function, as evidenced by TDP-43 accumulation in cytoplasmic puncta. While thus far invertebrate models of TDP-43 proteinopathy have not faithfully recapitulated TDP-43 mislocalization [e.g., 98, 142], here we found that TDP-43 over-expression in MBNs more closely resembles disease pathology. Indeed, TDP-43 displays normal localization in the juvenile stage but becomes depleted from the nucleus and mislocalized to the cytoplasm in young adults. Although changes in TDP-43 localization could reflect developmental regulation [143], our findings that the number of cells with nuclear TDP-43 depletion is reduced in young (1–3 days old) compared to old (50–53 days old) adult flies, concommitant with an overall reduction in MB neuron numbers, suggests that TDP-43’s shift in distribution from the nucleus to the cytoplasm is toxic.

Axonal degeneration is evident only in older adult flies and differentially affects MBNs that form the α/β and γ lobes, with the latter showing the greatest degeneration severity. This is particularly interesting because MBNs that form the γ lobe are embryonic in origin and therefore older than the pupal-born MBNs that form the α/β lobes [99, 144, 145], highlighting the aging component of neurodegeneration. It is also possible that the differences in the onset and effects of TDP-43 proteinopathy we observed in γ lobe MBNs may be due to their remodeling during metamorphosis [99], which may increase their vulnerability to TDP-43. Taken together, these findings parallel differential susceptibility observed in human cortical neurons [146, 147]. Given the availability of split GAL4 driver lines for subsets of MBNs [97] future studies could focus on better understanding of what drives this susceptibility by modeling TDP-43 proteinopathy in various neuronal subpopulations within the MB circuit. It will be interesting to combine these powerful genetic tools with single cell RNA seq efforts in patients and flies in order to pinpoint specific cell sub-types that may be more vulnerable.

Frontotemporal lobar degeneration with TDP-43 proteinopathy (FTLD-TDP) is pathologically classified based on the cortical layers affected, the number of dystrophic neurite, and the extent of neuronal cytoplasmic inclusions [21]. This pathology is also commonly observed in Alzheimer’s disease and dementia with Lewy bodies cases that exhibit TDP-43 proteinopathy, although different brain regions are selectively affected [14, 19]. Interestingly, we find that neuronal cytoplasmic inclusions are absent in juveniles, appear first in young adult brains and increase in size during aging. This neuropathology precedes observations of dystrophic neurites, which are first visible around middle age, increase in severity during aging, and ultimately degenerate. This age-dependent pathology observed in the fly brain parallels that observed in human disease [148] and provides a platform for studying the progression of neurodegeneration in the genetically tractable *Drosophila* model.

In humans, behavioral symptoms of FTD precede widespread degeneration by years suggesting that behavioral deficits arise prior to neuronal pathology, in the absence of complete loss of nuclear TDP-43 function or cytoplasmic accumulation [149]. Therefore, we chose to focus primarily on working memory and sleep deficits using young adult flies, in which a subset of MBNs show nuclear depletion accompanied by widespread TDP-43 mislocalization to the axonal cytoplasm while MBN axons still appear largely intact. At this young age, we found both working memory and sleep fragmentation phenotypes, albeit the latter were only significant in males. We also assessed these behaviors in aged flies, however the distinct age-dependent deficits exhibited by the controls themselves confounded the detection of TDP-43 specific phenotypes.

Behavioral variant frontotemporal dementia (bvFTD) is diagnosed based on often subtle behavioral symptoms including a lack of empathy, increased apathy, dysinhibition and deficits in executive function [150]. FTD was classically distinguished from AD using a perceived lack of memory deficits, however recent patient studies and meta-analyses indicate that memory deficits are common in bvFTD and at times indistinguishable between AD and bvFTD [133, 151], challenging the validity of the exclusion of episodic memory deficits in the clinical diagnoses of bvFTD [152]. Although sleep symptoms are notoriously variable and understudied across different FTD diagnoses, the most common sleep disturbances observed in bvFTD patients are sleep fragmentation and daytime sleepiness that may or may not be accompanied by insomnia [103, 104, 153]. Our findings of limited sleep fragmentation and daytime sleepiness highlight potential differences between the fly model and human disease presentation. That said, the limited yet specific deficits caused by TDP-43 OE in MBNs provide a robust measurable sleep disruption that can serve as an organism-level output for future molecular or pharmacological intervention experiments.

In addition to observed behavioral deficits, flies with TDP-43 proteinopathy show an approximately 10% reduction in median lifespan. This may be roughly comparable to human patients where FTD exerts a subtle effect on lifespan. In humans, mean age at diagnosis is 61.9 for early onset disease (< 65 years) with mean survival after diagnosis around 8 years [106]. Although the effect on survival could be caused by socioeconomic status and access to care, the lifespan of FTD patients is reduced in comparison with the general population in most countries were clinical data are collected [e.g., 78.8 years in the United States 154]. Effects on lifespan may be far more severe than a simple comparison of life expectancy would indicate, as Loi et al. [107] report an increase in mortality risk for FTD patients when compared with age-matched controls. From the perspective of a fly model, it is somewhat surprising to see a lifespan effect given that MBNs comprise a small fraction of total neurons in the fly brain and are often thought to be largely dispensable for viability [63]. There is evidence that lifespan is regulated at least in part by the α/β MBNs [109], a subset of MBNs included in our model, however loss of key MB proteins such as DCO [155] or over-expression of vertebrate TAU in MBNs result in severe memory deficits without affecting lifespan [156]. Although lifespan reduction could be due to secondary effects such as food consumption or other factors, our model reproduces an important, subtle characteristic of FTD and provides additional evidence that specific populations of MBNs may play a role in lifespan regulation in flies.

Sequestration of mRNAs is one the mechanisms by which TDP-43 is thought to contribute to neurodegeneration and identifying candidate mRNA targets has helped better understand disease etiology [39, 157]. Although our model is based on TDP-43 overexpression, we note that among the mRNAs enriched with TDP-43 in MBNs we found 12 of 15 physiological targets of TDP-43 previously identified bioinformatically as potential targets of *Drosophila* TDP-43 (*i.e.*, TBPH) based on UG-richness [158]. In future studies, it will be interesting to explore the relationship between splicing and translational targets of TDP-43. Furthermore, the overlap and specificity of some targets for MNs versus MBNs may provide insights into shared mechanisms and neuronal vulnerability across neurodegenerative diseases exhibiting TDP-43 proteinopathy.

Functional analyses of the mRNAs associated with TDP-43 identify numerous cellular pathways including Wg and Hippo that have been previously implicated in sleep regulation in flies [159]. Additionally, our findings of dopamine receptors as candidate mRNA targets is consistent with findings that loss of mesocortical dopaminergic tracts and dopamine receptors in the frontal lobes could contribute to the behavioral symptoms in FTLD [160].

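Among the 4 dopamine receptor genes, *Dop1R1* (FBgn0011582), *Dop1R2* (FBgn0266137) and *Dop2R* (FBgn0053517) were enriched with TDP-43 WT and with TDP-43 G298S. The level of *Dop1R1* was 22.0 ± 5.17 CPM in the TDP-43 WT inputs and 587 ± 95.1 in the TDP-43 WT IPs, and 27.4 ± 2.49 and 390 ± 58.3 CPM for TDP-43 G298S (SD, n = 3 lysates). Its log2FC was 4.74 (SE 0.29) with TDP-43 WT, 3.83 (SE 0.28) with TDP-43 G298S and 2.09 (SE 0.27) with YFP. The log2 difference from YFP was 2.65 (SE 0.37, adjusted *p* = 8.95e-04, edgeR's quasi-likelihood test) for TDP-43 WT and 1.74 (SE 0.36, adjusted *p* = 0.0386, edgeR) for TDP-43 G298S, and the latter lost its call under 8 of 18 alternatives. *Dop1R2* rose from 5.39 ± 1.70 to 122 ± 20.0 CPM with TDP-43 WT and from 7.51 ± 0.885 to 86.5 ± 17.5 CPM with TDP-43 G298S (SD, n = 3). The log2 difference from YFP was 3.82 (SE 0.35, adjusted *p* = 2.13e-05, edgeR) and 2.83 (SE 0.34, adjusted *p* = 0.00199, edgeR). Each of the 18 alternatives left these calls in place. For *Dop2R* the difference was 2.56 (SE 0.25, adjusted *p* = 5.42e-05, edgeR) and 1.62 (SE 0.25, adjusted *p* = 0.0132, edgeR), and the second lost its call under 5 alternatives. The fourth receptor gene, *DopEcR* (FBgn0035538), had a log2FC of 0.95 (SE 0.29) with TDP-43 WT, 0.55 (SE 0.29) with TDP-43 G298S and 1.497 (SE 0.29, adjusted *p* = 0.00155, edgeR) with YFP. Each TDP-43 lysate gave a higher ratio of IP to input for *Dop1R1*, *Dop1R2* and *Dop2R* than any YFP lysate. Without lysate WT-502 the log2FC of *Dop1R1* with TDP-43 WT was 4.47 and that of *Dop1R2* 4.27. Adjusted over the list alone, 3 of the 4 receptors differed from YFP with TDP-43 WT and 4 with TDP-43 G298S, *DopEcR* among the latter with a lower enrichment than in YFP. The other 3 are named in figures of the paper drawn from these libraries, so these counts are not independent evidence.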

For functional validation we chose to focus on *dlp*, an mRNA target of TDP-43 that we previously identified in the ALS model of TDP-43 proteinopathy, and a known regulator of Wg signaling. Indeed, Wg signaling is dysregulated in ALS [161, 162], mRNAs associated with Wg/Wnt pathway are enriched in FTD patient frontal cortices [115] and WNT1 and Granulin (GRN), an FTD linked gene, have been shown to regulate each others’ expression in human neuronal progenitors [163]. Despite these connections, the mechanisms by which the Wg/Wnt pathway is implicated in TDP-43 based pathophysiology in FTD or other dementias remains poorly understood. Using genetic interactions, we found that *dlp* OE in MBNs mitigates TDP-43 dependent working memory deficits, as evidenced by improved alternation in the Y maze assay. Taken together, these results support the notion that Wg/Wnt signaling is altered in TDP-43 associated neurodegeneration and modulating its activity via Dlp mitigates behavioral deficits caused by TDP-43 proteinopathy. Further substantiating these findings, we found that the expression of *GPC6* mRNA, a human ortholog of *dlp,* is altered in FTD patient brains [94], specifically in neuronal nuclei that exhibit the molecular signature of TDP-43 depletion (*i.e.*, cryptic exon inclusion in specific TDP-43 transcriptional targets), consistent with a link between Dlp/GPC6 and TDP-43 pathology. We speculate that this increase in *GPC6* mRNA in neurons with TDP-43 nuclear depletion may reflect a compensatory upregulation caused by a cytoplasmic decrease in protein levels that we detected in *Drosophila* MBN axons. Indeed, the same study by Gittings, Alsop et al. [94], identifies an increase in the expression of genes related to oxidative phosphorylation, ATP synthesis and energy metabolism in the cryptic exons containing cells isolated from FTD patients, suggesting a compensatory mechanism to counteract documented reductions in ATP synthesis and overall mitochondrial function [reviewed in 164]. Although it is also possible that Dlp/GPC6 are differently regulated in flies and humans, the link to TDP-43 proteinopathy is preserved, highlighting the ability of the *Drosophila* models to identify functionally relevant disease targets. Interestingly, recent GWAS studies identified *GPC6* as a risk factor for AD in African Americans [116, 117]. In future studies it will be interesting to see how different mRNA targets, beyond *dlp/GPC6* mitigate specific phenotypic aspects of FTD and identify additional targets across the spectrum of TDP-43 proteinopathies.

### Supplementary Information

**Additional file 1:** **Figure 1-supplement 1.** Maximum intensity projections showing split Gal4 driver line *SS01276* expression in the 3rd instar larva. **Figure 1-supplement 2.** TDP-43^G298S^ localization in MBN cell bodies. **Figure 1-supplement 3.** Method for measuring the ratio of nucleus to total cell TDP-43 YFP from mean pixel intensity of MBNs. **Figure 2-supplement 1.** Mushroom body lobes (MBLs) show age-related, region-specific TDP-43^G298S^ cytoplasmic accumulation and axonal fragmentation. **Figure 4-supplement 1.** TDP-43^G298S^ overexpression in MBNs reduces arousal, increasing day and night sleep. **Figure 5-supplement 1.** Mutant TDP-43 overexpression in MBNs is sufficient to reduce lifespan. **Figure 6-supplement 1**. mRNAs enriched with TDP-43^G298S^ overexpression in *Drosophila* MBs. **Figure 6-supplement 2.** Functional annotation of enriched targets in fly models of TDP-43 driven dementia. **Figure 7-supplement 1.** Dally-like protein is a target of TDP-43^G298S^ in MBNs. **Figure 7-supplement 2.** TDP-43^WT^ protein expression is not reduced by the presence of a second UAS-driven transgene. **Figure 7-supplement 3.** TDP-43^WT^ YFP expression levels is not reduced by concomitant expression of a second UAS-driven transgene (mCD8 RFP).

**Additional file 2:** **Table S1E** Nucleus to whole cell TDP-43 YFP ratios summarized in Figure 1e. **Table S1F** Summary statistics for cell number data presented in Figure 1f. **Table S2A** Summary statistics for mCD8RFP intensity presented in Figure 2a. **Table S2B** Summary statistics for YFP particle size values presented in Figure 2b. **Table S3** Summary statistics for y-maze data presented in Figure 3. **Table S4A** Summary statistics for night sleep presented in Figure 4a. **Table S4B** Summary statistics for sleep bout length presented in Figure 4b. **Table S4C** Summary statistics for sleep bout number presented in Figure 4c. **Table S6A** Wild-type TDP-43 GOterms from differential gene expression presented in Figure 6. **Table S6B** Mutant TDP-43 GOterms from differential gene expression presented in Figure 6. **Table S7CD** Y-maze summary statistics for data presented in Figures 7c and 7d. **Table S8** mRNAs enriched in nuclei with TDP-43 associated cryptic exons. **Table S9** Summary of phenotypes observed in wild-type and mutant fly models.

## Data Availability

The RNA-seq datasets supporting the conclusions of this article are available in the NCBI GEO Bioproject GSE217213. The datasets supporting the conclusions of this article are included within the article. Additional files are available from ScholarSphere (doi:10.26207/jq6p-w169), and are cataloged in the Key Resources table. Please refer to the included readme file for variable descriptions. Summary statistics for each figure can be found in the Additional file 2.

## Abbreviations

AD: Alzeheimer’s disease
ALS: Amyotrophic lateral sclerosis
BMP: Bone morphogenic protein
CSF: Cerebrospinal fluid
DAMs: Drosophila activity monitors
FDR: False discovery rate
FTD: Frontotemporal dementia
GPI: Glycosyl phosphatidyl inositol
HSPG: Heparin sulfate proteoglycans
MBs: Mushroom bodies
MBLs: Mushroom body lobes
MBNs: Mushroom body neurons
MNs: Motor neurons
TDP-43: TAR DNA binding Protein 43

# Supplementary material for: Modelling TDP-43 proteinopathy in Drosophila uncovers shared and neuron-specific targets across ALS and FTD relevant circuits
**Source:** Acta Neuropathol Commun. 2023 Oct 20;11:168. doi: 10.1186/s40478-023-01656-0
**Supplement:** Supplementary file 1 — Additional file 1: Figure 1-supplement 1. Maximum intensity projections showing split Gal4 driver line SS01276 expression in the 3rd instar larva. Figure 1-supplement 2. TDP-43G298S localization in MBN cell bodies. Figure 1-supplement 3. Method for measuring the ratio of nucleus to total cell TDP-43 YFP from mean pixel intensity of MBNs. Figure 2-supplement 1. Mushroom body lobes (MBLs) show age-related, region-specific TDP-43G298S cytoplasmic accumulation and axonal fragmentation. Figure 4-supplement 1. TDP-43G298S overexpression in MBNs reduces arousal, increasing day and night sleep. Figure 5-supplement 1. Mutant TDP-43 overexpression in MBNs is sufficient to reduce lifespan. Figure 6-supplement 1. mRNAs enriched with TDP-43G298S overexpression in Drosophila MBs. Figure 6-supplement 2. Functional annotation of enriched targets in fly models of TDP-43 driven dementia. Figure 7-supplement 1. Dally-like protein is a target of TDP-43G298S in MBNs. Figure 7-supplement 2. TDP-43WT protein expression is not reduced by the presence of a second UAS-driven transgene. Figure 7-supplement 3. TDP-43WT YFP expression levels is not reduced by concomitant expression of a second UAS-driven transgene (mCD8 RFP).

**SUPPLEMENTAL INFORMATION**

**AUTHORS**: R Keating Godfrey^1,2*^, Eric Alsop^3^, Reed T Bjork^1^, Brijesh S Chauhan^4^, Hillary C Ruvalcaba^1^, Jerry Antone^3^, Lauren M Gittings^5^, Allison F Michael^1^, Christi Williams^1^, Grace Hala’ufia^1^, Alexander D Blythe ^1^, Megan Hall^3^, Rita Sattler^5^, Kendall Van Keuren-Jensen^3^, Daniela C Zarnescu ^1,4,^*

**AFFILIATIONS**:

Crescent Building C4605, Penn State Medical Center, Hershey PA 17033, USA

Key Resources

| REAGENT or RESOURCE | SOURCE | IDENTIFIER |
| --- | --- | --- |
| Antibodies | | |
| Anti-GFP-FITC | Rockland | Cat#: 600-402-215 |
| Anti-Fasciclin-II (ID4) | DSHB | RRID: AB_528235 |
| ChromoTek GFP-Trap® Magnetic Agarose | Proteintech | Cat#: gtma  RRID: AB_2631358 |
| Dally-like (13G8) | DSHB | RRID: AB_528191 |
| Polyclonal Alexa Fluor-568-conjugated goat anti-mouse secondary | ThermoFisher Scientific | Cat#A-11004;  RRID: AB_2534072 |
| Polyclonal Alexa Fluor-647-conjugated goat anti-mouse secondary | ThermoFisher Scientific | Cat#A-21235;  RRID: AB_2535804 |
| Living Color mouse Ab anti-GFP | Cell Signaling Technology | Cat# 2955 |
| Rabbit Ab beta-actin | Cell Signalling Technology | Cat#4967S |
| IRDye 800CW goat anti-mouse | LI-COR | Lot#D21115-25 |
| IRDye 680RD goat anti-rabbit | LI-COR | Lot# D21207-05 |
| Deposited data | | |
| Figure_1D_RatioAnalysis.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_1F_CellCountsAnalysis.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_2C_FluorescenceIntensity_RFP.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_2D_TDPYFPParticleSize.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_3_Y_maze.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_4A_4B_Day_Night_Sleep_SourceData.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_4C_SleepBoutLength_SourceData.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_4C_SleepBoutNumber_SourceData.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_5_Survival_2022_SourceData.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_6A_Targets_SourceData.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_6B_6C_MB_MN_overlap_SourceData.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| Figure_7C_7D_DlpOE_YMazeSourceData.csv | ScholarSphere | doi:10.26207/jq6p-w169 |
| NCBI GEO Bioproject GSE217213 | NCBI |  |
| Experimental models: Organisms/strains | | |
| *D. melanogaster*:  -p65ADZp in attP40/ CyO; ZpGdbd  in attP2 (MB-specific expression) | Yoshi Aso | *SS01276* |
| *D. melanogaster*: Oregon-R ; ;  (OR-R, working memory assays) | Todd Schlenke | Oregon-R |
| *D. melanogaster*:  OR-R; UAS-TDP-43^WT^::YFP  (working memory assays) | Shaun Davis (Schlenke laboratory), constructed from Estes et al., 2011; Estes et al.; 2013 |  |
| *D. melanogaster*: w^1118^ | Bloomington *Drosophila*  Stock Center | RRID:BDSC_5905 |
| *D. melanogaster*: w^1118^ ; UAS-TDP-43^WT^ (untagged TDP-43 for sleep assays) | J. Paul Taylor (Ritson et al. 2020) |  |
| *D. melanogaster*: w^1118^ ; ; UAS-TDP-43^G298S^ (untagged TDP-43 for sleep assays) | Takeshi Iwatsubo (Ihara et al. 2013) |  |
| *D. melanogaster*: w^1118^ ; UAS-TDP-43^WT^::YFP; UAS mCD8::RFP (MB morphology and IPs) | Robert Kraft (Zarnescu laboratory) |  |
| *D. melanogaster*: w^1118^ ; UAS-TDP-43^G298S^::YFP UAS-mCD8::RFP (MB morphology and IPs) | Robert Kraft (Zarnescu laboratory) |  |
| w^1118^ ; UAS-mCD8::RFP (control) |  | BL 27391 |
| y w^1118^ ; ; UAS-YFP (control) |  | BL 6660 |
| Software | | |
| R | The R Foundation for Statistical Computing  (2021) | 4.1.2 (2021-11-01) -- "Bird Hippie" |
| RStudio | RStudio Team (2021) | RStudio 2021.09.0+351 "Ghost Orchid" Release |

Tables

Summary tables in file Godfrey_et_al_Supplemental_Tables.xlsx provide summary statistics or interpretive data corresponding to the following figures and the corresponding supplemental:

Table_S1E_NucCellRatio Figure 1e

Table_S1F_CellNumber Figure 1f

Table_S2a_mCD8RFP_Intensity Figure 2a

Table_S2B_YFP_ParticleSize Figure 2b

Table_S3_Ymaze Figure 3

Table_S4A_DayNightSleep Figure 4a

Table_S4B_SleepBoutLength Figure 4b

Table S4C_SleepBoutNum Figure 4c

Table_S6A_WT_MBOnly_GO_Term Figure 6a

Table_6B_G298S_MBOnly_GO_Term Figure 6b

Table_S7C_S7D_DlpYmaze Figure 7c and 7d

Table_S8_snRNA_FTD_patients Figure 8

Table_S9_Model_comparisons

Supplemental Figures

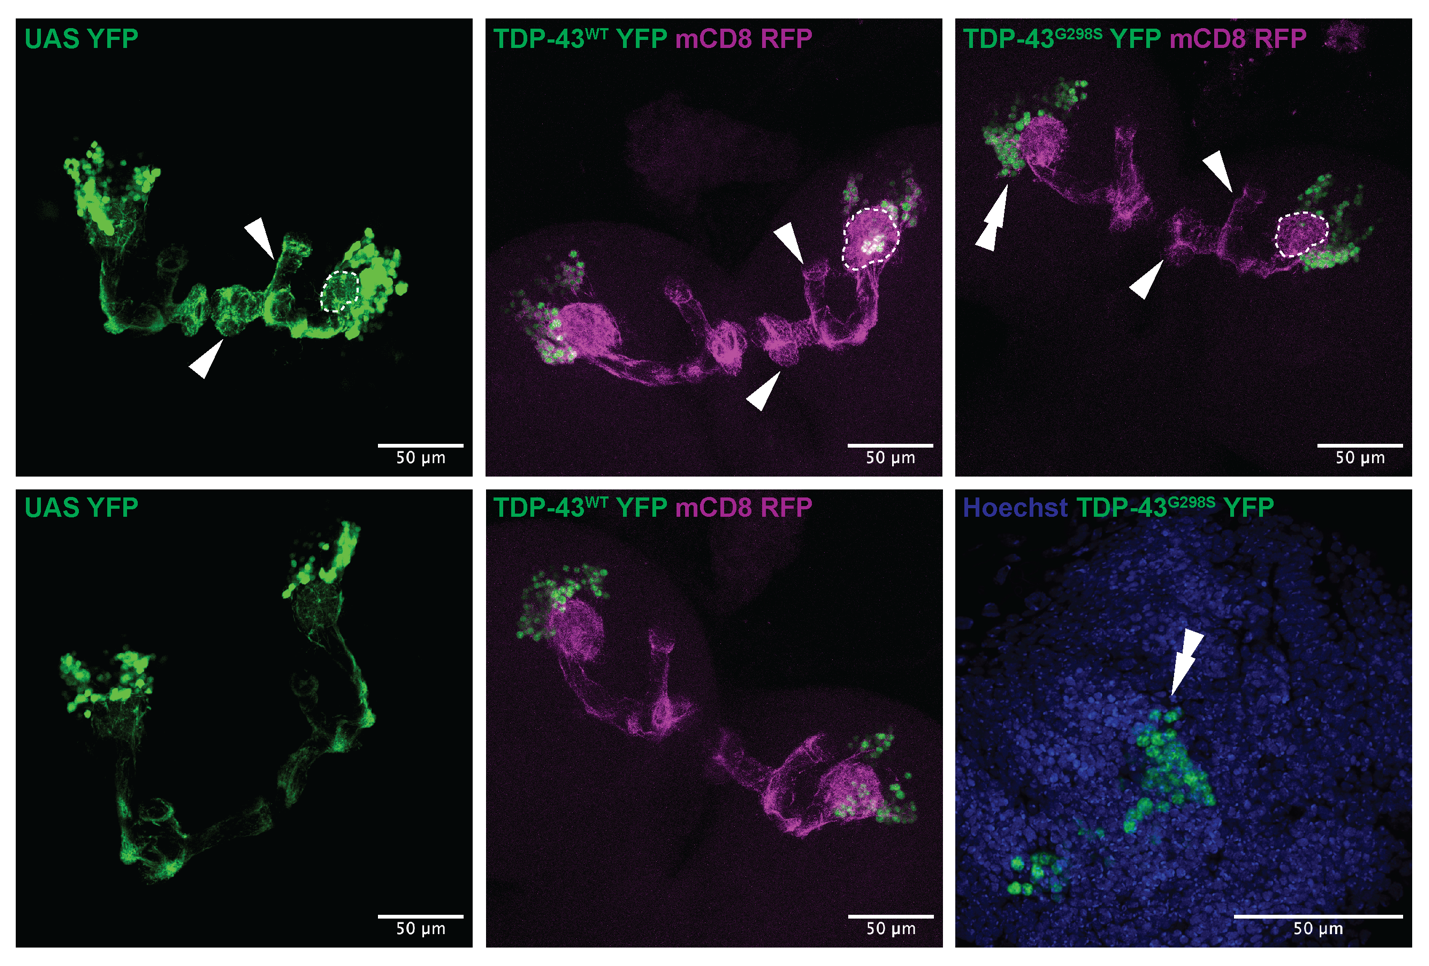

Figure 1-supplement 1. Maximum intensity projections showing split Gal4 driver line *SS01276* expression in 3^rd^ instar larva. YFP (left) labels cell bodies, calyx (dendrites, dotted outline), and lobes (axons, arrows). In TDP-43 YFP mCD8 RFP brains, TDP-43 YFP is restricted to cell bodies (middle and right) while mCD8-RFP allows visualization of all cell membranes. Measurement of TDP-43 YFP nucleus to whole cell ratio was performed from high magnification (100X) images of the calyx region (example lower left with double arrows corresponding to region in lower magnification image above).

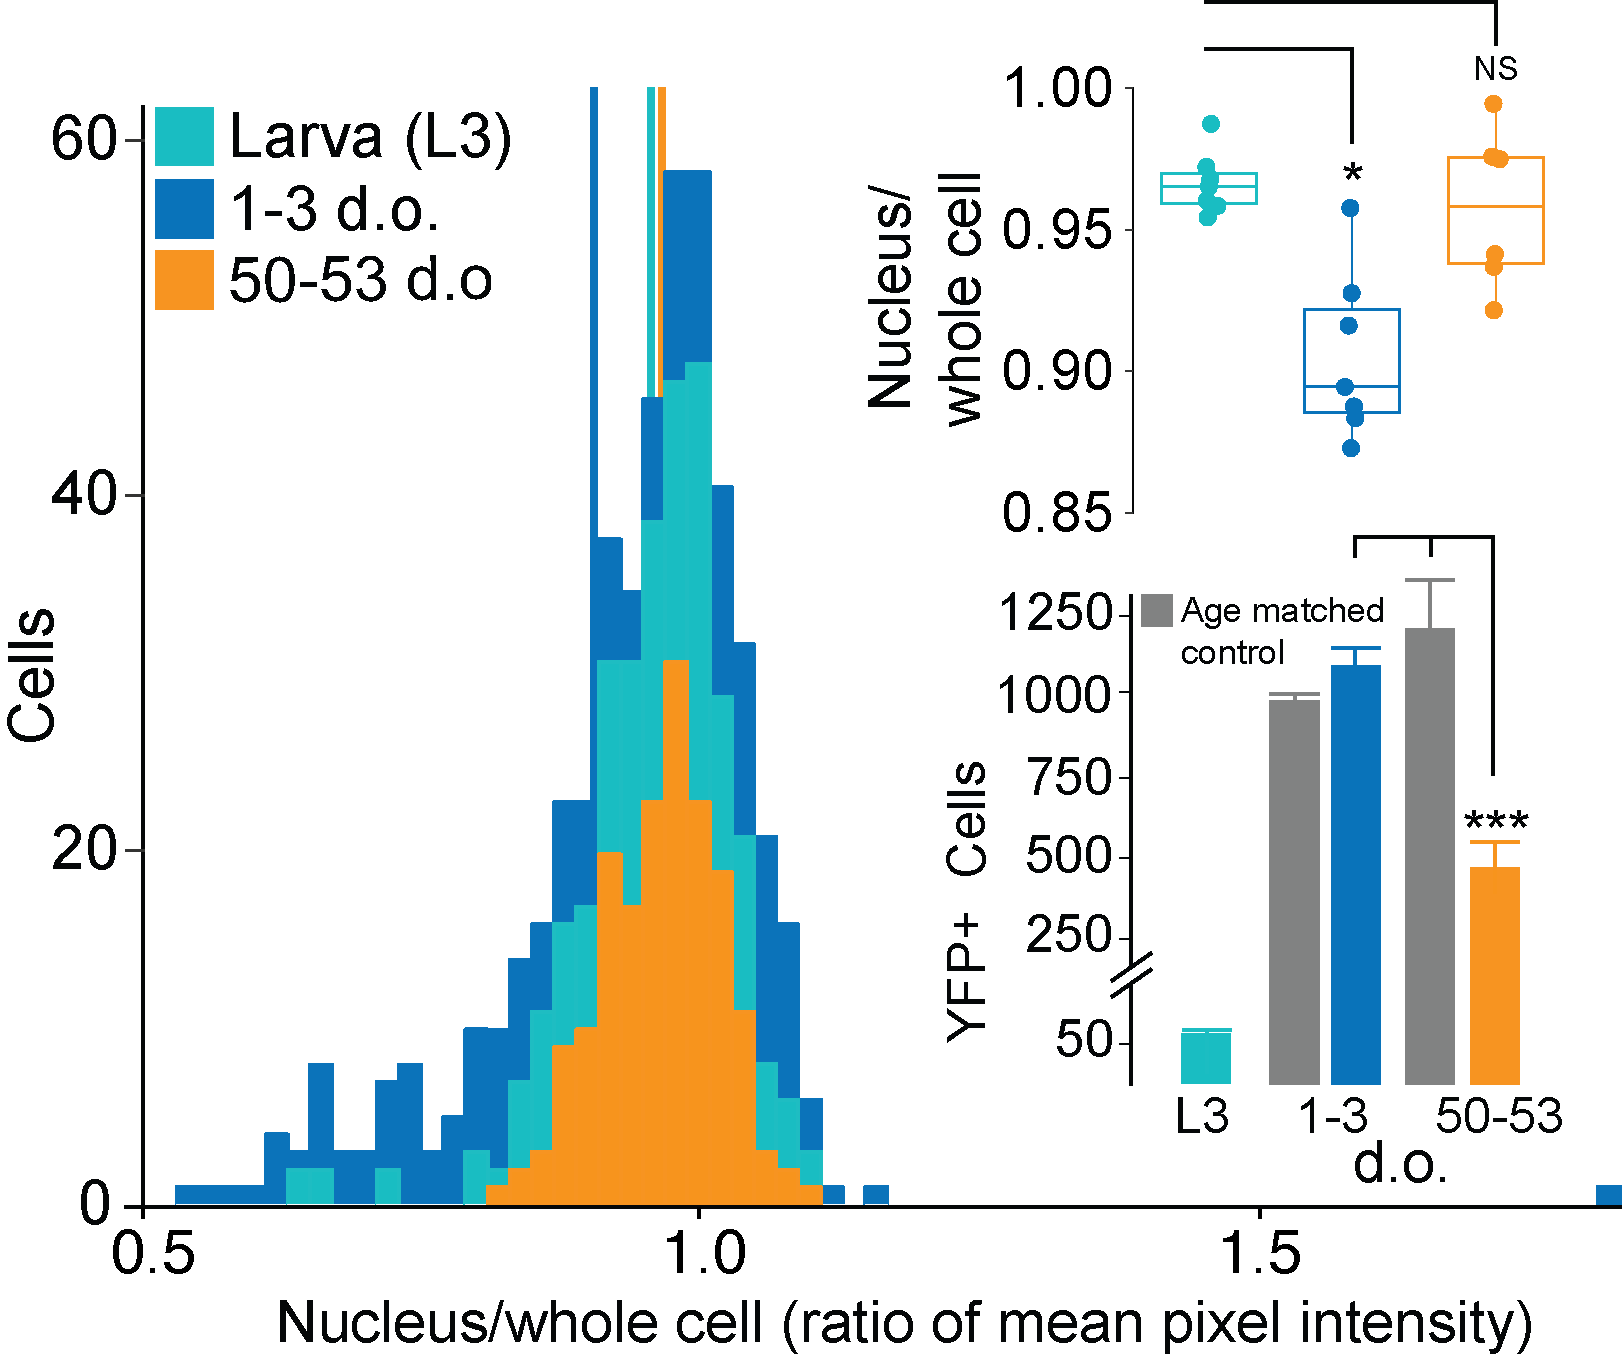

Figure 1-supplement 2. TDP-43^G298S^ localization in MBN cell bodies. Histograms showing distribution of TDP-43 signal intensity ratios (cell nuclei to total cell) shift with age (days old, d.o.). Boxplot depicting age-specific TDP-43^G298S^ signal intensity ratios. * = P < 0.05.

Figure 1-supplement 3. Method for measuring the ratio of nucleus to total cell TDP-43 YFP from mean pixel intensity of MBNs. White box on left depicts area of insets on right. Top, right inset shows cell body perimeter traced and measured in TDP-43 YFP channel (= total cell mean pixel intensity), middle and lower right panel show nuclear boundary traced in Hoechst channel and measured in TDP-43 YFP channel (= nucleus mean pixel intensity). Ratio of nucleus to total cell used for quantification of nuclear depletion in MBNs with age.

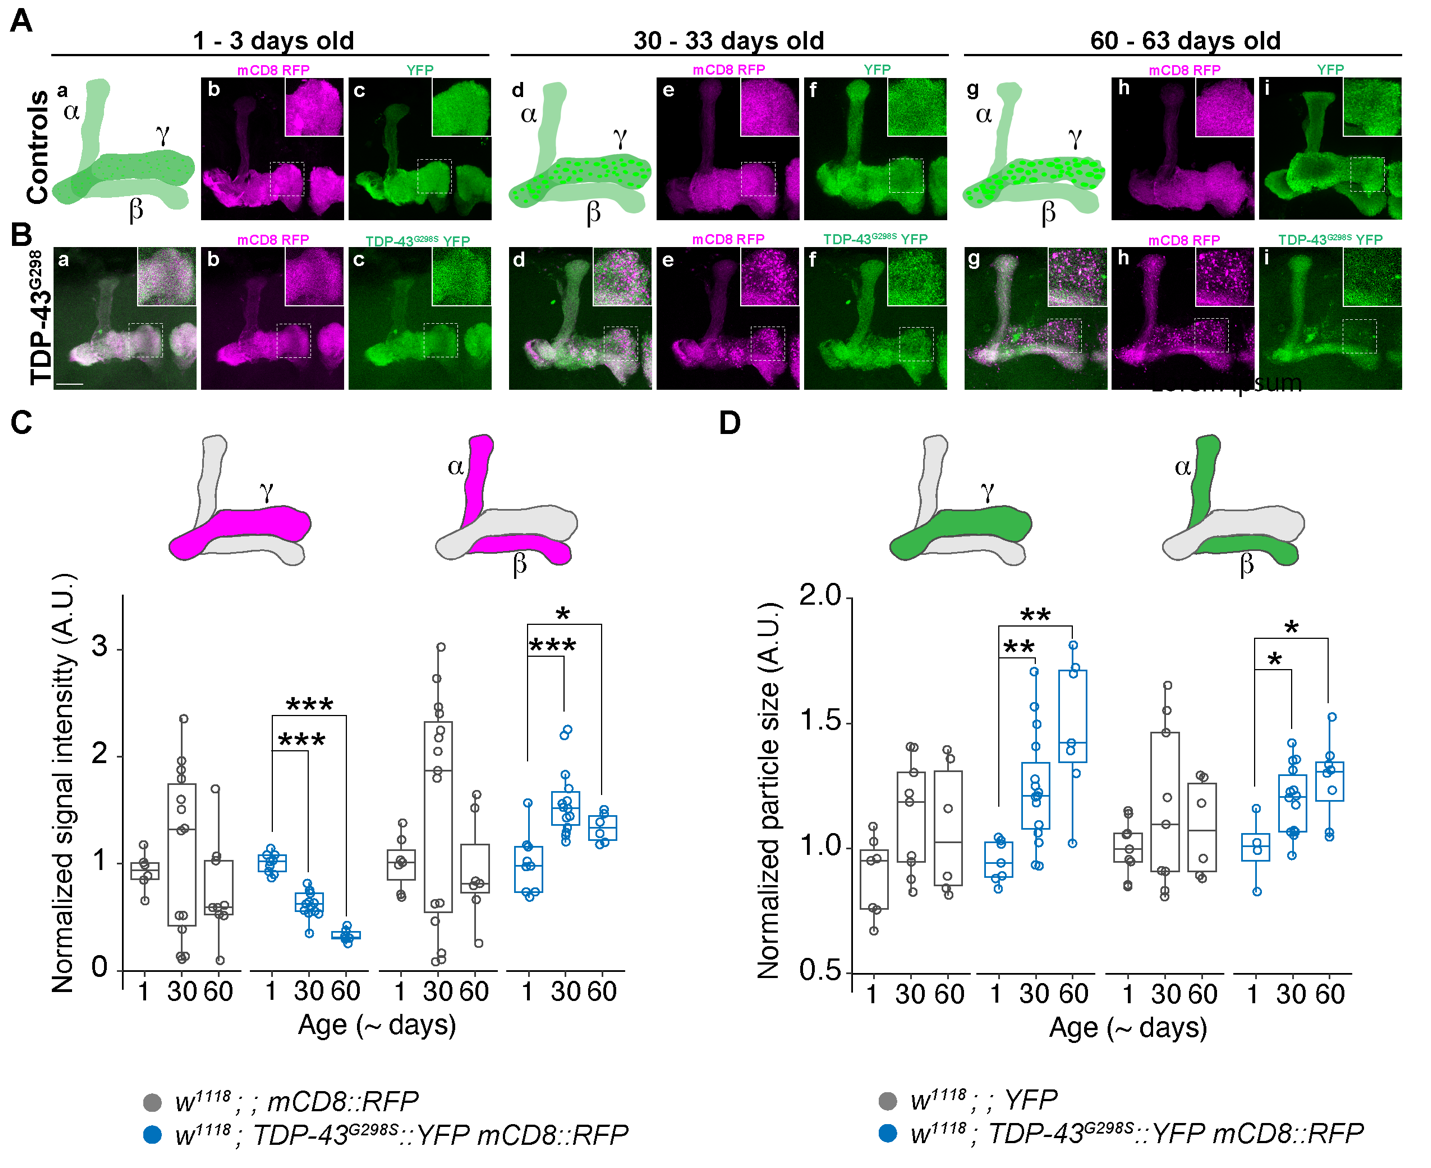

Figure 2-supplement 1. Mushroom body lobes (MBLs) show age-related, region-specific TDP-43^G298S^ cytoplasmic accumulation and axonal fragmentation. (A) Illustrations of changes in MBLs targeted by TDP-43 OE over time (a, d, g) alongside morphology of young (b, c,) middle-aged (e, f) and old (h, i) control flies expressing membrane-bound RFP or cytoplasmic YFP. (B) Over expression of TDP-43^G298S^ in MBNs results in axonal localization of TDP-43 in young adult flies (c) and dystrophic neurites in middle-aged (e) and old (h) flies. (C) Signal intensity of RFP with age in γ and α/β lobes. (D) Changes in YFP particle size with age in γ and α/β lobes.

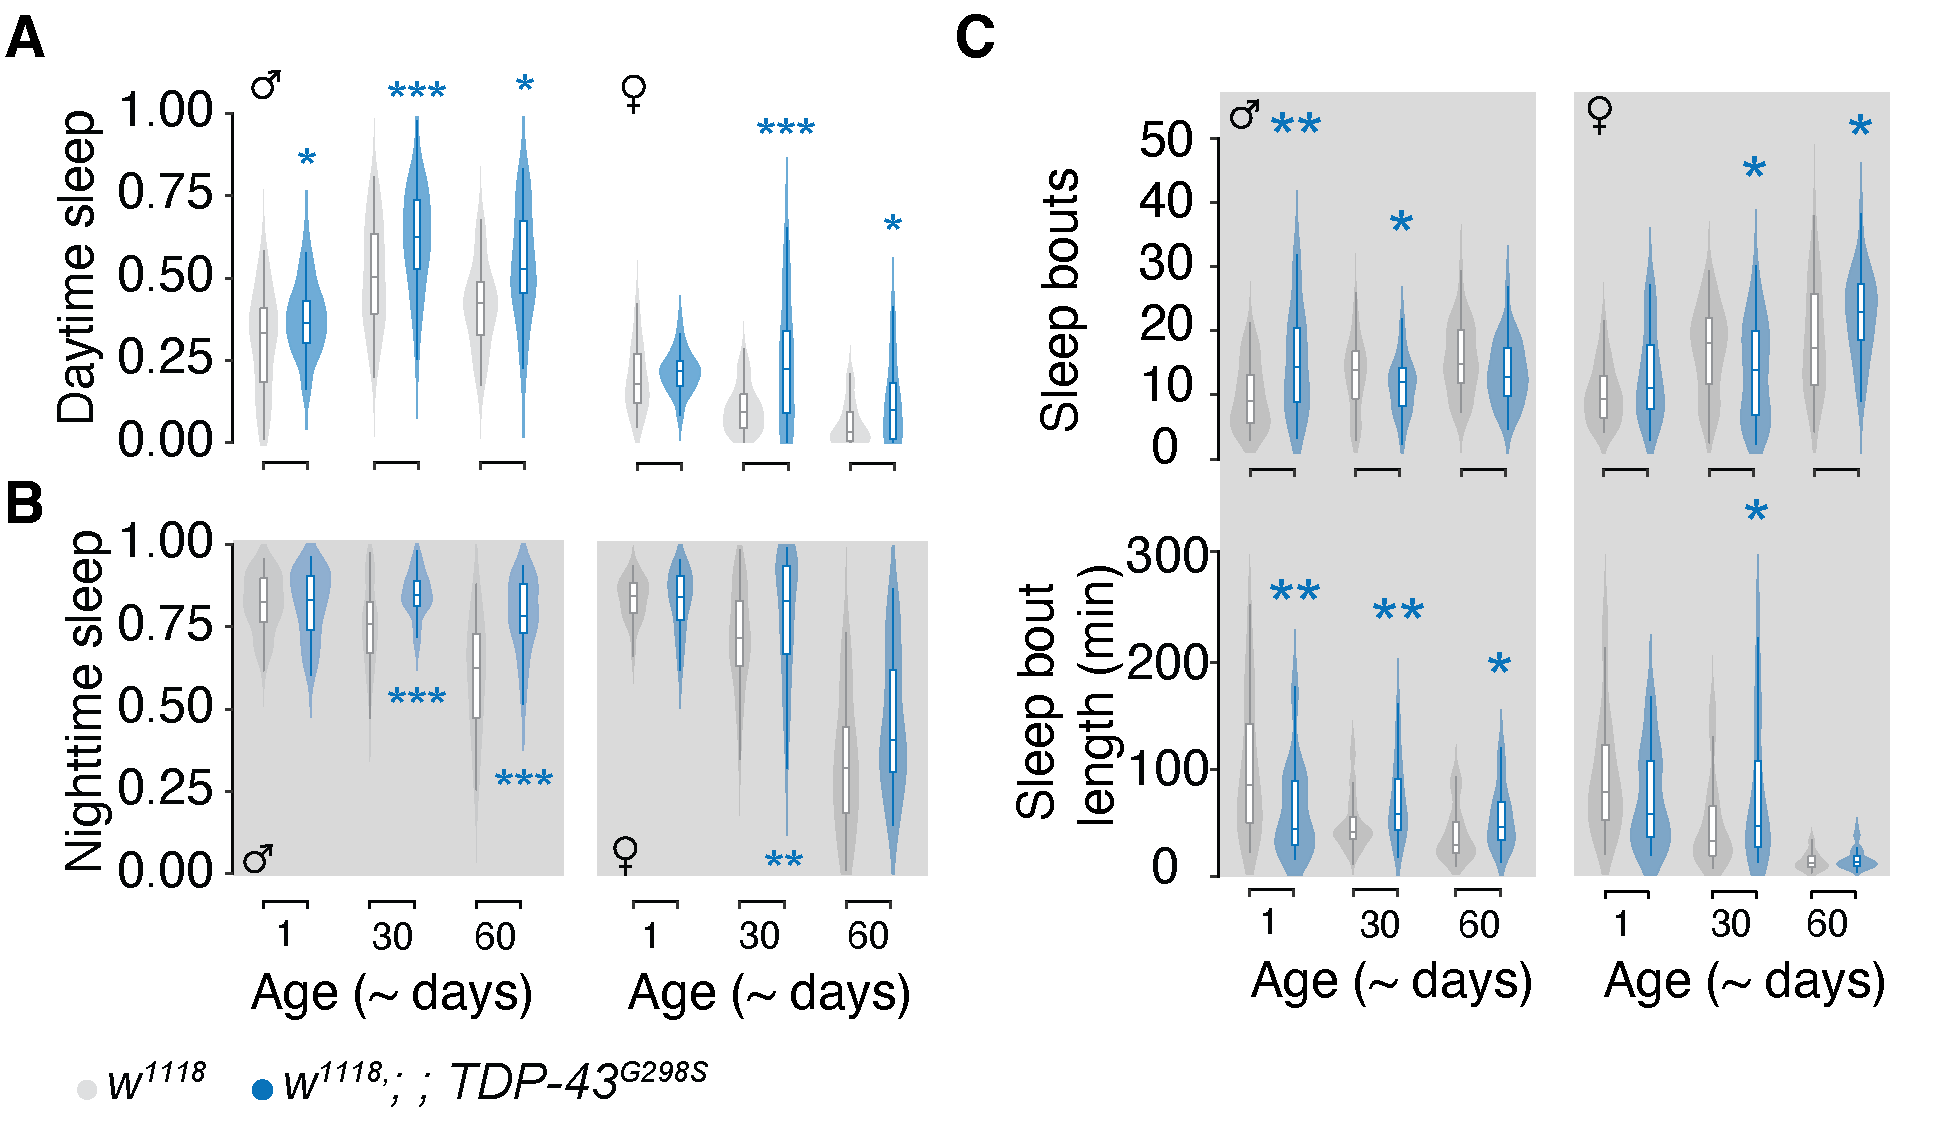

Figure 4-supplement 1. TDP-43^G298S^ overexpression in MBNs reduces arousal, increasing day and night sleep. (A) Proportion of time flies spent sleeping during the day and (B) at night. (C) Sleep fragmentation assessed by number of sleep bouts (top panel) and mean bout length (bottom panel) during the night. Male data on the left and female data on the right in each panel. * = P <0.05; ** = P < 0.01; *** = P < 0.001.

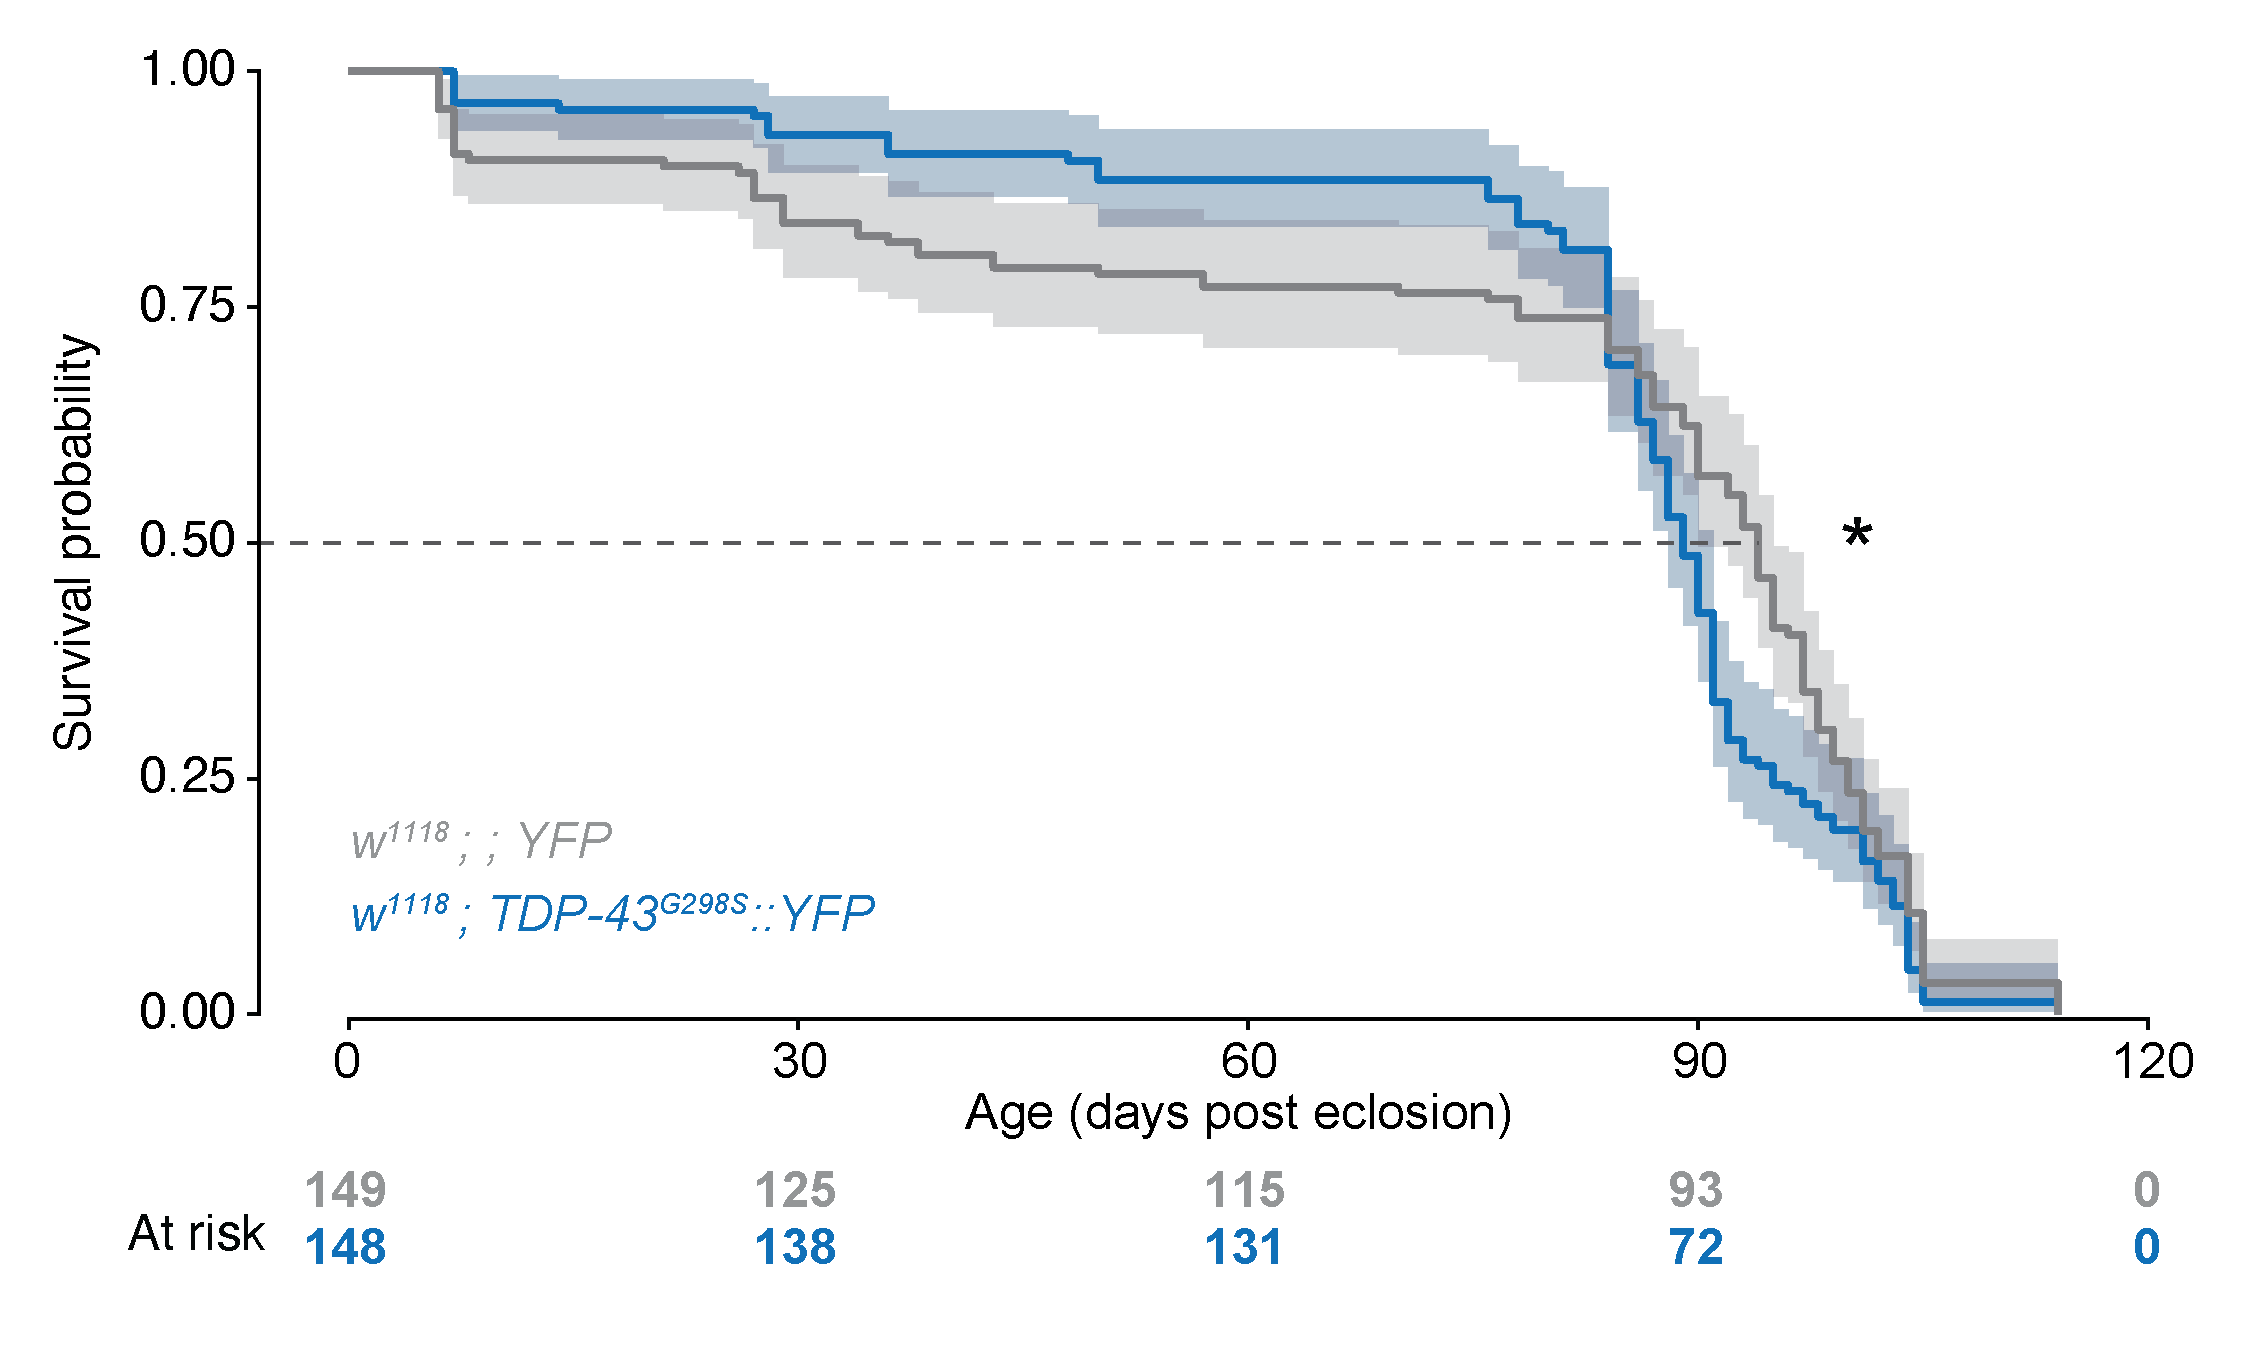

Figure 5-supplement 1. Mutant TDP-43 overexpression in MBNs is sufficient to reduce lifespan. Data from male and female flies pooled for analysis. * P < 0.05.

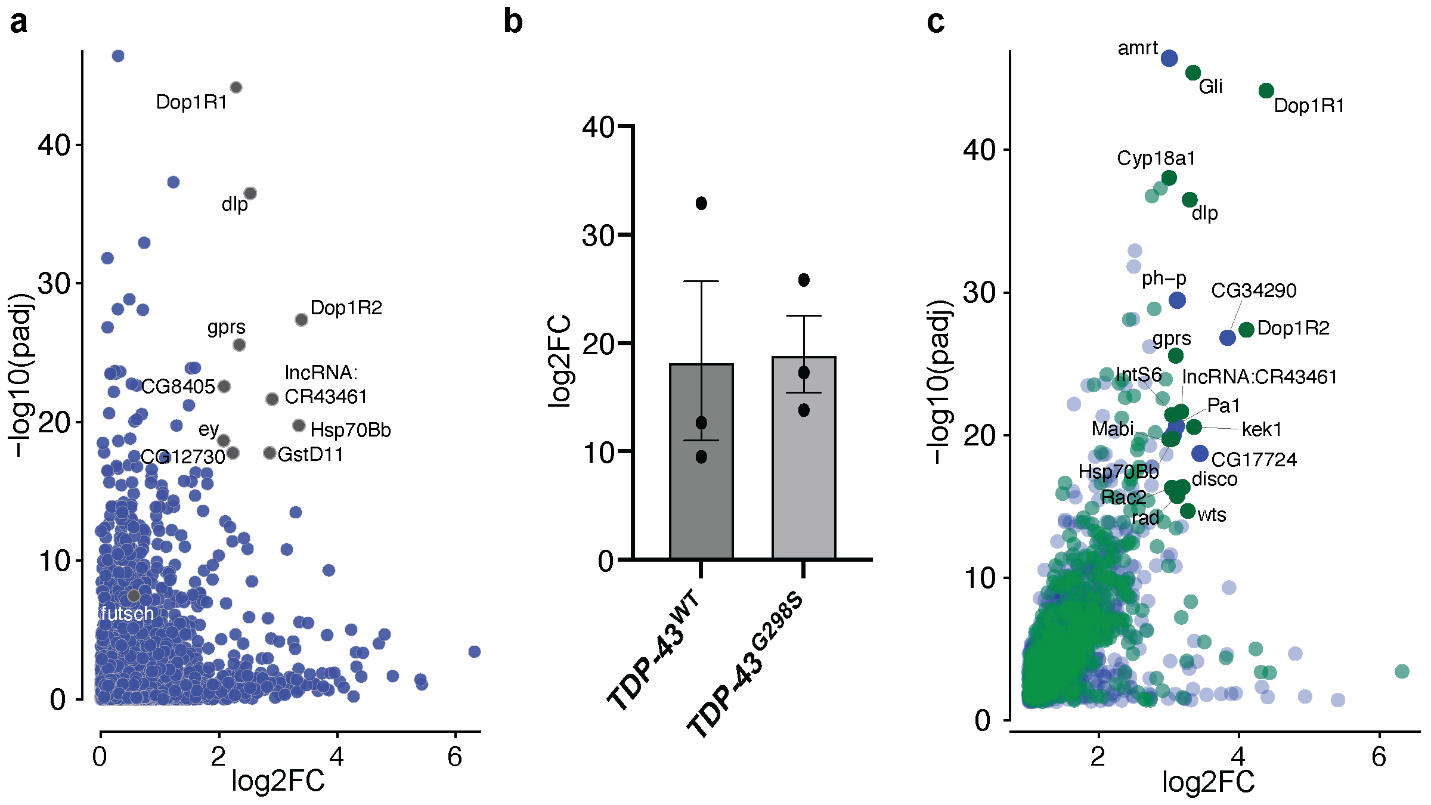

Figure 6-supplement 1. mRNAs enriched with TDP-43^G298S^ overexpression in a *Drosophila*  MBs. (A) Volcano plot displaying enriched mRNAs. Y-axis depicts Log2 Fold Change after subtraction of YFP control values. Blue circles indicate log2 fold change > 2 and P < 1 x 10^-14^. (B) qPCR validation of *dlp* enrichment in TDP-43 complexes immunoprecipitated from adult heads expressing TDP-43 with *SS01276*. (C) Volcano plot displaying mRNAs enriched in TDP-43^G298S^ complexes that are MB-specific (blue) or shared between MB and MN models; saturated green circles indicate shared targets that show log2 Fold Change > 2 and P < 1 x 10^-14^; blue circles indicate MB targets with log2 fold change > 3 and P < 1 x 10^-14^.

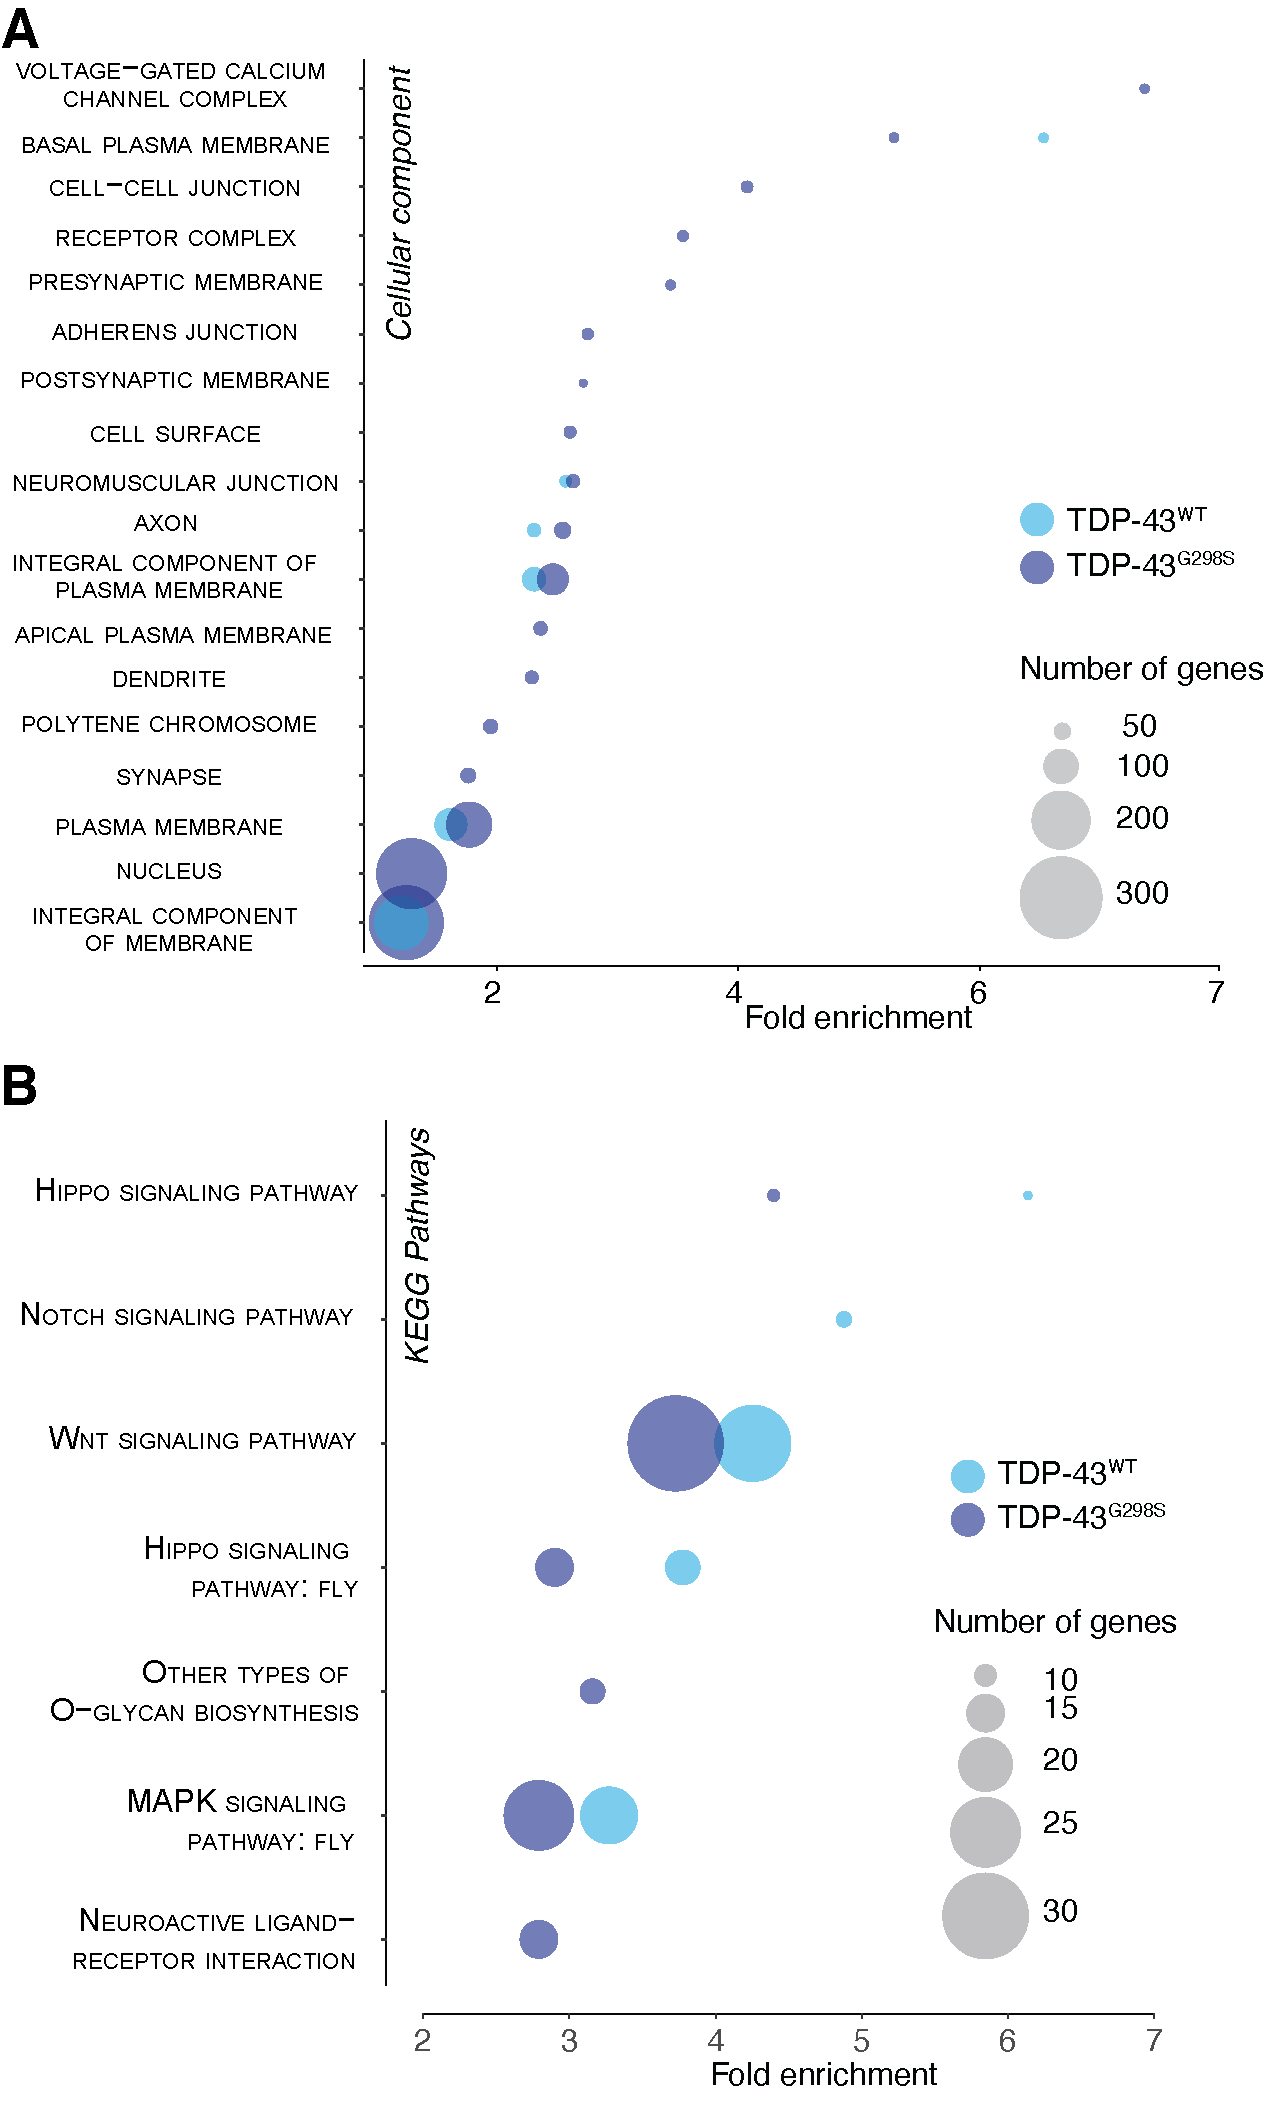

Figure 6-supplement 2. Functional annotation of enriched targets in fly models of TDP-43 driven dementia. (A) Cellular component of genes enriched in each TDP-43 model ranked by fold enrichment over all identified mRNAs in fly heads. (B) KEGG pathway analysis of targets enriched in each TDP-43 model ranked by fold enrichment over all identified mRNAs in fly heads.

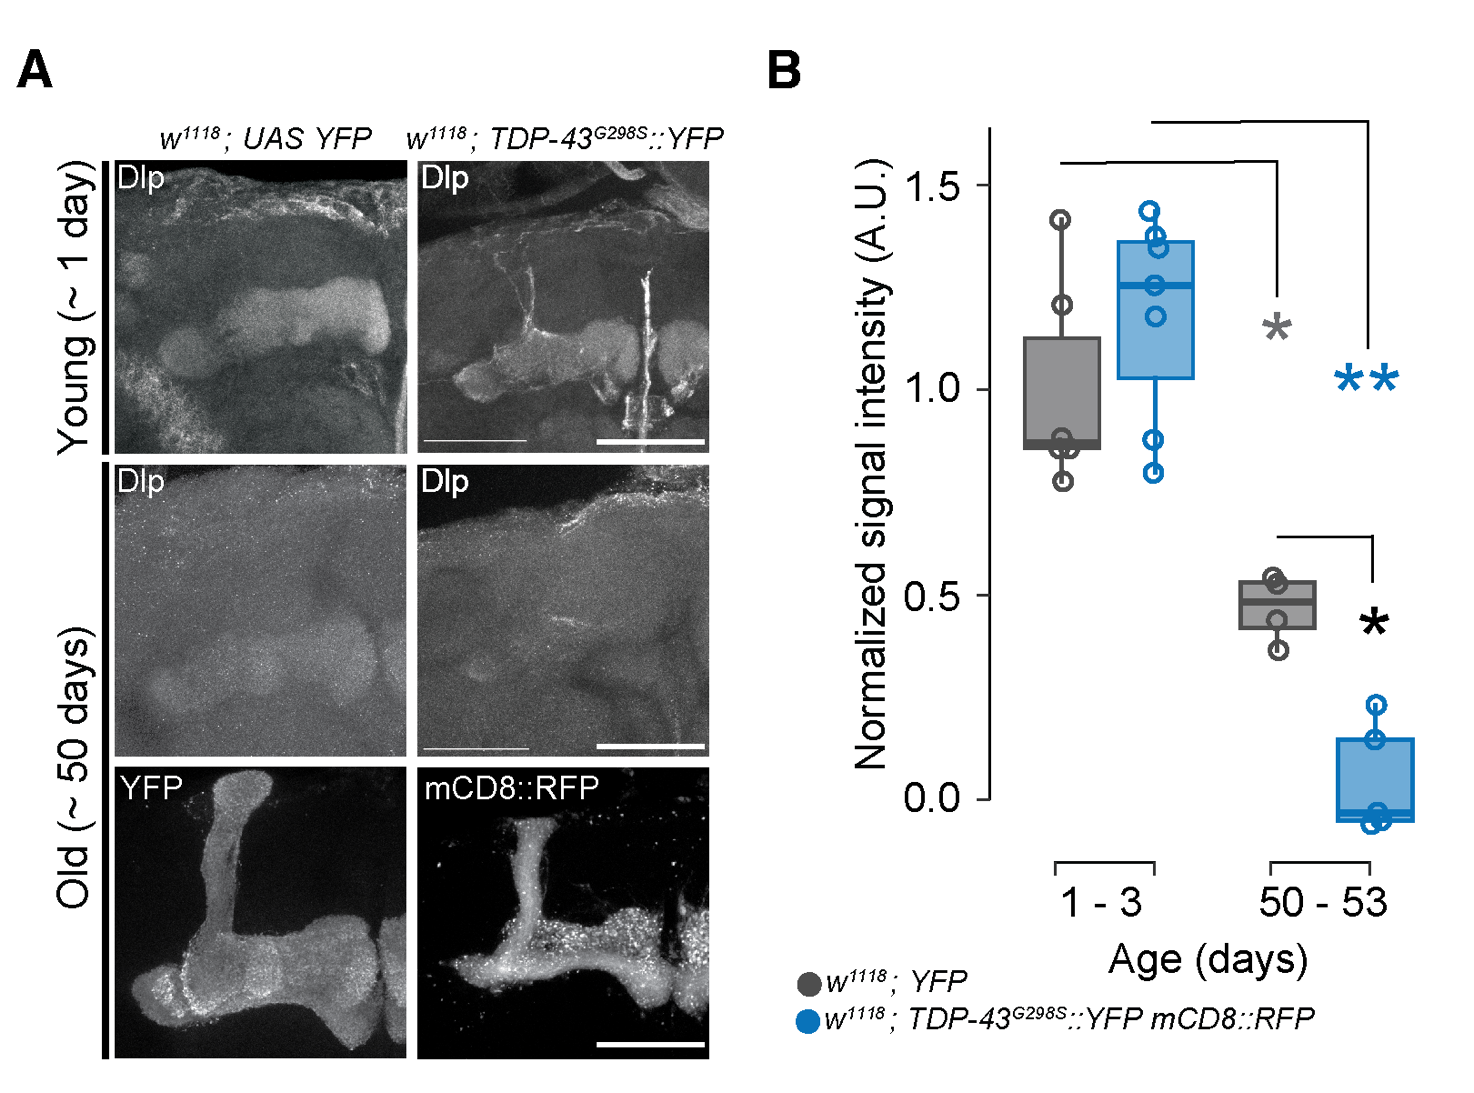

Figure 7-supplement 1. Dally-like protein is a target of TDP-43^G298S^ in MBNs where it mediates TDP-43 dependent working memory deficits.. Deficits in working memory are evident in young adults. (A) Age-dependent loss of Dlp antibody labelling in mushroom bodies. Cytoplasmic YFP (Control) or mCD8 RFP (*TDP-43^G298S^*) in aged flies indicating intact MBLs show decreased Dlp signal at ~ 50 days. Colored asterisks indicate statistical comparisons by age within a genotype. (B) Change in Dlp signal intensity in MBLs with age. Scale bar = 50 μm. * = P < 0.05, ** = P < 0 .01.

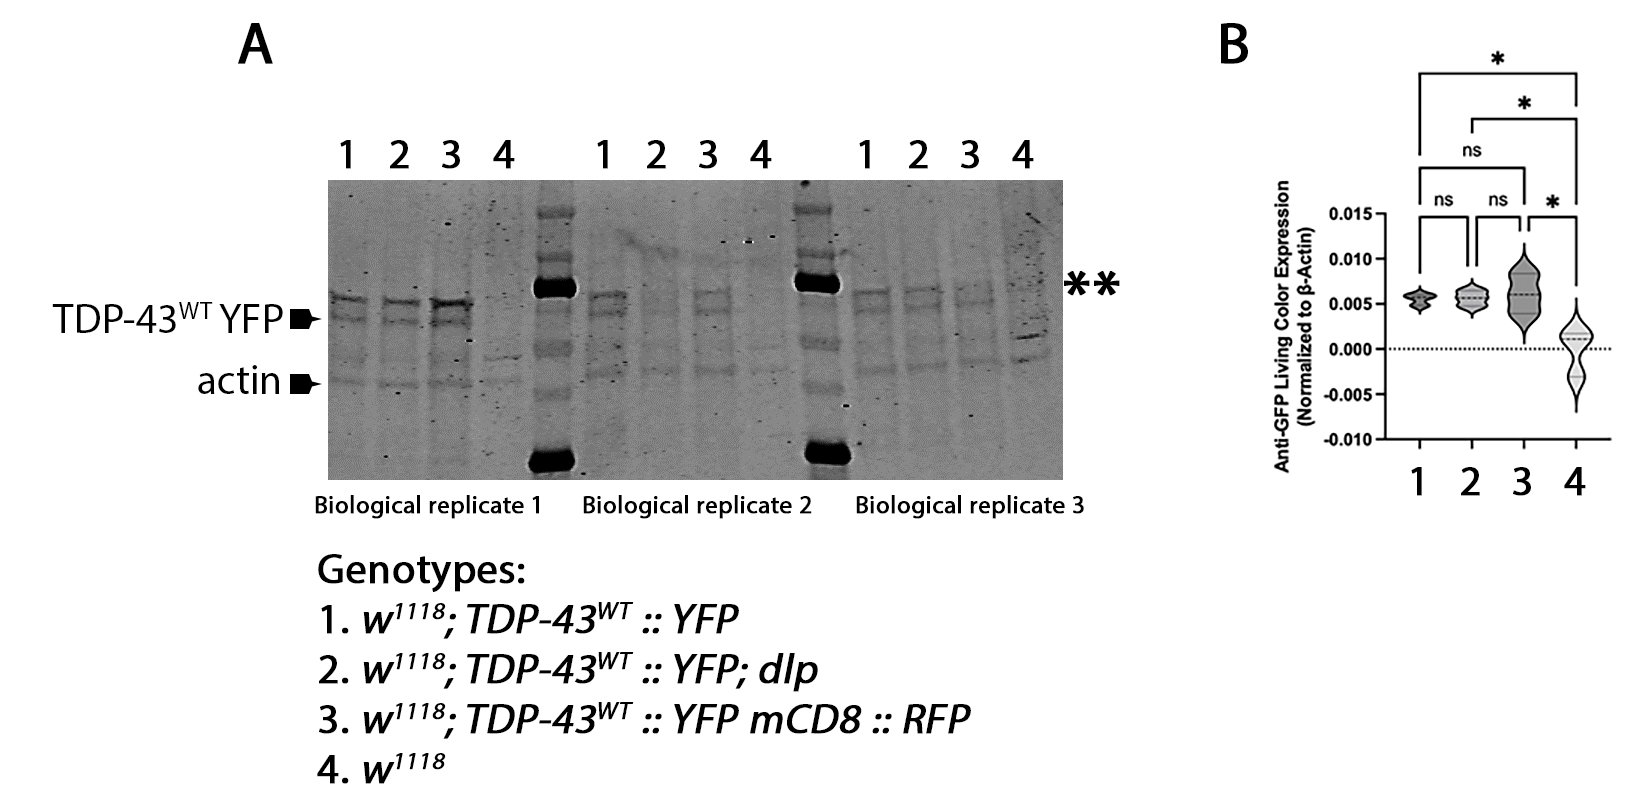

Figure 7-supplement 2. TDP-43^WT^ protein expression is not reduced by the presence of a second UAS-driven transgene. (A) Western blot showing TDP^WT^-43 YFP expression driven by the mushroom body driver line, *SS01276* in three different genotypes: *TDP-43^WT^::YFP*, *TDP-43^WT^::YFP dlp* *OE*, and *TDP-43^WT^::YFP mCD8::RFP*. *w^1118^* controls were used to confirm antibody specificity against GFP/YFP in fly tissues. TDP-43 YFP and actin, as indicated by arrows, left side. Double asterisk, right side, indicates non-specific band. (B) Quantification of western blot in (A). Genotypes and replicates, as indicated.

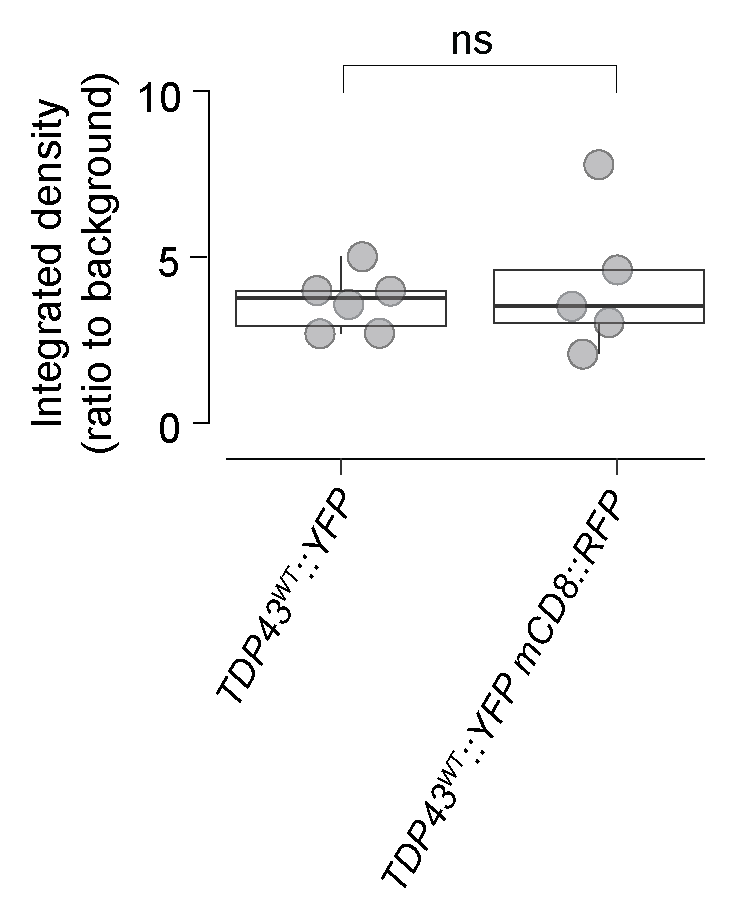

Figure 7-supplement 3. TDP-43^WT^ YFP expression levels upon concomitant expression of a second UAS-driven transgene (mCD8 RFP). TDP^WT^-43 YFP expression driven by the Split Gal4 mushroom body driver line, *SS01276* in two genotypes: *OR; TDP-43^WT^::YFP* and *w^1118^; TDP-43^WT^::YFP mCD8::RFP*. Means compared using Wilcoxon Rank Sum.

How the deposited data were processed for this re-analysis (not part of the article)

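RNA was sequenced from 27 libraries of *Drosophila* heads. Flies aged 1 to 3 days expressed TDP-43 WT YFP, TDP-43 G298S YFP or YFP alone in MBNs, with 3 lysates per genotype. From each lysate there was an input, a GFP-Trap IP and an unbound library. Lysates are named here by genotype and by the number in their label. The authors made the libraries with SMART-Seq HT PLUS, aligned the reads with STAR, counted them per gene with featureCounts and deposited whole-number counts without normalization, in one table for all libraries. The paper names the *Drosophila* genome but its text gives no release. The count table holds 17529 gene identifiers, all of them *Drosophila* genes, and no line that names no gene. Symbols and exon lengths came from the annotation of Ensembl release 115, which matched 17425 identifiers and left 104 without a symbol. No coordinates were used. Of the genes the paper names, *rad* and *Pa1* matched no identifier.

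The total count per library ranged from 1848426 to 157035496. Reads carry no molecular identifiers here, so counting error alone understates the error of a library. The spread between lysates was used for every test.

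The counts were tested in R 4.3.3 with edgeR 4.0.16. Library sizes were scaled by TMM, genes were kept by edgeR's filter on low counts with the condition as the group, and a quasi-likelihood model was fitted to the 18 IP and input libraries with 6 groups and no covariate. The contrasts were the IP against the input of each genotype, the difference of these between genotypes (an interaction), and the inputs between genotypes. The unbound fraction was compared with the input in a fit to all 27 libraries, which tested 13349 genes. Adjusted *p* values are Benjamini-Hochberg values over all genes tested. An mRNA was called enriched at a log2FC above 1 and an adjusted *p* value below 0.05, the paper's thresholds. For an IP or interaction both thresholds applied, while the difference between the TDP-43 variants and the input and unbound contrasts used the adjusted *p* value alone. Log CPM values per lysate were computed with a prior count of 2.

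The genes named in the text were fixed before the data were examined. They are the fly genes the paper names in its text, in Fig. 6 and its supplement and in Tables 1 and 2, the dopamine receptors, the genes Table S6 lists under Wnt terms, the near-identical *Hsp70* genes, and for each interaction the 5 genes with the largest log2 difference among those past the threshold whose lysates did not overlap. The comparisons, the alternatives and 8 marker lists (Kenyon cell, photoreceptor, muscle, fat body, glia, neuron, cytosolic ribosomal proteins and mitochondrially encoded genes) were fixed at the same time. Genes that the study picked from these libraries were left out of the Kenyon cell list. Another 4 lists of body tissues (accessory gland, testis, midgut and ovary follicle cell) were written after genes with the largest changes were seen. Lists were tested with camera at an inter-gene correlation of 0.01 and with fry, both from limma 3.58.1.

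Input, IP and unbound libraries with one number come from the same lysate. After subtraction of the group means, the log CPM values of the input and IP of one lysate had correlations across genes between 0.06 and 0.73, lowest in lysate WT-502. Those of the unbound fraction and input lay between 0.68 and 0.92, and those of the IP and unbound fraction between 0.04 and 0.74. The main model ignores the pairing, since the paper's text names no block, and the model with the lysate as a replicate block was an alternative.

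The alternatives changed one choice at a time. They were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors within edgeR, library sizes alone, no filter on low counts, at least 10 counts in every library, the fit without mitochondrially encoded and rRNA genes, all 27 libraries in the fit with edgeR or with DESeq2, only the libraries of the compared genotypes with edgeR or with DESeq2, the replicate block, a test against a log2FC of 1 (glmTreat), the unbound fraction as the reference, and each lysate left out. For the marker lists these compare the list's median with the median of all genes tested, a definition chosen after the plain medians were seen to follow the scaling. Values per lysate were also computed with a trend on exon length (loess, span 0.5) removed and with counts thinned to the lowest total. For results that compare 3 libraries or lysates with 3, all 10 splits into groups of the same size were fitted.

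The model was tested on counts simulated from the means and library sizes of these libraries, with 200 of 12921 genes changed. Each gene had the same mean level in every library, apart from these 200, which were raised in the TDP-43 WT IPs only. Their median log2FC in the edgeR fit was 2.56. The simulation held no pairing and no broad difference between fractions or genotypes, so its rates need not hold for these data. At the paper's thresholds edgeR recovered 74% of the changed genes and called 3 unchanged ones. DESeq2 recovered 79.5% and called 16, the replicate block 69% and 2, and glmTreat 64%. For the interaction of TDP-43 WT with YFP edgeR recovered 61.5%.

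The measurements in human tissue, the imaging, the behavioural assays and the western blots were not analysed here. The planned comparison of genes with and without UG repeats was not run, since no transcript sequences were used here. Table S6 was used for the names of genes under Wnt terms only.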

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

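In this part, the comparison of the Kenyon cell list between the TDP-43 and the YFP IPs was chosen after the results were seen. So were the exchange of lysates WT-502 and G298S-203 and the test of the midgut list, and the others were set before.

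The enrichment over input differed between genotypes in a direct test of the difference. In edgeR's interaction test 163 mRNAs were more enriched with TDP-43 WT than with YFP, and 7 were less enriched. With TDP-43 G298S, 45 mRNAs were more and 48 less enriched than with YFP. With lysates WT-502 and G298S-203 exchanged between the TDP-43 groups, 35 mRNAs were more enriched than with YFP for TDP-43 WT and 14 for TDP-43 G298S. For the mRNAs more enriched than with YFP, with either variant, the grouping by genotype was 1 of the 10 splits of the 6 lysates to give as many mRNAs, and no other split did. With 3 lysates against 3 this share cannot go below 0.1, so chance in the grouping cannot be told apart by splits. Candidates with a larger log2FC than in YFP numbered 142 for TDP-43 WT and 36 for TDP-43 G298S, which argues against RNA recovered from the YFP-expressing cells without TDP-43 as the whole cause of the enrichment. The label prefix is argued against for TDP-43 WT. The fit without the third prefix called 49 mRNAs, and in the lysates of that prefix, which holds each genotype, their median log2 difference was 1.62, above the median of 0.0061 over all genes. For TDP-43 G298S the same fit called 0 mRNAs, against 235 with an unadjusted *p* value below 0.05 and a log2 difference above 1. The prefix and the genotype cannot be told apart there, since the other 2 TDP-43 G298S lysates share no prefix with a YFP lysate. The TDP-43 WT result was 71 without lysate YFP-902 and 81 without lysate WT-505, and the TDP-43 G298S result lay between 3 and 11 in the 6 fits that each left out one lysate. For TDP-43 G298S the split into higher and lower at an adjusted *p* value below 0.05, of any size, was 51 and 52 with TMM, 66 and 100 with DESeq2's size factors and 62 and 22 without mitochondrially encoded and rRNA genes. With library sizes alone it was 2588 and 12, where the median over all genes moved by 0.68. Binding by TDP-43 stays open, as does a difference in the amount of the YFP fusion, since the paper states that YFP alone was expressed far above TDP-43 YFP. Neither was tested.

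The enrichment differed between TDP-43 WT and TDP-43 G298S for 34 mRNAs, a difference between groups that the paper does not test. Of these, 33 were more enriched with TDP-43 WT. Only the grouping by genotype, 1 of 10 splits, gave as many, but so few splits cannot exclude chance. The number fell to 7 without lysate G298S-203 and lay between 7 and 25 in the 6 fits that each left out one lysate. With DESeq2's size factors 28 mRNAs were higher and 1 lower, and without mitochondrially encoded and rRNA genes 23 and 0. With library sizes alone it was 19 and 282, where the median over all genes moved by -0.51. With lysates WT-502 and G298S-203 exchanged between the groups, 0 mRNAs differed at an adjusted *p* value below 0.05 and 455 at an unadjusted *p* value below 0.05. A difference between the variants stays open as the biological explanation and was not tested apart from this contrast.

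The YFP IPs, which the paper uses for subtraction without reporting their enrichment by itself, enriched 1330 mRNAs over the YFP inputs. No other of the 10 splits of the 6 libraries gave as many, the other 3 of the 4 splits that part all 3 lysates included. Each other split mixes IP and input libraries, and 10 splits are too few, so they cannot exclude chance in the grouping. A trend on exon length is argued against as the whole cause, since 821 of the mRNAs were still called with that trend removed from each library. RNA of the YFP-expressing cells recovered without TDP-43 may account for the candidates enriched in both kinds of IP, 834 for TDP-43 WT and 621 for TDP-43 G298S. The neuron list, which is not limited to Kenyon cells, had a median log2FC of 1.42 in the YFP IPs (9 of 10 genes higher, camera adjusted *p* = 2.25e-05). The enrichment in these IPs was thus not limited to the Kenyon cell list, and the lists do not single out the YFP-expressing cells as the source. The Kenyon cell list had a median log2FC of 1.04 in the YFP IPs, and the median of its log2 difference from YFP was 0.076 with TDP-43 WT and -0.33 with TDP-43 G298S. In the Kenyon cell list 6 of 12 genes were above YFP with TDP-43 WT and 3 of 12 with TDP-43 G298S, and with all lysates in the fit neither difference passed (camera adjusted *p* = 0.0944 and 0.409, from 40 tests). Without lysate YFP-902 these medians, relative to all genes, were -0.15 and -0.59, and the first was -0.08 without lysate WT-502. The first difference passed without lysates WT-505 (0.16), YFP-901 (0.40) or YFP-201 (0.20), and the second without lysate YFP-902. Binding of RNA to YFP or to the beads was not tested.

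In the unbound fractions, which the paper does not report on, 2256 genes differed from the input with TDP-43 WT and 2459 with TDP-43 G298S at an adjusted *p* value below 0.05. For YFP the count was 0, with 648 genes at an unadjusted *p* value below 0.05. For the TDP-43 genotypes no other of the 10 splits gave as many, but so few splits, which mix the fractions, cannot exclude chance. For YFP the count of 0 leaves nothing for the splits to test, and the split that groups both YFP-201 libraries with the input of YFP-901 gave 448 genes. That split parts 1 of the 3 lysates, while the real one parts all 3. The TDP-43 WT count was 597 without lysate WT-502 and 754 without lysate WT-202. With each TDP-43 G298S lysate left out the count was 0, against 3777, 1933 and 3690 genes at an unadjusted *p* value below 0.05 without G298S-503, G298S-506 and G298S-203. Mitochondrial RNA takes much of these libraries, and without mitochondrially encoded and rRNA genes 522 genes were higher and 1482 lower in the unbound fraction with TDP-43 G298S, against 1286 and 1173 with all genes. No biological explanation was tested.

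The inputs differed between genotypes, a comparison the paper does not make. Between TDP-43 WT and YFP 1932 genes differed, between TDP-43 G298S and YFP 3535, and between the TDP-43 variants 32. No other of the 10 splits of the inputs gave as many in any of the 3 comparisons, but so few splits cannot exclude chance. The TDP-43 WT count was 802 without lysate WT-202 and 938 without lysate YFP-902. The TDP-43 G298S count was 1949 without lysate G298S-203 and 2262 without lysate G298S-506, and that between the variants lay between 10 and 18 in the 6 fits that each left out one lysate. With lysates WT-502 and G298S-203 exchanged, 0 genes differed between the variants at an adjusted *p* value below 0.05 and 198 at an unadjusted *p* value below 0.05. RNA from other body tissue may add to the differences from YFP, since the summed midgut transcripts were low in the YFP inputs, at 26.1 CPM or less, and moved by at most 2.34-fold between input and unbound fraction of one lysate. An effect of TDP-43 in MBNs on the head transcriptome stays open and was not tested apart from the genotype. The fly lines differ as well. The paper's resource list gives the TDP-43 lines for IPs an mCD8::RFP transgene and names none for the YFP control line. An effect of the lines cannot be told apart from that of TDP-43 here. The prefix stays open too, since only the third prefix holds both YFP and TDP-43 lysates, with 1 lysate of each genotype.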

How the results depend on the processing

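All alternatives here were set before the data were examined. The definition of a marker list's value, its median log2FC less the median of all genes tested, was chosen after the plain medians were seen to follow the scaling. No other alternative was added. The comparison of genes with and without UG repeats was not run.

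Of 1617 values for single genes under the alternatives, 1430 kept their direction and their side of the threshold, 132 lost their call, 39 gained one and 16 changed direction. Of 443 values for marker lists, 392 were unchanged in this sense, 8 lost their call, 22 gained one and 21 changed direction. Of 268 counts of mRNAs, 185 stayed within 1.5 times the value reported and 83 did not. For the alternatives whose cause is not given below, the cause was not tested. Spearman's rho between log2FC and exon length moved by less than the spread between lysates with library sizes alone and with at least 10 counts in every library.

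With DESeq2 in place of edgeR, 93 mRNAs were more enriched with TDP-43 G298S than with YFP, and 124 differed between the variants. The inputs of TDP-43 WT and YFP differed for 3283 genes and those of the variants for 318. The unbound fraction differed from the input for 3761 genes with TDP-43 WT, 4223 with TDP-43 G298S and 69 with YFP. With DESeq2 on all 27 libraries, the counts against YFP were 259 for TDP-43 WT and 124 for TDP-43 G298S, and 128 mRNAs differed between the variants. With DESeq2 on the compared genotypes only, 99 were more enriched with TDP-43 G298S than with YFP and 143 differed between the variants. In the simulated counts, which held no pairing and no broad difference between fractions, DESeq2 also called more unchanged genes than edgeR. With edgeR on the compared genotypes only, 88 mRNAs were more enriched with TDP-43 WT than with YFP, and 17 differed between the variants.

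With library sizes alone, 2214 mRNAs were enriched with TDP-43 WT and 3958 with TDP-43 G298S, and the overlap was 2046. Of these, 1311 and 1460 were also enriched with YFP, and 431 and 1372 kept a log2FC above 1 after subtraction. The number more enriched with TDP-43 G298S than with YFP was 1444, that with a difference between the variants was 301, and 1647 genes differed between their inputs. The cause is the construction: without TMM, the share of *mt:lrRNA* in the inputs sets the scale of all other genes. The median log2FC of all genes rose by 0.37 with TDP-43 WT, 0.88 with TDP-43 G298S and 0.20 with YFP, the differences from YFP rose by 0.17 and 0.68, and that between the variants fell by 0.51. Between the inputs of TDP-43 G298S and YFP the shift was -0.41, and between those of the variants 0.39. In the unbound fraction it was 0.19 with TDP-43 G298S and -0.30 with YFP. Relative to YFP with TDP-43 G298S, *futsch* (0.63) and *Dscam2* (0.58) changed direction, and both stayed below this shift of 0.68. The photoreceptor list (-0.30) and the fat body list (-0.57) with TDP-43 G298S and the ribosomal list with TDP-43 G298S against YFP (-0.36) lost their call. Against YFP the mitochondrial list with TDP-43 WT (-0.012) and the photoreceptor list with TDP-43 G298S (0.0061) changed direction.

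The scaling also moved the split into higher and lower genes at an adjusted *p* value below 0.05. With library sizes alone in place of TMM, it went from 2111 and 1487 to 3483 and 396 for the enrichment with TDP-43 WT, from 1630 and 1286 to 6099 and 63 with TDP-43 G298S, and from 2048 and 1291 to 2569 and 346 with YFP. For TDP-43 G298S against YFP it went from 51 and 52 to 2588 and 12, and for the variants from 33 and 1 to 19 and 282. For the inputs it went from 1986 and 1549 to 1102 and 3928 between TDP-43 G298S and YFP, and from 18 and 14 to 1622 and 25 between the variants. For the unbound fraction it went from 1215 and 1041 to 802 and 1703 with TDP-43 WT, and from 1286 and 1173 to 2414 and 944 with TDP-43 G298S. With DESeq2's size factors the split of the inputs of TDP-43 WT and YFP went from 980 and 952 to 1334 and 746.

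Without mitochondrially encoded and rRNA genes, 15 genes differed between the inputs of the variants, 6 higher and 9 lower. The split was 1864 and 881 for the enrichment with TDP-43 G298S, 62 and 22 for TDP-43 G298S against YFP, with a median shift of 0.16, and 522 and 1482 for the unbound fraction with TDP-43 G298S, with a median shift of -0.16. Against YFP with TDP-43 G298S, *futsch* (0.10) and *Dscam2* (0.046) changed direction, and the fat body list with TDP-43 G298S (-0.56) lost its call.

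With no filter on low counts, 20 genes differed between the inputs of the variants. The fat body list with TDP-43 WT (-0.48), the neuron list with TDP-43 G298S (0.87), the photoreceptor list with YFP (-0.35), and the photoreceptor (-0.24) and neuron (-0.41) lists with TDP-43 WT against YFP gained a call. The glia list with TDP-43 WT (0.027), the mitochondrial list with TDP-43 WT against YFP (-0.076) and the photoreceptor list with TDP-43 G298S against YFP (0.0033) changed direction. With at least 10 counts in every library, 81 mRNAs were more enriched with TDP-43 G298S than with YFP, 49 genes differed between the inputs of the variants, and 3472 and 4257 differed in the unbound fraction with TDP-43 WT and TDP-43 G298S. The neuron list with TDP-43 WT (1.14) lost its call and the ribosomal list with TDP-43 WT (-0.078) changed direction.

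With the lysate as a replicate block, 3807 genes differed in the unbound fraction with TDP-43 WT and 3880 with TDP-43 G298S. The muscle (-0.34) and fat body (-0.46) lists with TDP-43 WT, the neuron list with TDP-43 G298S (0.82) and the photoreceptor list with YFP (-0.32) gained a call, as did the photoreceptor (-0.28), muscle (-0.24) and neuron (-0.31) lists with TDP-43 WT against YFP. The mitochondrial list with TDP-43 WT against YFP (-0.084) changed direction. Of the named genes, *Hsp70Bb* against YFP with both variants and *eag* with TDP-43 G298S gained a call, and *Dop1R2* with YFP, *lncRNA:CR44017* with TDP-43 WT against YFP and *CG14780* with TDP-43 G298S against YFP lost theirs. The replicate block changed no other call of a named gene or marker list. Of the 1354 and 955 mRNAs enriched with TDP-43 WT and TDP-43 G298S, 1321 and 929 stayed called, and 1393 and 981 were called in all.

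With all 27 libraries in the fit, 171 TDP-43 G298S candidates were kept after subtraction and 115 mRNAs were more enriched with TDP-43 G298S than with YFP. Against YFP with TDP-43 G298S, *futsch* (0.12) and *Dscam2* (0.074) changed direction, as did the glia list with TDP-43 WT (0.0022). The fat body list with TDP-43 G298S (-0.56) lost its call and the photoreceptor list with YFP (-0.35) gained one. The test against a log2FC of 1 (glmTreat) is stricter by construction. It called 398 mRNAs with TDP-43 WT, 177 with TDP-43 G298S and 379 with YFP, with an overlap of 140 between the variants, 164 and 96 shared with YFP, 138 and 36 kept after subtraction, and 33 and 3 more enriched than with YFP. With the unbound fraction as the reference, 1780 mRNAs were enriched with TDP-43 G298S and 735 with YFP, and 1578 were shared by the variants. After subtraction 935 and 551 were kept, 323 and 81 were more enriched than with YFP, and 10 differed between the variants. The differences from YFP of *futsch* (1.02) and *Dscam2* (1.66) with TDP-43 G298S and of *fz2* with TDP-43 WT (1.26) and TDP-43 G298S (1.05) changed direction.

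Each lysate was left out in turn. The number of mRNAs enriched with TDP-43 WT ranged from 889 (without WT-502) to 1358, those of them also enriched with YFP from 501 (without WT-502) to 861, and the TDP-43 G298S candidates also enriched with YFP from 404 (without G298S-503) to 645. More enriched than with YFP were from 71 (without YFP-902) to 173 mRNAs with TDP-43 WT, 81 without WT-505 among them, and from 3 (without G298S-506 or G298S-203) to 11 with TDP-43 G298S. From 7 (without G298S-203) to 25 differed between the variants. For the inputs the range was 802 (without WT-202) to 2696 between TDP-43 WT and YFP, 1949 (without G298S-203) to 4136 between TDP-43 G298S and YFP, and 10 to 18 between the variants. In the unbound fraction it was 597 (without WT-502) to 1781 with TDP-43 WT. With TDP-43 G298S it was 0 in each of the 3 fits, against 1933 to 3777 genes at an unadjusted *p* value below 0.05.

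Against YFP with TDP-43 G298S, leaving out a lysate moved *futsch* from -0.25 to 0.077 (without YFP-901) and *fz* from -0.18 (without YFP-902) to 0.30, and with TDP-43 WT it moved *fz2* from -0.82 to 0.0046 (without WT-505). For the neuron list the range was 0.91 (without WT-502, call lost) to 1.47 with TDP-43 WT, 0.69 to 0.93 (without G298S-506, call gained) with TDP-43 G298S and -0.71 (without YFP-902, call gained) to -0.20 with TDP-43 WT against YFP. The photoreceptor list moved from -0.45 (without YFP-201, call gained) to -0.32 with YFP, and from -0.14 to 0.11 (without G298S-503) with TDP-43 G298S against YFP. Against YFP the Kenyon cell list moved from -0.15 (without YFP-902) to 0.40 (without YFP-901, call gained) with TDP-43 WT, with calls also gained without WT-505 (0.16) and YFP-201 (0.20), and from -0.59 (without YFP-902, call gained) to -0.10 with TDP-43 G298S. The glia list moved from -0.040 (without WT-502) to 0.15 (without WT-202) with TDP-43 WT and from -0.0103 (without YFP-902) to 0.19 with TDP-43 G298S against YFP. The ribosomal list moved from -0.041 (without WT-502) to 0.10 with TDP-43 WT and from -0.54 to -0.11 (without YFP-902, call lost) with TDP-43 G298S against YFP. The mitochondrial list moved from -0.026 (without WT-502) to 0.57 with TDP-43 WT and from -0.34 (without WT-502, direction changed and call gained) to 0.24 against YFP.

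The IP of lysate G298S-503 holds the fewest counts, 1848426. With every library thinned to this total, 9830 genes passed the filter, and 1216, 868 and 1204 mRNAs were enriched with TDP-43 WT, TDP-43 G298S and YFP, while 100 and 21 were more enriched than with YFP.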

Differences from the paper's values

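Each value here is set against the paper's, which were made with DESeq2. The alternatives named were set before the data were examined, apart from the exchange of lysates WT-502 and G298S-203 between the TDP-43 groups, a regrouping chosen after the paper's values and these had been compared. Other reference fractions and regroupings were tried at the same point.

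The log2FC of *futsch* with TDP-43 G298S was 1.52 against the paper's 2.14, and none of the alternatives closed the gap. For *Dscam2* with TDP-43 WT the log2FC was 1.67 against the paper's 1.29. It came within the error of the paper's value with DESeq2 (1.63), with DESeq2's size factors in edgeR (1.63) and without lysate WT-502 (1.46), and with no other alternative. With TDP-43 G298S the log2FC of *Dscam2* was 0.69 against the paper's 1.81, and only the unbound fraction as the reference came within the error (1.91). *Rac2* with TDP-43 WT had a log2FC of 4.22 against the paper's 3.68, and *dlp* had 3.56 against the paper's 3.33. None of the alternatives closed these gaps.

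The adjusted *p* values, here from edgeR, differed for all 8 values in the paper's text. For *futsch* the adjusted *p* value with TDP-43 WT was 5.03e-05 against the paper's 2.66e-07, which DESeq2 on the libraries of the compared genotypes met (2.74e-07, over a range of 1.12e-13 to 0.0114 for the alternatives), and with TDP-43 G298S it was 0.00208 against the paper's 9.57e-10. For *Dscam2* it was 4.65e-05 against the paper's 6.01e-04 with TDP-43 WT, and 0.0293 against the paper's 2.42e-03 with TDP-43 G298S, which the fit of only the compared genotypes' libraries met (0.00192, over a range of 4.43e-06 to 0.205 for the alternatives). *Rac2* had 4.50e-09 against the paper's 9.66e-24, *dlp* 5.48e-07 against the paper's 9.14e-23, *Hsp70Bb* 0.00152 against the paper's 1.59e-07 and *fz* 3.79e-05 against the paper's 4.25e-12. No alternative met these, nor that of *futsch* with TDP-43 G298S or of *Dscam2* with TDP-43 WT.

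The number of mRNAs enriched with TDP-43 WT alone was 575 against the paper's 179, and fell within 1.5 times the paper's with library sizes alone (168) and with glmTreat (258). With TDP-43 G298S alone it was 176 against the paper's 517, and none of the alternatives came within 1.5 times.

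In figures, read by eye, *Rac2* with TDP-43 WT has a YFP-subtracted log2FC of about 2.4 in Fig. 6a against 2.97 here, and without lysate YFP-902 the value was 2.79. The YFP-subtracted log2FC of *futsch* with TDP-43 G298S is about 0.56 in Figure 6-supplement 1a against -0.055 here. Library sizes alone (0.63, with the median of all genes raised by 0.68), the fit without mitochondrially encoded and rRNA genes (0.10, raised by 0.16), all 27 libraries in the fit (0.12) and the unbound fraction as the reference (1.02) came within the error. *Dop1R1* with TDP-43 WT has a log2FC of about 4.2 in Fig. 6c against 4.74 here, and 4.47 without lysate WT-502. *Dop1R2* has about 3.9 in Fig. 6c against 4.52. It came within the error with DESeq2 (4.49), with DESeq2's size factors (4.48), without a filter (4.51), with at least 10 counts in every library (4.51), with DESeq2 on all 27 libraries (4.501) and without lysates WT-502 (4.27) or WT-505 (4.46). The other alternatives set before left these 4 gaps open. Under the exchange, edgeR gave YFP-subtracted values of 2.44 for *Rac2* with TDP-43 WT and 0.54 for *futsch* with TDP-43 G298S.

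With lysates WT-502 and G298S-203 exchanged, chosen after the values were seen, edgeR gave 962 mRNAs enriched with TDP-43 WT and 1274 with TDP-43 G298S, of which 156 and 468 with 1 variant, and log2FC values of 2.12 for *futsch* with TDP-43 G298S, 1.30 and 1.16 for *Dscam2*, 3.68 for *Rac2* and 3.34 for *dlp*. DESeq2 within each group gave 1053 and 1393 under the same exchange, with 178 and 518 mRNAs enriched with 1 variant. Without the exchange, DESeq2 within each group, also run after the values were seen, gave 1393 mRNAs for TDP-43 WT under the deposited labels, which is the paper's number for TDP-43 G298S. The union of 1572 was met by the fit of only the compared genotypes' libraries. That fit did not give the paper's other counts. It called 1332 mRNAs with TDP-43 WT and 1120 with TDP-43 G298S, with 452 and 240 enriched with 1 variant.

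The paper finds more candidates with TDP-43 G298S than with TDP-43 WT. Here 1354 mRNAs were enriched with TDP-43 WT and 955 with TDP-43 G298S. The order was the paper's with library sizes alone (2214 and 3958) and with a trend on exon length removed from each library (1035 and 1113). It was the paper's as well without lysate WT-502 (889 and 950) and under the exchange. The paper states that most mRNAs with high enrichment are kept once the log2FC of YFP is subtracted. Here 43 of the 50 TDP-43 WT candidates with the largest log2FC and 73 of the top 100 kept a log2FC above 1. For TDP-43 G298S it was 30 of the top 50 but 46 of the top 100. Of all candidates, 19.7% and 10.9% kept it. The paper shows *futsch* as enriched with both variants after the subtraction, and here the log2 difference with TDP-43 G298S was -0.055. Under the exchange it was 0.54 with edgeR. The paper gives *Dscam2* as a candidate of both variants. Here its log2FC with TDP-43 G298S was under 1 with edgeR, and above it with library sizes alone (1.58, with the median of all genes raised by 0.88) and with the unbound fraction as the reference (1.91).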

Other observations

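In this part, the tests of the *Hsp70* genes and of exon length on the enriched mRNAs were set before the data were examined, and the tests of the lysate exchange, of the order of the variants and of body tissue were chosen after the results were seen.

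The log2FC values that the paper states lie away from those computed with the deposited labels. One regrouping removes most of the gap. With lysates WT-502 and G298S-203 exchanged, input and IP together, and DESeq2 run on each TDP-43 group by itself without a filter, 1053 mRNAs were enriched with TDP-43 WT and 1393 with TDP-43 G298S. The overlap was 875, and 178 and 518 mRNAs were enriched with 1 variant. Of the 8 log2FC values in the paper's text, 7 were met to within 0.0053. The exception was *Dscam2* with TDP-43 G298S, at 1.18. Among the 20 regroupings of the 6 TDP-43 lysates this exchange came first by its mean gap to the paper's values, 0.08, so its rank was 1, and the deposited labels came last, at 0.45. Other reference fractions, and exchanges of the IPs alone or of the inputs alone, were tried as well, and the best of the 18 exchanges of one kind of library left a mean gap of 0.20. The exchange may thus stand between the paper's values and the deposited labels, and it was found from the values it is tested on.

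The levels of genes in the inputs side with the deposited labels. Among the 100 genes whose input levels best part the other 4 TDP-43 lysates, WT-502 lay nearer to TDP-43 WT in 78 and G298S-203 nearer to TDP-43 G298S in 96, which argues against a mislabelled sample in the deposited table. In the unbound fractions the numbers were 62 and 64, and in the IPs 65 and 87. Over the 9 ways of holding out 1 input of each variant, the numbers lay between 52 and 87 for TDP-43 WT and between 70 and 99 for TDP-43 G298S. The genes were taken by the rank of their *p* value, with 2 lysates against 2. All values in the text use the labels as deposited, apart from those given for the exchange. No biological explanation was tested.

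More mRNAs were called with TDP-43 WT than with TDP-43 G298S, by 399. Library depth is argued against as the cause, since the difference was 348 with every library thinned to the lowest total of 1848426 counts. With a trend on exon length removed from each library the difference was -78, with 1035 mRNAs called for TDP-43 WT and 1113 for TDP-43 G298S. Of the mRNAs called before, 869 and 780 were still called, so the trend is not the whole cause of either enrichment. A trend on length may therefore set the order of the variants, and it changes a part of the candidates. The order also turned with library sizes alone, 2214 against 3958 mRNAs, where the median log2FC of all genes rose by 0.37 and 0.88. Without lysate WT-502 it turned too, at 889 mRNAs for TDP-43 WT and 950 for TDP-43 G298S. It did not turn without lysates WT-505 (1345 and 922) or WT-202 (1358 and 926). Nor did it turn with a TDP-43 G298S lysate left out, at 1297 to 1340 mRNAs for TDP-43 WT and 650 to 788 for TDP-43 G298S. A difference in binding between the variants stays open and was not tested.

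Splitting of reads between near-identical *Hsp70* genes is argued against as the cause of the rise in their summed count with TDP-43 WT. It is not excluded for *Hsp70Bb* itself. The summed count of the 6 *Hsp70* genes, which no such splitting can change, had a log2 ratio of IP over input of at least 0.93 in each TDP-43 WT lysate, with a mean of 1.85. In the TDP-43 G298S lysates it lay between 1.09 and 1.81 and in the YFP lysates between 0.37 and 0.85. Binding by TDP-43 stays open.

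Transcripts of tissues outside the head appeared in the inputs, in amounts that differed between lysates. The 4 lists were written after genes with the largest changes were seen, and share no gene with another list or with the named genes. Of their genes, 4 of 47 (accessory gland), 5 of 34 (testis), 1 of 27 (midgut) and 0 of 11 (ovary follicle cell) had at least 10 counts in every input. The summed level of 11 ovary follicle cell genes ranged from 1.11 to 363 CPM over the 9 inputs. Its most abundant gene, *Cp36*, reached 169 CPM, and *Cp38* reached 128 CPM. Genotype and label prefix are argued against as the cause, since the level differed by up to 311-fold between lysates of one genotype and by up to 329-fold between lysates of one prefix. RNA from other body tissue is a candidate explanation, since input and unbound fraction of one lysate differed by at most 1.99-fold. The midgut list of 27 genes ranged from 1.25 to 678 CPM and the testis list of 34 genes from 26.3 to 2231 CPM. Their most abundant genes were *Jon65Aiv*, which reached 124 CPM, and *loopin-1*, which reached 300.2 CPM. The midgut list was low in the YFP inputs, at 26.1 CPM or less. The testis list was low in YFP-901 and YFP-902 only, while lysate YFP-201 had 322 CPM of the testis list, above the 244 CPM of WT-505. The midgut list differed by at most 2.34-fold between input and unbound fraction of one lysate, which is consistent with tissue carried into the lysate. The testis list differed by up to 12.2-fold between lysates of one genotype, where the range over all inputs was 84.8-fold, so a part played by the genotype is neither shown nor excluded. The prefix stays open as well, as the lowest inputs, YFP-901 and YFP-902, are also the only lysates of the second prefix. The accessory gland list of 47 genes ranged from 18.3 to 2383 CPM, and of its genes *Sfp60F* reached 378 CPM and *Acp36DE* 371 CPM. In the 20 tests of these lists on the enrichment, 0 had a camera adjusted *p* value below 0.05 and 2 an unadjusted one.

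The marker lists were tested in 5 contrasts each, 40 tests in all, of which 18 had a camera adjusted *p* value below 0.05 and 12 of these also a fry adjusted *p* value below 0.05. In the inputs the most abundant photoreceptor gene, *ninaE*, lay between 3637 and 9645 CPM and the most abundant fat body gene, *Yp1*, between 6539 and 12535 CPM. The medians that follow are plain ones, and with library sizes alone in place of TMM they rise with the median of all genes, so the sign of a list near 0 depends on the scaling. The Kenyon cell list was enriched with TDP-43 WT (median log2FC 1.19, 12 of 12 genes higher) and with TDP-43 G298S (0.77, 10 of 12). The neuron list had medians of 1.17 with TDP-43 WT, 0.65 with TDP-43 G298S and 1.42 with YFP, and 9, 8 and 9 of its 10 genes were higher. Against YFP it had medians of -0.41 and -0.78 for the TDP-43 variants. The photoreceptor list had medians of -0.59, -0.47 and -0.50 for TDP-43 WT, TDP-43 G298S and YFP, and the muscle list -0.47, -0.81 and -0.20. For the fat body list they were -0.61, -0.72 and -0.49, and for the glia list -0.10, 0.33 and 0.37. Against YFP the glia list had a median of -0.44 with TDP-43 WT. Cytosolic ribosomal proteins had medians of -0.04, -0.74 and -0.41, and differed from YFP by 0.36 with TDP-43 WT and -0.37 with TDP-43 G298S. Mitochondrially encoded genes had medians of 0.25, -0.86 and 0.09, and differed from YFP by -0.91 with TDP-43 G298S. The calls of the ribosomal list in the YFP IPs and against YFP, of the muscle list with TDP-43 G298S and against YFP, and of the neuron list with TDP-43 G298S against YFP were made by camera alone. Relative to the median of all genes, the neuron list with TDP-43 WT lost its call without lysate WT-502 (0.91), and the ribosomal list with TDP-43 G298S against YFP lost its call without lysate YFP-902 (-0.11). Without lysate WT-502 the ribosomal (-0.04) and mitochondrial (-0.03) lists with TDP-43 WT changed direction, and the glia list with TDP-43 WT did so without lysates WT-505 (0.02) or WT-202 (0.15). Calls were gained for the neuron list with TDP-43 G298S without lysate G298S-506 (0.93) and against YFP with TDP-43 WT without lysates WT-502 (-0.67) or YFP-902 (-0.71), and for the photoreceptor list with YFP without lysates YFP-901 (-0.43) or YFP-201 (-0.45). The Kenyon cell list against YFP gained a call with TDP-43 WT without lysates WT-505 (0.16), YFP-901 (0.40) or YFP-201 (0.20) and with TDP-43 G298S without lysate YFP-902 (-0.59). The mitochondrial list with TDP-43 WT against YFP changed direction and gained a call without lysate WT-502 (-0.34).

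The fly genes of Table 1 (*dlp*, *CG9426*, *cv-2*, *Ir68a*, *DIP-alpha*, *eag* and *Rdl*) were all enriched with TDP-43 WT, at log2FC values between 1.33 and 3.56, while 5 were enriched with TDP-43 G298S and 4 with YFP. Larger than in YFP were 3 of the 7 with TDP-43 WT and 2 with TDP-43 G298S, and adjusted over the list alone 4 and 3. The fly genes of Table 2 (*NfI*, *wun*, *dbo*, *Tmtc4*, *GluRIIE*, *CG5890* and *FoxP*) were all enriched with TDP-43 WT, at values between 1.37 and 2.87, while 6 were enriched with TDP-43 G298S and 6 with YFP. Only *GluRIIE* was more enriched with TDP-43 WT than with YFP (log2 difference 2.27, SE 0.52, edgeR adjusted *p* = 0.0377). With TDP-43 G298S the count was 0, against 4 at an unadjusted *p* value below 0.05, 1 higher and 3 lower. The study chose these genes from these libraries, so the counts adjusted over the list alone are not independent evidence.

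Of the mRNAs the paper names, 46 were tested. Enriched were 43 with TDP-43 WT, 39 with TDP-43 G298S and 28 with YFP, and 18 and 13 had a larger enrichment than in YFP with the TDP-43 variants. By the rule set before the data were examined, the largest log2 differences from YFP with TDP-43 WT were those of *PH4alphaNE1*, *lncRNA:CR44017*, *asRNA:CR44062* (4.99), *bond* (4.36) and *CG3097* (4.31). With TDP-43 G298S they were those of *PH4alphaNE1*, *lncRNA:CR45225*, *CG14780*, *GstD11* (2.88) and *Dop1R2* (2.83). No YFP IP had more than 3 counts of *PH4alphaNE1* or *CG14780*. Their enrichment is thus a lower bound, at least 14.7-fold higher than with YFP for *PH4alphaNE1* with TDP-43 WT, and at least 18.2-fold higher for it and 8.94-fold higher for *CG14780* with TDP-43 G298S. The YFP IPs had at most 4 counts of *lncRNA:CR44017* and 6 of *lncRNA:CR45225*, all of them in YFP-201, so their log2 differences have no firm value. The lowest with 1 lysate left out were 3.86 and 5.00. Both contrasts share the YFP libraries. The calls of *lncRNA:CR44017* and *lncRNA:CR45225* were each lost under 9 of 17 alternatives, those of *PH4alphaNE1* under 6 and 7 of 17 and that of *CG14780* under 10 of 17. Between the variants, *CG15210* (3.21), *fax* (2.96), *bond* (2.67), *CG13062* (2.49) and *CG3713* (2.41) differed most, each more enriched with TDP-43 WT. The call of *fax* was lost under 3 and that of *CG13062* under 8 of 18 alternatives, and those of the other 3 under none. Antisense genes such as *asRNA:CR44062* are uncertain, since the paper's text does not say whether the counting used the strand. The mRNA of *TBPH*, the fly ortholog of TDP-43, had a log2FC of -0.02 with TDP-43 WT, -0.30 with TDP-43 G298S and -0.69 with YFP.

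Relative to *Gpdh1*, the reference gene of the paper's RT-qPCR, the *dlp* mRNA was 12.0-fold higher in the IP than in the input with TDP-43 WT (between 10.8 and 13.6 in the 3 lysates). The ratio was 7.77 with TDP-43 G298S (between 5.64 and 11.0) and 2.20 with YFP (between 1.45 and 3.50).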
